# RPL6 Interacts with HMGCS1 to Stabilize HIF‐1α by Promoting Cholesterol Production in Hepatocellular Carcinoma

**DOI:** 10.1002/advs.202501373

**Published:** 2025-07-12

**Authors:** Minli Yang, Shengtao Cheng, Huiying Gu, Shan Zhong, Dapeng Zhang, Xin He, Weixian Chen, Haijun Deng, Jihua Ren, Peng Chen, Ming Tan, Hui Zhang, Fan Li, Zhenzhen Zhang, Yuan Hu, Juan Chen

**Keywords:** cholesterol, hepatocellular carcinoma, HMGCS1, metastasis, RPL6

## Abstract

The identification of predictive markers to determine the premetastatic phase before metastasis is critical for developing effective strategies for early detection and prevention. By applying the dynamic network biomarker (DNB) approach to analyze time‐series transcriptomic data from a pulmonary metastasis HCC mouse model, it is revealed that the premetastatic phase occurred during the fourth week after implantation. A total of 142 DNB genes are identified as functionally important biomarkers for HCC metastasis, among which 60S ribosomal protein L6 (RPL6) is a core DNB member. RPL6 is significantly upregulated in HCC tissues with extrahepatic metastasis and is strongly correlated with poor prognosis in HCC patients. RPL6 promotes the invasion and metastasis of HCC cells, both in vitro and in vivo. Mechanistically, RPL6 directly binds to the HMGCS1 mRNA 3′UTR, a rate‐limiting enzyme in cholesterol biosynthesis, thus increasing HMGCS1 mRNA stability and protein expression and subsequently elevating intracellular cholesterol level. Elevated cholesterol inhibits the ubiquitin‐dependent degradation of HIF‐1α, which further results in activation of HIF‐1α signaling pathway. Together, this study provides new insights into the dynamic transcriptome profiles of HCC pulmonary metastasis and establishes an important role for the RPL6‐HMGCS1‐HIF‐1α axis in HCC metastasis, suggesting potential prognostic biomarkers and therapeutic targets in HCC.

## 1 Introduction

Hepatocellular carcinoma (HCC) is a highly prevalent malignancy worldwide, ranking as the third leading cause of cancer‐related deaths.^[^ ^1^, ^2^ ^]^ Metastasis, a pivotal characteristic of HCC, is responsible for treatment failure and high mortality rates.^[^ ^3^ ^]^ HCC is known for both intrahepatic and extrahepatic metastases, with the lungs being the most common site for extrahepatic dissemination.^[^ ^4^ ^]^ The limited availability of treatments and the unfavorable prognosis underscore the necessity for a deeper investigation into the mechanisms underlying HCC metastasis to ultimately improve patient outcomes.

Although numerous dysregulated or dysfunctional oncogenes and tumor suppressor genes have been reported to be involved in the metastasis process,^[^ ^5^ ^]^ identifying dynamic markers capable of predicting the premetastatic phase and guiding interventions remains a significant challenge. Dynamic disease observation models and analysis methodologies have paved the way for exploring dynamic biomarkers, aiming for the early detection and management of premetastatic HCC.^[^ ^6^, ^7^ ^]^ In this context, we developed a pulmonary metastasis HCC mouse model and examined the dynamic sequential changes in tumor samples. Utilizing the dynamic network biomarker (DNB) approach,^[^ ^8^, ^9^ ^]^ we identified the fourth week after implantation as the tipping point, representing a critical state preceding metastasis initiation. Concurrently, we successfully identified a group of DNB genes with potential early warning value, in which 60S ribosomal protein L6 (RPL6) was identified as a prime DNB member involved in metastasis initiation.

Ribosomal proteins (RPs), which are traditionally recognized as essential components of the ribosome, play key roles in ribosome biogenesis and protein translation.^[^ ^10^ ^]^ Recent studies have shown that RPs have additional extraribosomal functions, independent of protein biosynthesis, in the regulation of diverse pathological processes, especially tumorigenesis and cell transformation.^[^ ^11^ ^]^ Many RPs, including RPS7, RPS15, RPS20, RPL15, RPL23, RPL27a, RPL34 and RPL39L, are overexpressed in various human cancers.^[^ ^12^, ^13^ ^]^ These overexpressed RPs contribute to cancer cell proliferation, cell apoptosis, cell cycle progression, and DNA repair.^[^ ^14^, ^15^, ^16^, ^17^ ^]^ In breast cancer, RPL15 is enriched in circulating tumor cells, and facilitates metastatic growth in various organs.^[^ ^18^ ^]^ RPS27a has been shown to promote cell proliferation and inhibit cell apoptosis in lung adenocarcinoma cells by interacting with RPL11, disrupting the RPL11‐MDM2 complex, and preventing p53 ubiquitination and degradation.^[^ ^19^ ^]^ RPS15 has been shown to interact with IGF2BP1 to promote the proliferation and metastasis of human esophageal squamous cell carcinoma cells by recognizing m6A modification.^[^ ^20^ ^]^ In summary, the above researches strongly indicate that RPs are tightly associated with tumorigenesis in various cancers. Consistently, RPL6, a component of the large ribosomal subunit, is involved in various nonribosomal activities, such as the DNA damage response, apoptosis regulation, cell cycle control, and defense against microbial infections.^[^ ^21^, ^22^, ^23^, ^24^ ^]^ However, the exploration of the functional role of RPL6 in cancer is limited.^[^ ^25^, ^26^ ^]^ And the important role and molecular mechanism of RPL6 in HCC metastasis remain unexplored.

In this study, we reported that RPL6 was frequently upregulated in a subset of HCC tissues with extrahepatic metastasis, and was correlated with poor prognosis in HCC patients. RPL6 bound to and increased the stability of HMGCS1 mRNA, the transcript of a key enzyme in cholesterol synthesis, thereby enhancing intracellular cholesterol levels. We further identified HIF‐1α as the key downstream target of cholesterol and revealed the mechanism by which cholesterol stabilizes the HIF‐1α protein to promote HCC metastasis. Taken together, our data demonstrate that RPL6, as a core DNB member, is involved in an extraribosomal mechanism, providing insights into the crosstalk between cholesterol metabolism and hypoxia during HCC metastasis initiation and a promising therapeutic target for the treatment of HCC.

## 2 Results

### 2.1 Identifying RPL6, an RNA Binding Protein, as a Key Factor in HCC Metastasis

To systematically explore the pivotal phases and important genes associated with HCC metastasis, we established a pulmonary metastasis HCC mouse model and the gene expression patterns HCC metastasis were analyzed comprehensively. In this model, GFP‐tagged MHCC97H cells with high metastatic potential were orthotopically transplanted into the livers of nude mice (**Figure** **1**a). Continuous observation revealed that hepatic tumors in orthotopic xenograft MHCC97H‐GFP mice grew gradually from the second week to the fifth week after orthotopic implantation, whereas distant pulmonary metastasis initially occurred at the fourth week (Figure 1b; Figure S1a, Supporting Information).

**Figure 1:**
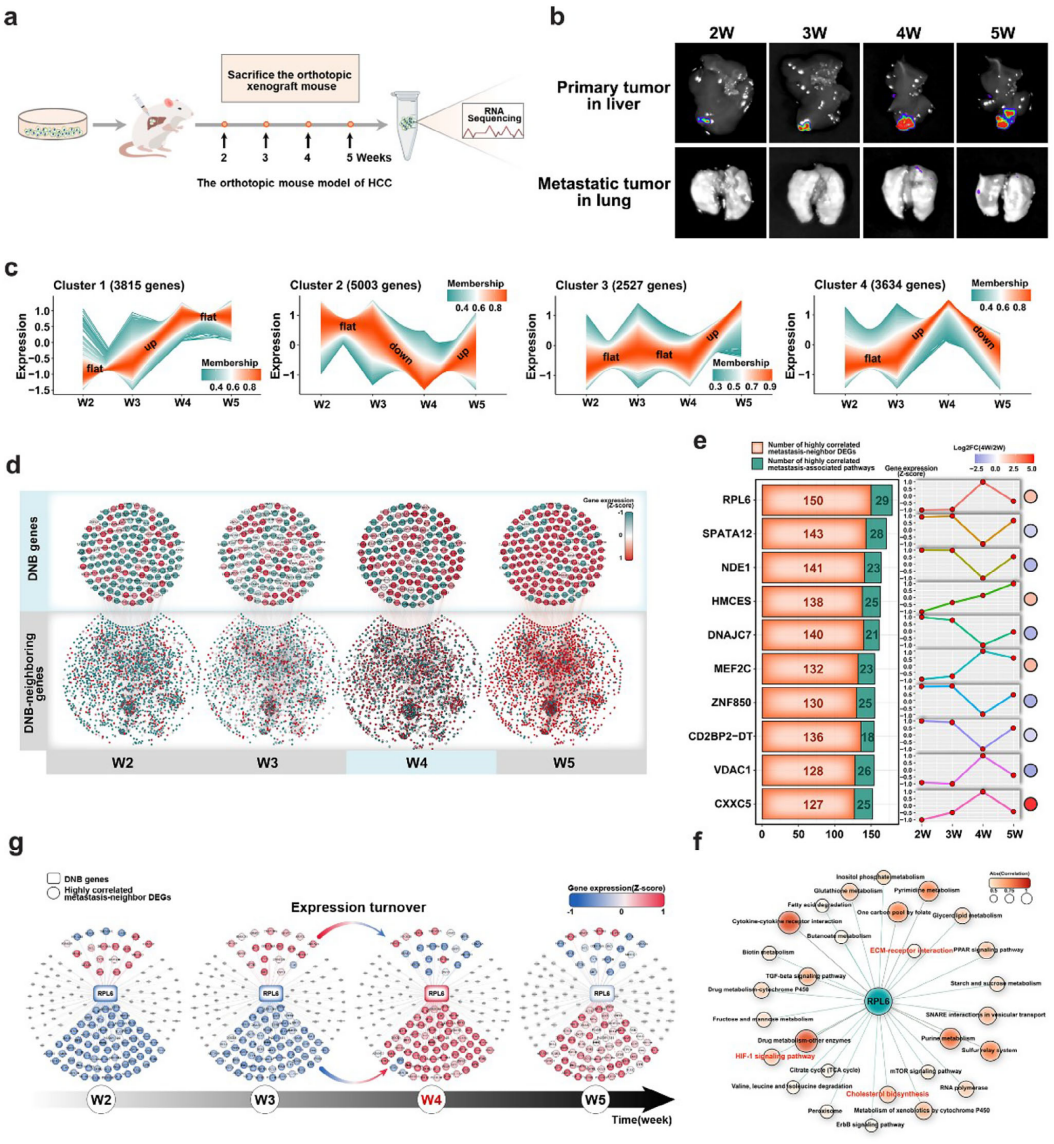
The identification of RPL6 as a crucial gene closely linked to HCC metastasis. a) A flow chart illustrating the process for creating an orthotopic liver cancer mouse model with pulmonary metastasis using MHCC97H‐GFP cells. b) The representative bioluminescence images showing liver tumors and pulmonary metastases at four time points in the orthotopic xenograft MHCC97H mouse model. c) Temporal trend clustering of gene expression captured by R package Tcseq. d) Cytoscape visualization of the expression profiles and PPI interaction networks between the DNB genes and DNB‐Neighbor DEGs at four time points. A color gradient from green to red is applied to represent gene expression levels, ranging from low to high. e) The analysis includes correlation studies between DNB genes and metastasis‐specific DNB‐Neighbor DEGs, as well as GSVA to assess the correlation of DNB genes with metastasis‐associated KEGG pathways (left). The temporal trends in the expression of the corresponding DNB genes are presented (right). The top 10 most significant DNB genes are highlighted. f) Global view of the expression patterns associated with RPL6‐mediated metastasis pathways. g) Dynamic changes of expression levels of RPL6 and its 84 metastasis‐neighbor DEGs at four time points. DNB, dynamic network biomarker.

Based on our RNA sequencing (RNA‐seq) data of HCC tissues from orthotopic xenograft mice at four time points, dynamic genetic perturbation screens were performed by utilizing the R package Tcseq. 

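The RNA-seq data cover 12 HCC tissues from mice that carried orthotopic tumors of MHCC97H, a human HCC cell line with high metastatic potential. There were 3 tissues from each of weeks 2, 3, 4 and 5 after implantation, called W2, W3, W4 and W5 here. According to the submitters' processing notes, reads were trimmed with fastp and counted per gene with RSEM on GRCh38, the human genome. The values analysed are RSEM's expected counts, which the authors did not normalize and which were rounded to whole counts. The notes name no mouse genome, and the share of reads from mouse cells in the tissues was not measured. Each library held between 10876585 and 27701520 counts. The median library held 17688972 counts at W2, 20507717 at W3, 24460803 at W4 and 19858237 at W5.

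Of 62703 annotated genes, 33289 had a count in at least 1 library and 17240 passed edgeR's filter on low counts. Counts were scaled by TMM, and weeks were compared with edgeR's quasi-likelihood test, with p-values adjusted over the 17240 genes by the Benjamini-Hochberg method. On simulated data of the same size, the test found 10.4% of genes planted with a fold change of 1.5, 47.8% of those with 2 and 90.9% of those with 4. It made 8 false calls among 16927 genes, of which 200 were planted. The log2 CPM values (counts scaled to library size) of libraries of the same week were correlated across genes with r between 0.958 and 0.983. The sources used here do not say whether the 3 tissues of a week came from separate mice, so the p-values measure only the spread between these samples.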

Large‐scale gene perturbation (14 979/40 283, 38.7%), which exhibits four distinct non‐linear expression patterns, was captured throughout the metastasis process (Figure 1c). 

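The tissues of W4 differed most from those of the other weeks. AMH, a secreted hormone of the TGF-beta family, and PILRB, a paired immunoglobulin-like receptor, were among the genes with the largest rises from W2 to W4. POU5F1, a transcription factor of pluripotent cells, and LENG8, a nuclear protein of the leukocyte receptor cluster, rose as well. The largest falls included the genes for NRN1, a neuritin attached to the cell surface, SLC38A3, a glutamine transporter, and GJB1, the gap junction protein of hepatocytes. BHMT, a liver enzyme of methionine synthesis, fell with them.

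AMH (ENSG00000104899, GRCh38 chromosome 19, 2249309 to 2252073) stood at 5.90 ± 1.82 CPM (SD, n = 3) at W2 and 51.3 ± 13.4 CPM (SD, n = 3) at W4. Its log2 fold change was 3.13 (standard error 0.26, adjusted p = 4.89e-06 from edgeR's quasi-likelihood test). By the same test, PILRB rose by 2.38 (standard error 0.15, adjusted p = 6.76e-07) and LENG8 by 2.28 (standard error 0.16, adjusted p = 1.93e-06). POU5F1 rose by 2.59 (standard error 0.20, adjusted p = 2.6e-06), although its pseudogenes are nearly identical and may share its reads. NRN1 (ENSG00000124785, GRCh38 chromosome 6, 5997999 to 6007605) went from 86.4 ± 35.8 CPM (SD, n = 3) to 1.43 ± 0.724 CPM (SD, n = 3), a log2 fold change of -5.90 (standard error 0.77, adjusted p = 0.000129 from edgeR). SLC38A3 changed by -5.28 (standard error 0.64, adjusted p = 7.57e-05) and GJB1 by -4.34 (standard error 0.58, adjusted p = 0.00015) in the same comparison. BHMT fell from 70.8 ± 26.4 to 4.89 ± 0.657 CPM (SD, n = 3 each).

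In all, 5732 of the 17240 genes tested (33.2%) changed over the 4 weeks, and 7855 passed at an unadjusted p under 0.05. Between W2 and W4, 2911 genes rose and 2615 fell (32.1% of those tested), with no overlap between the 2 weeks for 40.6% of genes where chance gives 10%. From W3 to W4, 2922 rose and 2686 fell, and the weeks did not overlap for 51.5% of genes. From W4 to W5, 1583 rose and 1855 fell, while W5 against W2 gave 1004 rises and 539 falls. HES4, a target of Notch signaling, went from 193 ± 43.2 CPM at W4 to 13.9 ± 3.62 CPM at W5 (SD, n = 3 each), a log2 fold change of -3.80 (standard error 0.28, adjusted p = 2.99e-06 from edgeR). TMEM160, a mitochondrial membrane protein, changed by -5.03 (standard error 0.34, adjusted p = 1.66e-06) between the same weeks. Both genes are rich in GC, and with a correction for GC content and length the log2 fold change was -1.14 for HES4 W5/W4 and -2.61 for TMEM160 W5/W4.

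Only HSPA1A and HSPA1B, the genes for inducible HSP70, changed from W2 to W3, with log2 fold changes of -1.15 (standard error 0.14, adjusted p = 0.0102 from edgeR) and -1.06 (standard error 0.14, adjusted p = 0.019). The genes are near-identical copies that may share reads. Of the genes changed W3/W2 none had risen in edgeR, against 624 rises at an unadjusted p under 0.05, 26 rises in DESeq2 at an adjusted p under 0.05 and 0 in limma-voom. For HSPA1A W3/W2 the adjusted p was 0.157 without W3 replicate 1, 0.0506 without W3 replicate 2 and 0.0625 without W3 replicate 3. For HSPA1B W3/W2 it was 0.0844 without W2 replicate 1, 0.11 without W2 replicate 2, 0.157, 0.0806 and 0.0625 without W3 replicates 1, 2 and 3, 0.0582 without W4 replicate 1 and 0.0589 without W5 replicate 2. Over all settings tried, the adjusted p ranged from 5.95e-14 to 0.33 for the former and from 1.87e-10 to 0.33 for the latter.

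The changed genes were sorted by fuzzy c-means into 4 patterns. Each pattern is described by its center, from which single genes can depart. The largest, with 2222 genes (38.8%), had its center highest at W3 and lowest at W4. The others held 1450 genes (25.3%) with a center highest at W4 and lowest at W2, 1209 (21.1%) with one highest at W4 and lowest at W3, and 851 (14.8%) with one highest at W4 and lowest at W5. RPL6 and the apoptosis gene BBC3 were in the last pattern and had their highest mean at W4 and their lowest at W5, while the zinc finger gene CXXC5, in the same pattern, had its highest mean at W2. Counts against W5 depended on single libraries. Genes changed W5/W2 numbered 1543 with all libraries. In separate fits they numbered 1025 without W2 replicate 2, 710 without W5 replicate 2 and 836 without W5 replicate 3. Of the genes changed W5/W4, 3438 in all, 5287 were called without W2 replicate 3, 2284 without W4 replicate 1, 2171 without W4 replicate 3, 2132 without W5 replicate 1 and 1979 without W5 replicate 2.

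**Figure D1:**
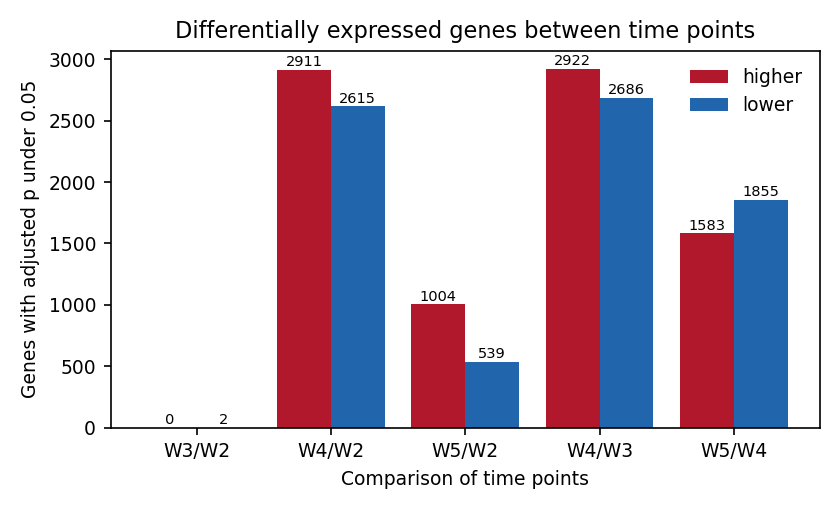
Number of genes higher (red bars) and lower (blue bars) at an adjusted p under 0.05 for each of the 5 comparisons of weeks, 3 libraries per week. The comparisons with W4 give the tallest bars, with 2911 higher and 2615 lower for W4 against W2.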

The R package BioTIP (which encapsulates the DNB algorithm) was then employed to detect the DNB genes based on perturbed gene sets. 

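Genes whose expression became more variable and more tightly correlated among the tissues of 1 week were sought in each of the 4 weeks. RPL6, which encodes a protein of the large ribosomal subunit, varied less among the tissues of W4 than on average in the other weeks. Its standard deviation at W4 was 0.421 of the mean of its standard deviations in the other weeks. Ordered by this ratio from the highest down, it held rank 14737 of 17240 genes. RPL6 (ENSG00000089009) lies on chromosome 12 of GRCh38 from 112405190 to 112418838. The highest-scoring module, at W3, did not hold RPL6. Among its members were HPSE, the heparanase that cleaves heparan sulfate, SPARCL1, a protein of the matrix, and PDIA3, a disulfide isomerase of the endoplasmic reticulum.

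The criticality index combines the size of a module, its correlation within and with other genes, and its standard deviation. For each week the 172 genes with the largest rise in standard deviation were grouped by correlation. The index was 8.97 at W2 with a module of 115 genes, 24.9 at W3 with 133, 9.97 at W4 with 54 and 16.3 at W5 with 82. When libraries were dealt to weeks at random, 46 of 100 draws gave a largest index at least as high (permutation p = 0.465, one-sided), with a median of 23.9 and a highest value of 37.8. The peak was at week 5 when the term for module size was left out. With 3 tissues per week, correlations within a week rest on 3 values each.

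**Figure D2:**
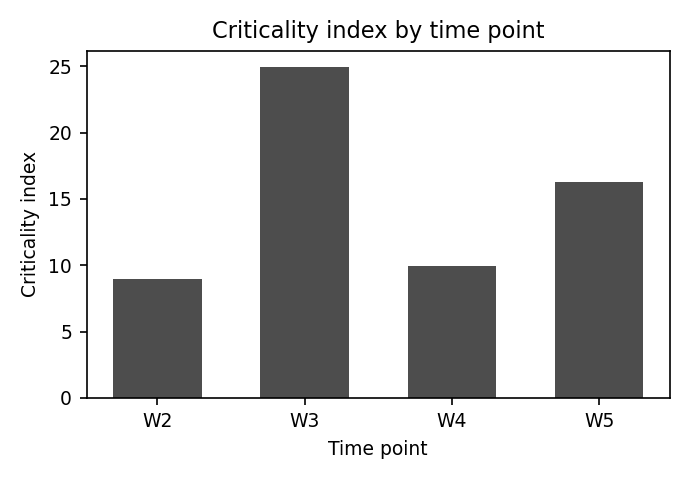
Criticality index (bars, no unit) of the highest-scoring module at each time point. The index was 24.9 at W3 and 9.97 at W4.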

We obtained the 142 DNB members and corresponding DNB‐neighboring genes whose dynamics signal the state transition during HCC metastasis (Figure 1d). Those DNB genes functioning were associated with ECM‐receptor interaction, focal adhesion, regulation of actin cytoskeleton, and tight junction (Figure S1b, Supporting Information). 

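Some genes for the attachment of cells to matrix and to one another were lower at W4 than at W2, and few were higher. Fibronectin (FN1), a matrix glycoprotein, thrombospondin 1 (THBS1), which binds matrix and platelets, and vitronectin (VTN), a plasma protein that binds integrins, all fell. Vinculin (VCL), which links integrins to actin at focal adhesions, fell as well, as did IQGAP1, a scaffold of cortical actin, and NCKAP1, a part of the WAVE complex. Of the tight junction genes, CGNL1, a junctional plaque protein, fell while OCLN, the membrane protein occludin, rose.

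Of 46 tested genes of ECM-receptor interaction, 2 rose and 14 fell (3 and 15 when adjusted over the list alone), with a median log2 fold change of -0.40. FN1 went from 154 ± 88.7 to 11.5 ± 9.35 CPM (SD, n = 3 each), a log2 fold change of -3.73 (standard error 0.62, adjusted p = 0.000673 from edgeR's quasi-likelihood test), and is also listed as a mesenchymal marker. THBS1 changed by -1.73 (standard error 0.25, adjusted p = 0.000241), and ITGA7, the laminin-binding integrin alpha 7, by 1.08 (standard error 0.16, adjusted p = 0.000359). VTN, which is also a hepatocyte marker, changed by -2.35 (standard error 0.45, adjusted p = 0.00188). As a group the list was lower than the other genes (camera, adjusted p = 0.00378 over 150 tests, and adjusted p = 0.651 with an estimated correlation). Without W2 replicate 3, ECM-receptor interaction W4/W2 had a median of -0.39 (adjusted p = 0.0999). Over all settings tried, its adjusted p ranged from 8.33e-05 to 0.651.

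Of 53 focal adhesion genes, 27 fell (30 when adjusted over the list alone) and 26 did not pass the test, with a median log2 fold change of -0.56 (camera, adjusted p = 2.4e-08, and adjusted p = 0.249 with an estimated correlation). VCL went from 484 ± 76.9 to 189 ± 10.7 CPM (SD, n = 3 each), a log2 fold change of -1.35 (standard error 0.13, adjusted p = 1.68e-05 from edgeR). EGFR, the epidermal growth factor receptor, changed by -0.95 (standard error 0.13, adjusted p = 0.00016). Among 54 genes of the actin cytoskeleton, 1 rose and 23 fell (1 and 25 when adjusted over the list alone), with a median of -0.41 (camera, adjusted p = 2.7e-05, and adjusted p = 0.249 with an estimated correlation). IQGAP1 changed by -0.97 (standard error 0.14, adjusted p = 0.0003) and NCKAP1 by -1.15 (standard error 0.20, adjusted p = 0.00101).

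For tight junctions, 3 of 33 genes rose and 12 fell (4 and 13 when adjusted over the list alone), with a median of -0.33 (camera, adjusted p = 0.00897, and adjusted p = 0.228 with an estimated correlation). The group lost its call with a correction for GC content and length and with protein-coding genes only. Over all settings tried, its adjusted p ranged from 7.72e-05 to 0.228, the lowest with the file's own annotation of the pathway, adjusted over fewer tests. CGNL1 went from 4.34 ± 1.06 to 0.169 ± 0.191 CPM (SD, n = 3 each), a log2 fold change of -4.66 (standard error 0.62, adjusted p = 0.000148 from edgeR). OCLN rose by 1.72 (standard error 0.25, adjusted p = 0.000235), and AFDN, an adherens junction adaptor, changed by -0.82 (standard error 0.14, adjusted p = 0.000997). From W4 to W5 the medians of the 4 groups were 0.52, 0.43, 0.28 and 0.30 in the order given (camera, adjusted p = 0.000783, 2.03e-06, 0.00634 and 0.00516, and adjusted p = 0.628, 0.343, 0.509 and 0.215 with an estimated correlation).

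Tested markers of hepatocytes, fibroblasts and endothelial cells moved the same way, whereas those of immune cells and cholangiocytes had medians of -0.14 and 0.09 and did not pass the set test (camera, adjusted p = 0.658 and 0.682). The filter on low counts left 20 of 36 listed hepatocyte, 12 of 15 fibroblast and 10 of 15 endothelial markers. Among those it removed, ALB, TTR and HP of hepatocytes and EMCN of endothelial cells did not exceed 1 count in any library. Hepatocyte markers such as FGA, a chain of fibrinogen, and TAT, tyrosine aminotransferase, had a median of -2.28, with 12 of 20 lower and 1 higher (12 and 1 when adjusted over the list alone). Their change passed the set test (camera, adjusted p = 2.53e-06, and adjusted p = 0.54 with an estimated correlation). The genes of fibroblasts and stellate cells, such as the collagen gene COL3A1, had a median of -1.31, with 5 of 12 lower (8 lower and 1 higher when adjusted over the list alone). COL3A1 changed by -2.71 (standard error 0.56, adjusted p = 0.00269 from edgeR), FGA by -3.73 (standard error 0.51, adjusted p = 0.000162) and TAT by -3.93 (standard error 0.60, adjusted p = 0.000364). Endothelial markers, among them the VEGF receptor gene KDR with -3.01 (standard error 0.47, adjusted p = 0.000444), had a median of -1.29, with 4 of 10 lower (4 when adjusted over the list alone). Their set tests gave adjusted p = 0.00514 for fibroblasts and 0.00733 for endothelial cells (camera, and adjusted p = 0.628 and 0.54 with an estimated correlation). Without W2 replicate 3 the medians were -0.97 (adjusted p = 0.0706) for fibroblast and stellate cell markers W4/W2 and -0.89 (adjusted p = 0.14) for endothelial cell markers W4/W2. The adjusted p ranged over all settings from 0.000486 to 0.628 for the former and from 0.000926 to 0.54 for the latter.

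After week means were removed, mean scores of the groups were compared over the 12 tissues by exact permutation within weeks, two-sided. Genes that stand in 2 lists, such as VTN, were kept in both scores, which by itself can raise r between them. The focal adhesion score followed the hepatocyte score with Pearson's r = 0.85 (permutation p = 0.00926, adjusted p = 0.0451 over 9 relations) and Spearman's rho = 0.87 (permutation p = 0.00386), and the fibroblast score with r = 0.87 (permutation p = 0.00309, adjusted p = 0.0247 over 8 relations) and rho = 0.85 (permutation p = 0.00617). The ECM-receptor score followed the fibroblast score with r = 0.85 (permutation p = 0.0139, adjusted p = 0.037) and rho = 0.81 (permutation p = 0.0201), whereas with the hepatocyte score r was 0.49 (permutation p = 0.103, adjusted p = 0.154) and rho 0.44 (permutation p = 0.193). The tight junction score followed the hepatocyte score with r = 0.60 (permutation p = 0.0154, adjusted p = 0.0463) and rho = 0.66 (permutation p = 0.027), whereas with the fibroblast score r was 0.12 (permutation p = 0.749, adjusted p = 0.856) and rho 0.19 (permutation p = 0.614). For the actin group r was 0.60 with the hepatocyte score (permutation p = 0.0324, adjusted p = 0.0583) and 0.62 with the fibroblast score (permutation p = 0.0849, adjusted p = 0.136), with rho of 0.59 and 0.64 (permutation p = 0.0424 and 0.0941). Without the 2 farthest tissues, r with the hepatocyte score was 0.78 for focal adhesion, 0.49 for ECM-receptor interaction, 0.56 for tight junctions and 0.66 for actin, and with the fibroblast score it was 0.89, 0.73, 0.33 and 0.65. When values were permuted freely, the adjusted p in the same order was 0.00198, 0.157, 0.0714 and 0.0714 for the hepatocyte score and 0.00156, 0.00156, 0.807 and 0.0463 for the fibroblast score.

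**Figure D3:**
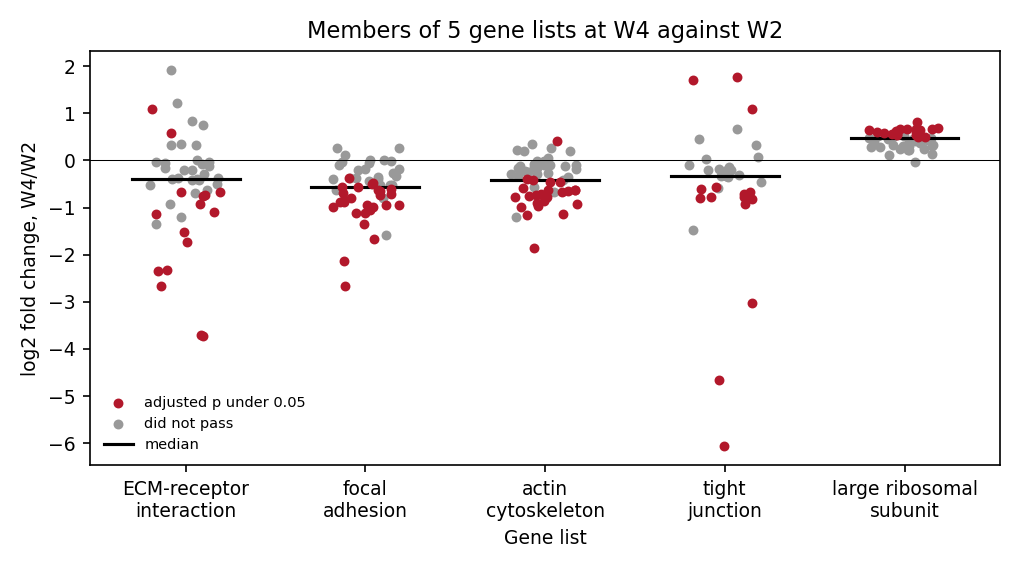
Log2 fold change from W2 to W4 of each tested gene of 5 lists (points, red where the adjusted p is under 0.05), with the median of each list as a line. The medians lie at -0.40 for ECM-receptor interaction and -0.56 for focal adhesion.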

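The ribosomal protein gene RPL6 was compared with other genes by how many of the 17240 tested genes each was correlated with over the 12 tissues. MEF2C, a transcription factor of muscle and endothelial cells, and DNAJC7, a cochaperone, were correlated with more genes than RPL6. VDAC1, the channel of the outer mitochondrial membrane, CXXC5, a zinc finger protein of Wnt signaling, and SPATA12, a gene of the testis, were correlated with fewer.

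At an absolute Pearson correlation over 0.8 and P under 0.05, RPL6 was correlated with 476 genes, of which 213 positively and 263 negatively. This was rank 9070 of 17240 genes, and the median gene had 529. The counts were 1949 for HMGCS1, a gene of cholesterol synthesis, 1933 for MEF2C, 1639 for DNAJC7, 630 for NDE1, a protein of the centrosome, and 478 for HMCES, which protects abasic DNA. They were 433 for CD2BP2-DT, a noncoding RNA, 346 for CXXC5, 112 for VDAC1 and 30 for SPATA12. ZNF850, a zinc finger gene, did not pass the filter on low counts. The pseudogenes of RPL6, 32 in the annotation, resemble its mRNA and may take some of its reads.

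Correlations over the 12 tissues mix differences between weeks with those within a week. Without W3 replicate 2 the number of genes correlated with RPL6 was 1106, with 1431 after week means were removed and 1439 at an absolute correlation over 0.7. RPL6 then held ranks 6793, 5441 and 9778.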

Importantly, a total of 39 genes (39/142, 27.46%) were directly involved in cancer metastasis‐related pathways (Figure S1c, Supporting Information), of which ribosomal protein L6 (RPL6) was highly correlated with the greatest number of metastasis‐associated neighboring genes and pathways (Figure 1e; Figure S1d, Supporting Information). In particular, RPL6 was directly involved in the pathways associated with metastasis initiation, such as regulation of the ECM‐receptor interaction, cholesterol biosynthesis, and the HIF‐1 signaling pathway (Figure 1f). Thus, we analyzed the dynamics of RPL6 and its metastasis‐associated neighboring genes throughout metastatic progression at the network level. 

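Over the 12 tissues, RPL6 was higher where genes of ECM-receptor interaction were lower. This group holds collagens, laminins and the integrins that bind them. Neither the cholesterol biosynthesis genes, which turn acetyl-CoA into cholesterol, nor the targets of HIF-1, the transcription factor of the hypoxia response, followed RPL6. HIF1A, which encodes the alpha subunit of HIF-1, did not either. HIF1A was measured here as mRNA, whereas the paper reports RPL6 and HIF-1 alpha as positively correlated at the protein level in the mouse model.

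Each group was scored as the mean of its genes' standardized log2 CPM, and 12 relations with RPL6 were tested by permutation, two-sided. The relations were not repeated with the correction for GC content and length. From W3 to W4 short genes had a median log2 fold change of 0.38 and long genes of -0.29. How much of the relations follows such trends is not known. For the ECM-receptor score, Pearson's r was -0.89 (permutation p = 9e-05, adjusted p = 0.00108 over the 12 relations) and Spearman's rho -0.82 (permutation p = 0.00183, adjusted p = 0.022). Without W2 replicate 3 and W4 replicate 1, the tissues farthest from the median of RPL6, r was -0.78. After week means were removed, r was -0.75 (permutation p = 0.00534 and adjusted p = 0.032 over all 12 values, permutation p = 0.0594 and adjusted p = 0.207 within weeks). For the cholesterol biosynthesis score r was -0.29 (permutation p = 0.36, adjusted p = 0.586) and rho -0.41 (permutation p = 0.186, adjusted p = 0.446), with r = -0.21 without the same 2 tissues and -0.14 after week means were removed.

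The score of HIF-1 targets gave r = 0.28 (permutation p = 0.391, adjusted p = 0.586) and rho = 0.36 (permutation p = 0.247, adjusted p = 0.493). Without the 2 tissues r was -0.10. After week means were removed it was 0.46 (permutation p = 0.134 and adjusted p = 0.186 over all 12 values, permutation p = 0.0556 and adjusted p = 0.207 within weeks). Permuted within weeks, the p-value was close to that of the ECM-receptor score, and neither passed after adjustment. For HIF1A r was -0.44 (permutation p = 0.155, adjusted p = 0.373) and rho -0.29 (permutation p = 0.365, adjusted p = 0.626), with r = -0.40 without the 2 tissues. After week means were removed its r was 0.43 (permutation p = 0.161 and adjusted p = 0.193 over all 12 values, permutation p = 0.383 and adjusted p = 0.418 within weeks). RPL6 and the fibroblast score, after week means were removed, gave r = -0.62 (p = 0.0741 and adjusted p = 0.136 permuted within weeks, p = 0.0289 and adjusted p = 0.0463 permuted freely) and rho = -0.73, with r = -0.56 without the 2 farthest tissues.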

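Many genes that changed between W3 and W4 turned back between W4 and W5. RPL13, another protein of the large ribosomal subunit, and CITED4, a coactivator that binds CBP and p300, rose and then fell. MEF2C, ABCA1, the exporter of cholesterol to apolipoproteins, and EP300, a histone acetyltransferase, fell and then rose. RPL6 fell between W4 and W5, while its change from W3 to W4 did not pass the test.

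For RPL6 the log2 fold change was 0.28 from W3 to W4 (standard error 0.16, adjusted p = 0.187 from edgeR's quasi-likelihood test) and -0.56 from W4 to W5 (standard error 0.16, adjusted p = 0.023). RPL13 changed by 0.77 (standard error 0.19, adjusted p = 0.00807) and then by -2.17 (standard error 0.20, adjusted p = 1.38e-05). CITED4 changed by 1.07 (standard error 0.28, adjusted p = 0.0111) and then by -3.71 (standard error 0.32, adjusted p = 1.13e-05), and its later change was -1.19 (CITED4 W5/W4) with a correction for GC content and length. MEF2C changed by -2.08 (standard error 0.36, adjusted p = 0.000907) and then by 2.00 (standard error 0.35, adjusted p = 0.00188). ABCA1 changed by -3.95 (standard error 0.39, adjusted p = 2.87e-05) and then by 2.92 (standard error 0.38, adjusted p = 0.000258). EP300 changed by -0.92 (standard error 0.13, adjusted p = 0.000261) and then by 0.89 (standard error 0.13, adjusted p = 0.00064).

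Of 17240 genes, 1223 rose from W3 to W4 and fell from W4 to W5, where 314 would do so if the comparisons were independent. In the other direction, 1326 fell and then rose, against 247. Both comparisons use the libraries of W4, which alone makes such pairs more frequent. The correlation of the 2 log2 fold changes across genes, which are not independent replicates, was -0.77, and it averaged -0.47 in 20 simulations without a change between weeks. Short genes (up to 1685 bases) shared the turn, with medians of 0.38 from W3 to W4 and -0.33 from W4 to W5. Long genes (from 4502 bases) had medians of -0.29 and 0.27. The counts were not repeated with the correction for GC content and length, so how much of the turn follows these is not known.

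From W4 to W5 the large ribosomal subunit genes had a median of -0.53, with 22 of 47 lower and 25 that did not pass the test (30 lower when adjusted over the list alone). The group passed the set test (camera, adjusted p = 2.06e-09, and adjusted p = 0.628 with an estimated correlation). For RPL6 W5/W4 the adjusted p was 0.0778 without W4 replicate 1, 0.0534 without W4 replicate 3, 0.089 without W5 replicate 1 and 0.0923 without W5 replicate 2, in a range from 0.000542 to 0.0923 over all settings tried. For RPL6 W4/W3 it was 0.00426 with a correction for GC content and 0.0421 without W2 replicate 3 and W3 replicate 2, in a range from 0.00426 to 0.394.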

The expression levels of RPL6 and its 84 (84/150, 56%) metastasis‐associated neighboring genes were all significantly reversed before and after the tipping point of metastasis initiation (Figure 1g). Furthermore, we analyzed the dynamic activity of the related KEGG pathways involving RPL6 and its neighboring genes in different dynamic patterns. 

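HIF1A, the gene for the oxygen-regulated subunit of HIF-1, was lower at W4 than at W2 and higher again at W5. These are mRNA levels, while the paper's account concerns the stability of the HIF-1 alpha protein, which was not measured here. EPAS1, which encodes HIF-2 alpha, and EP300 and CREBBP, which encode coactivators of HIF-1, were also lower at W4. Targets of HIF-1 moved in both directions. VEGFA, the vascular growth factor, ENO2, a glycolytic enolase, and ADM, the vasodilator adrenomedullin, rose at W4, while TFRC, the transferrin receptor, fell.

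HIF1A (ENSG00000100644, GRCh38 chromosome 14, 61695513 to 61748259) stood at 130 ± 25.6, 140 ± 7.01, 63.6 ± 13.8 and 107 ± 10.8 CPM (SD, n = 3 each) at W2, W3, W4 and W5 in turn. Its log2 fold change from W2 to W4 was -1.04 (standard error 0.18, adjusted p = 0.000857 from edgeR's quasi-likelihood test), and from W4 to W5 it was 0.75 (standard error 0.18, adjusted p = 0.0102). EPAS1 changed by -0.87 from W2 to W4 (standard error 0.14, adjusted p = 0.000478), EP300 by -1.11 (standard error 0.13, adjusted p = 6e-05) and CREBBP by -0.89 (standard error 0.12, adjusted p = 0.000132). Of 15 regulators of the pathway, 1 rose and 6 fell (1 and 7 when adjusted over the list alone), with a median of -0.27. The group was lower than the other genes (camera, adjusted p = 0.0176, and adjusted p = 0.509 with an estimated correlation).

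VEGFA changed by 0.90 from W2 to W4 (standard error 0.19, adjusted p = 0.00295 from edgeR), ENO2 by 1.07 (standard error 0.20, adjusted p = 0.00156) and TFRC by -0.91 (standard error 0.14, adjusted p = 0.000444). ADM changed by 1.44 (standard error 0.34, adjusted p = 0.00654), and ADM W4/W2 had an adjusted p of 0.0614 after a correction for GC content and length. The adjusted p of ADM ranged from 8.63e-11 to 0.0614 over all settings tried. Among 39 tested targets, 7 rose and 2 fell (6 and 2 when adjusted over the list alone). Their median of -0.02 and the direction of the set test were negative, whereas their mean was 0.11, and the set test did not pass (camera, adjusted p = 0.967). Without W4 replicate 2 the median of HIF-1 target genes W4/W2 was 0.14. The 83 genes of the HIF-1 signaling pathway in the file's own annotation, which holds regulators and targets, had a median of -0.26, with 9 higher and 21 lower (camera, adjusted p = 0.00053, and 0.207 with an estimated correlation). These p-values were adjusted only over the pathways taken from that annotation at W4/W2. Over the settings tried on the target list itself, the adjusted p of HIF-1 target genes W4/W2 ranged from 0.232 without W4 replicate 2 to 0.998 with replicate number as a block.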

We found that metastasis‐related pathways, such as the HIF‐1 signaling pathway, were significantly enriched (Figure S1e, Supporting Information). These data suggest that RPL6 plays an important role in HCC metastasis. Therefore, we focused on the pivotal roles and underlying molecular mechanism of RPL6 in driving HCC metastasis.

### 2.2 RPL6 Is Upregulated in Metastatic Tumors and Correlated with Poor Prognosis of HCC Patients

To determine the clinical relevance of RPL6 in HCC, high expression of RPL6 in HCC samples was detected in the Cancer Genome Atlas‐Liver Hepatocellular Carcinoma (TCGA‐LIHC) dataset, and found to be strongly associated with poor patient outcome (**Figure** **2**a,b). According to the tumor‐node‐metastasis (TNM) staging system, 371 patients with HCC in TCGA‐LIHC were divided into two groups: 189 patients with HCC with intra‐ and/or extrahepatic metastases (TNM II to IVB group) and 182 patients with HCC without metastases (TNM I group). RPL6 was more highly expressed in the metastasis group compared with the metastasis‐free group (Figure 2c).

**Figure 2:**
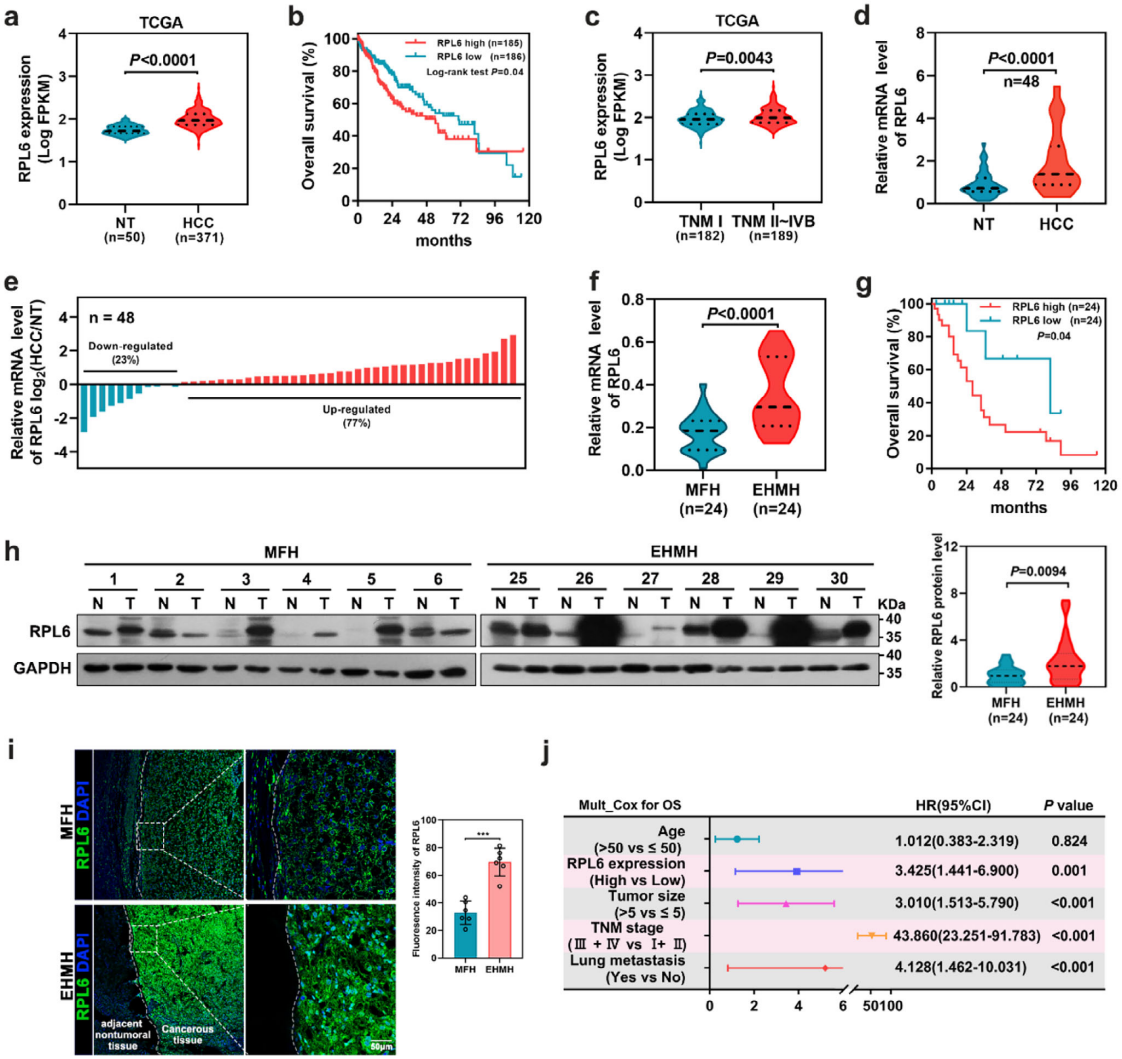
RPL6 is up‐regulated and correlated with HCC patient prognosis. a) The mRNA level of RPL6 in HCC tissues (n = 371) and non‐tumor liver tissues (n = 50) based on the TCGA‐LIHC database. b) The Kaplan‐Meier plot illustrates overall survival within the TCGA‐LIHC cohort, stratified based on the median expression level of RPL6. c) The mRNA level of RPL6 in HCC metastasis group (TNM II to IVB, n = 189) and HCC non‐metastasis group (TNM I, n = 182) based on the TCGA‐LIHC database. d,e, The mRNA level of RPL6 was analyzed by qRT‐PCR in 48 paired HCC tissues and their corresponding adjacent tissues. f) The mRNA level of RPL6 in primary HCC tissues with EHMH and MFH was assessed by qRT‐PCR analysis. g) The Kaplan‐Meier plots illustrating the correlation between the RPL6 mRNA level and overall survival in 48 HCC patients. h) The protein level of RPL6 in primary HCC tissues with EHMH (n = 24) and MFH (n = 24) was assessed by western blot analysis. Band intensity was quantified using image J. i) The representative images demonstrated that RPL6 expression in primary HCC of the EHMH and MFH groups was assessed using multiple immunofluorescence (mIFC) staining. Scar bar, 50 µm. j) The forest plot displayed the results of the multivariate analysis of factors associated with overall survival (OS). Data are shown as mean ± SD. Statistical significance was determined by two‐tailed paired Student's t‐test (d,f,h), two‐tailed unpaired Student's t‐test or log‐rank test (a,c). Multivariate Cox regression analysis was used to assess HRs and the associated 95% CIs (j). *P < 0.05; **P < 0.01; ***P < 0.001. NT, non‐tumor; HCC, hepatocellular carcinoma; TNM, Tumor‐Node‐Metastasis classification; MFH, HCC tissues with metastasis‐free; EHMH, HCC tissues with extrahepatic metastasis; N, non‐tumor; T, tumor.

To elucidate the clinical significance of RPL6 in HCC, we next examined the expression level of RPL6 in 48 matched pairs of primary HCC tissues and their corresponding non‐tumoral liver samples. There were 24 pairs of HCC tissues with extrahepatic metastasis (EHMH) and another 24 pairs of HCC tissues with metastasis‐free (MFH). We found that the mRNA level of RPL6 was significantly increased in tumor tissues in comparison to their matched adjacent normal tissues (Figure 2d). In 48 pairs of tissue samples, RPL6 expression was markedly upregulated in 77% (37/48) of the HCC samples (Figure 2e), and higher in the EHMH group compared with MFH group (Figure 2f). Moreover, there was a negative correlation between RPL6 expression in HCC tissues and the overall survival rates of the respective HCC patients (Figure 2g). Consistently, the protein expression level of RPL6 was significantly raised in the EHMH compared to the MFH group (Figure 2h; Figure S2a, Supporting Information), which was further confirmed by multiple immunofluorescence (mIFC) and IHC assays (Figure 2i; Figure S2b, Supporting Information). Correlation analysis also revealed that higher RPL6 expression was strongly associated with aggressive tumor traits. This includes increased vascular invasion, lung metastasis, and advanced TNM stage. However, no significant correlation was detected between RPL6 expression and factors such as gender, age, AFP level, liver cirrhosis, or tumor encapsulation (Table S1, Supporting Information). Furthermore, multivariate Cox regression analysis indicated that high expression of RPL6 has the potential to be an independent predictor of survival outcomes of HCC patients (Figure 2j). Collectively, these results suggest that RPL6 might be a useful prognostic biomarker in HCC.

### 2.3 RPL6 Promotes HCC Growth and Metastasis In Vitro and In Vivo

To explore the biological function of RPL6 in HCC, we established stable RPL6 knockout cell models in HCC cell lines (MHCC97H and HLE) with high metastatic potential by utilizing the CRISPR/Cas9 system (Figure S3a–c, Supporting Information). CCK‐8 and colony‐formation assays revealed that RPL6 knockout significantly suppressed the proliferation rate and colony‐forming abilities in HCC cells (Figure S3d,e, Supporting Information). Moreover, RPL6 knockout markedly decreased the migratory and invasive abilities of MHCC97H and HLE cells, as evidenced by the results of wound‐healing, transwell migration, and invasion assays (**Figure** **3**a,b; Figure S3f, Supporting Information). Invadopodia are actin‐rich membrane protrusions with a degradation activity of extracellular matrix (ECM) during cell invasion. The function of invadopodia refers to the colocalization and matrix degradation of filamentous actin, as indicated by the localized proteolytic degradation of gelatin. The results revealed that RPL6 knockout reduced the invasive ability of HCC cells, as demonstrated by a decreased area of gelatin degradation per cell (Figure 3c,d). Lamellipodia, the dynamic cell surface extensions responsible for driving cell movement, were also examined. The F‐actin staining showed that lamellipodia formation was notably suppressed in RPL6‐knockout MHCC97H and HLE cells (Figure 3e,f). In contrast, RPL6 overexpression dramatically promoted the cell proliferation rate, colony formation ability and migration and invasion of Huh7 and PLC/PRF/5 cells, which have low metastatic potential (Figure S4a‐e, Supporting Information). Gelatin degradation assay and F‐actin staining also revealed that overexpression of RPL6 significantly increased the abilities of invadopodia and lamellipodia formation in HCC cells (Figure S4f,g, Supporting Information).

**Figure 3:**
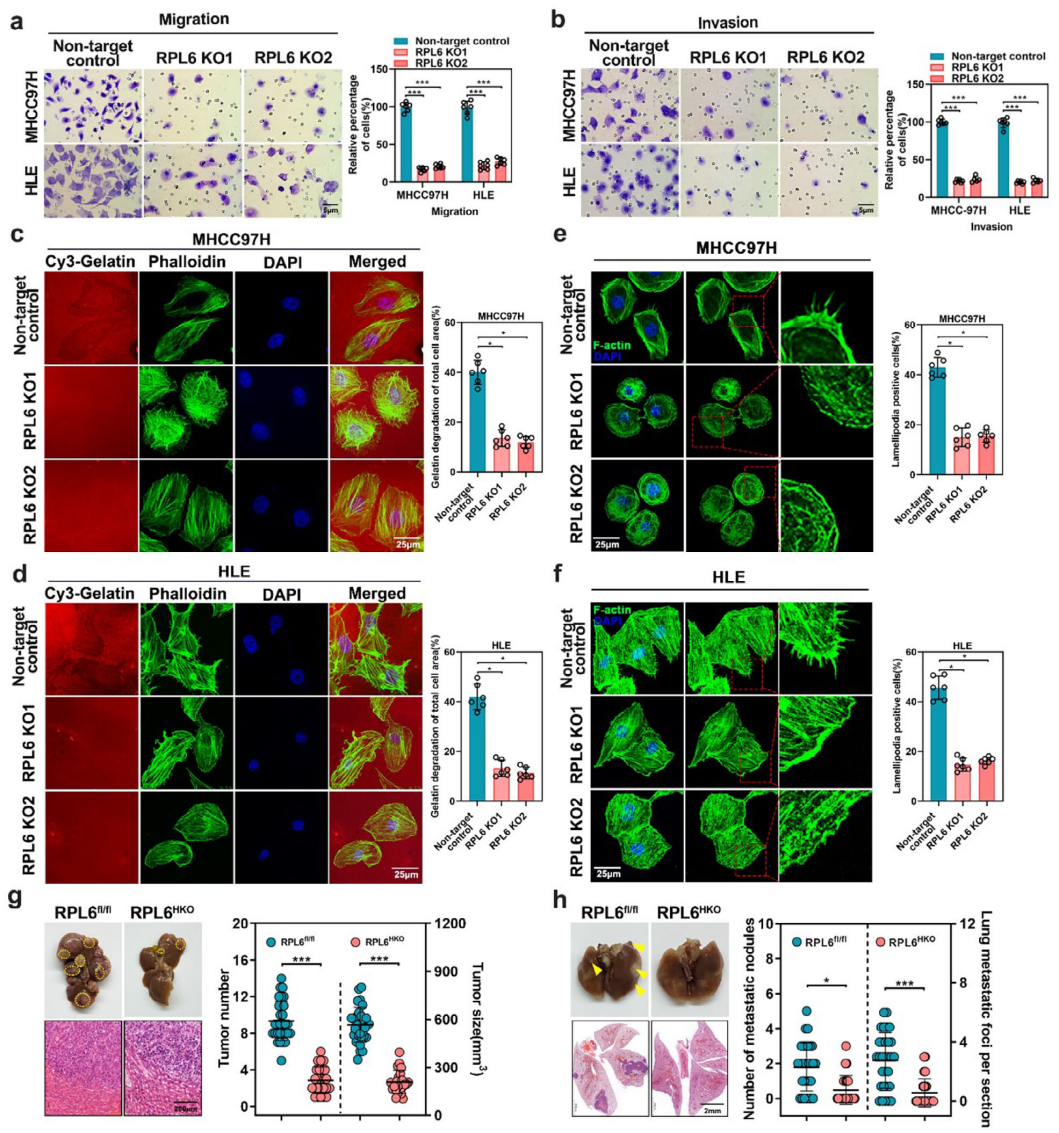
Knockout of RPL6 inhibits metastasis of HCC cells in vitro and in vivo. a,b, Migratory (a) and invasive (b) properties of MHCC97H and HLE HCC cells with RPL6 knockout compared to non‐target control. The relative numbers of migrated or invaded cells were expressed as percentage of the control group. Cell counts were counted from 6 images. c,d, The effect of RPL6 knockout on invadopodia function in MHCC97H (c) and HLE (d) cells was evaluated using a gelatin degradation assay. Cells were seeded on Cy3‐gelatin matrix (red) and cultured for 48 h. After fixing the cells and staining with FITC‐phalloidin (green) and DAPI (blue), confocal images were captures and representative images are displayed. Degraded areas were quantified using Image J from at least six fields. Scar bar, 25 µm. e,f, The effect of RPL6 knockout on lamellipodia function was assessed by F‐actin staining in MHCC97H (e) and HLE (f) cells. Representative images were presented, and the percentage of cells exhibiting lamellipodia formation was counted from at least six fields. Scar bar: 25 µm. g,h, A DEN/CCl4‐induced HCC model was established in hepatocyte‐specific RPL6 knockout mice (RPL6^HKO^) and corresponding control mice (RPL6^fl/fl^). Liver and lung tissues collected at 10 months post DEN treatment were analyzed, n = 25‐30 per group. g) Representative macroscopic images and H&E staining of tumor‐bearing livers in hepatocyte‐specific RPL6 knockout mice (RPL6^HKO^, n = 25) and corresponding control mice (RPL6^fl/fl^, n = 30). Tumor number and tumor size were examined. Scar bar, 200 µm. h) Representative macroscopic images and H&E staining of tumor‐metastasis lung in RPL6^HKO^ and RPL6^fl/fl^ mice. The number of metastatic nodules and foci were counted. Scar bar, 2 mm. Data are shown as mean ± SD of at least three independent experiments (a‐f). Statistical significance was determined by two‐tailed unpaired Student's t‐test. *P < 0.05; ***P < 0.001.

To investigate whether RPL6 has an impact on HCC progression in vivo, hepatocyte‐specific RPL6‐knockout (RPL6^HKO^) mice were generated by crossing RPL6^fl/fl^ mice with Alb‐Cre mice (Figure S5a,b, Supporting Information). Then, we constructed a DEN/CCl_4_‐induced hepatocellular carcinoma model by the intraperitoneal injection of DEN or CCl4 into RPL6^fl/fl^ and RPL6^HKO^ mice. Compared with the control mice, RPL6^HKO^ mice exhibited a decreased number of liver tumors, and reduced tumor size (Figure 3g). Moreover, a decreased incidence of lung metastases was observed in the RPL6^HKO^ mice compared with the RPL6^fl/fl^ mice (Figure 3h). Approximately 83.3% (25/30) of the RPL6^fl/fl^ mice had lung metastases, while only 32% (8/25) of the RPL6^HKO^ mice developed lung metastases (Figure S5c, Supporting Information). In addition, we generated an intrahepatic injection mouse model of lung metastasis by injecting RPL6‐overexpressing Huh7 cells into the left lobe of the orthotopic liver of nude mice. Eight weeks after injection, we observed that RPL6 overexpression significantly promoted the number and size of liver tumors, as well as lung metastatic nodules and foci (Figure S6a‐d, Supporting Information). Collectively, these in vitro and in vivo findings suggest that the upregulation of RPL6 expression is an important oncogenic event during HCC progression.

### 2.4 RPL6 Interacts with HMGCS1 mRNA and Increases Its Stability to Promote HCC Metastasis

As an RNA‐binding protein, RPL6 has been reported to bind RNA through RNA‐binding domains to change the fate or function of the bound RNA.^[^ ^27^ ^]^ To identify direct targets of RPL6, we performed RNA immunoprecipitation sequencing (RIP‐seq) in MHCC97H cells expressing Flag‐RPL6 and identified 2080 RPL6‐associated mRNAs (Figure S7a, Supporting Information). We analyzed RPL6‐regulated genes by using RNA sequencing (RNA‐seq) and identified 1138 differentially expressed genes in response to RPL6 knockdown (log2FC >1, *P* value <0.05) (Figure S7b, Supporting Information). Combining the RIP‐seq data and the RNA‐seq data, we found 665 closely RPL6‐associated mRNAs with differential expression in RPL6‐knockdown cells (**Figure** **4**a), Based on previous RNA‐seq data of HCC tissues from orthotopic xenograft mice at four time points, we also revealed that RPL6 was directly involved in several pathways, among which the cholesterol biosynthesis pathway was the most pronounced (Figure 4b). 

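Some genes of cholesterol biosynthesis were lower at W4 than at W2, and fewer were higher. CYP51A1, the lanosterol demethylase, fell, and TM7SF2, a sterol reductase, rose. SREBF2, which encodes the transcription factor SREBP2 that induces the pathway, and NPC1, which exports cholesterol from lysosomes, fell too.

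CYP51A1 (ENSG00000001630, GRCh38 chromosome 7, 92112151 to 92134803) went from 181 ± 42.2 CPM (SD, n = 3) at W2 to 100 ± 30.4 CPM (SD, n = 3) at W4, a log2 fold change of -0.85 (standard error 0.24, adjusted p = 0.0142 from edgeR's quasi-likelihood test). SREBF2 went from 220 ± 42.1 to 142 ± 20.2 CPM (SD, n = 3 each), a log2 fold change of -0.64 (standard error 0.15, adjusted p = 0.00702), and NPC1 changed by -0.74 (standard error 0.17, adjusted p = 0.00499). The adjusted p of CYP51A1 W4/W2 was 0.0578 without W2 replicate 1, at the top of a range from 5.34e-06. For TM7SF2 the change was 0.90 (standard error 0.24, adjusted p = 0.012). The adjusted p of TM7SF2 W4/W2 was 0.056 without W2 replicate 1 and 0.0501 without W2 replicate 2, and its change was 0.38 (adjusted p = 0.221) after a correction for GC content and length. Over all settings tried, the adjusted p of TM7SF2 ranged from 0.00248 to 0.221.

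HMGCS1, the synthase that makes HMG-CoA, had a log2 fold change of -0.65 from W2 to W4 (standard error 0.31, adjusted p = 0.125 from edgeR). For HMGCS1 W4/W2 the adjusted p was 0.00854 without W2 replicate 3 and 0.000632 without the filter on low counts, in a range up to 0.428. The enzymes MVK, MVD, FDPS, FDFT1, LSS and SC5D had log2 fold changes of 0.04, 0.18, -0.09, -0.44, -0.24 and -0.34 (adjusted p = 0.89, 0.514, 0.671, 0.137, 0.255 and 0.381, standard errors 0.19, 0.20, 0.14, 0.22, 0.16 and 0.29).

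Of the 20 genes of cholesterol biosynthesis, 1 rose, 3 fell and 16 did not pass the test (also 1 and 3 when adjusted over the list alone). Their median was -0.26 at W4 (camera, adjusted p = 0.0712). The adjusted p of cholesterol biosynthesis W4/W2 was 0.0483 without W2 replicate 2, 0.0383 without W4 replicate 1 and 0.0169 without W4 replicate 2, in a range from 0.00504 to 0.668 over all settings tried. Of 18 genes in the file's own annotation of the pathway, 3 rose and 7 fell (also 3 and 7 when adjusted over the list alone), with a median of -0.39 (camera, adjusted p = 0.0282, and adjusted p = 0.31 with an estimated correlation). From W2 to W3 the 20 genes had a median of -0.46. None was called over all genes and 10 were lower when adjusted over the list alone, and the group passed the set test (camera, adjusted p = 4.4e-14, and adjusted p = 0.215 with an estimated correlation). Of 10 regulators and targets of SREBP2 outside synthesis, 3 fell and 7 did not pass (3 when adjusted over the list alone), with a median of -0.38 (camera, adjusted p = 0.0959). After week means were removed, the cholesterol biosynthesis score did not follow the hepatocyte score (r = -0.01, permutation p = 0.967, and rho = 0.03, permutation p = 0.926, two-sided, adjusted p = 0.967 over 9 relations), with r = 0.08 without the 2 farthest tissues.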

Notably, the mRNA levels of several key enzymes involved in cholesterol synthesis, including HMG‐CoA synthase (HMGCS1), HMG‐CoA reductase (HMGCR), mevalonate kinase (MVK), mevalonate‐5‐pyrophosphate decarboxylase (MVD), farnesyl diphosphate synthase (FDPS), farnesyl‐diphosphate farnesyltransferase 1 (FDFT1), lanosterol synthase (LSS), and lathosterol 5‐desaturase (SC5D), were significantly decreased. Considering that SREBP2, a master transcriptomic factor, is a functional regulator in initializing cholesterol biosynthetic pathways. We then investigated whether RPL6 influences the SREBP2 pathway. Neither SREBP2 expression nor SREBP2 processing (as indicated by the levels of the precursor form [pSREBP2] and the active form [nSREBP2] of SREBP2) was regulated by RPL6 in HCC cells (Figure S7c‐f, Supporting Information), demonstrating that RPL6 did not modulate cholesterol homeostasis via SREBP2. We next screened these eight genes by qRT‐PCR and ultimately focused on HMGCS1, whose mRNA expression dramatically decreased in response to RPL6 knockdown (Figure 4c). Consistently, RPL6 knockdown inhibited the protein expression of HMGCS1 in HCC cells (Figure S7g, Supporting Information). We then performed experiments to elucidate whether the decrease in HMGCS1 mRNA was due to a change in RNA synthesis or RNA decay. The nascent RNA capture assay found that the nascent HMGCS1 mRNA level remained unchanged in RPL6‐knockout cells, and the results of luciferase reporter assay confirmed that RPL6 knockout did not affect the promoter activity of the HMGCS1 gene, while overexpression of RPL6 had no effect on the level of nascent mRNA or the promoter activity of HMGCS1 (Figure S7h,i, Supporting Information). RPL6 knockout significantly reduced the half‐life of HMGCS1 mRNA after actinomycin D treatment, whereas RPL6 overexpression enhanced the stability of HMGCS1 mRNA, as determined by mRNA decay assay (Figure 4d,e). The RNA immunoprecipitation (RIP) assay revealed that HMGCS1 mRNA was significantly enriched in RPL6‐immuneprecipitates compared with the amount of GAPDH mRNA, which served as a negative control (Figure 4f).

**Figure 4:**
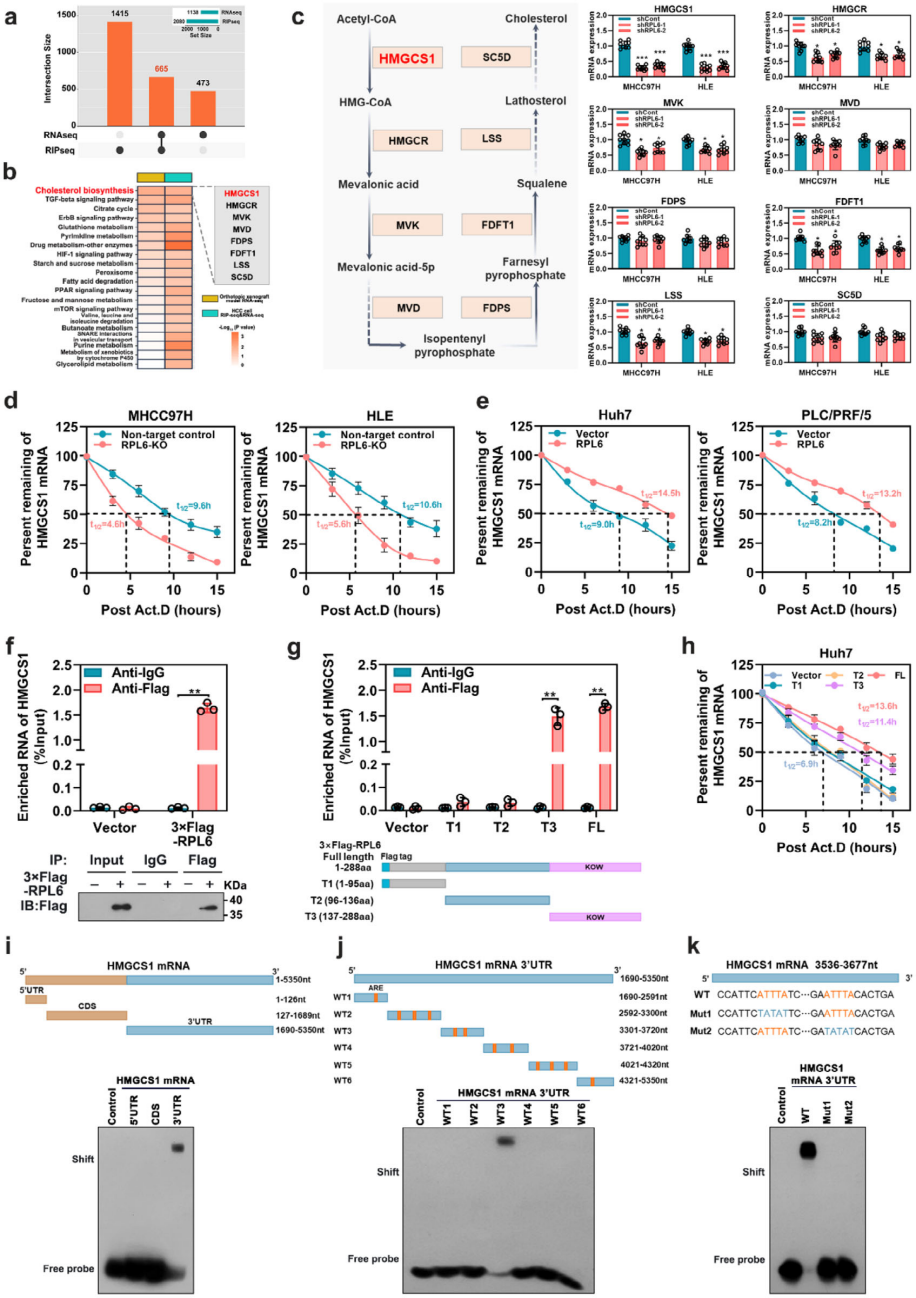
RPL6 interacts with HMGCS1 mRNA in HCC cells. a) An UpSet plot illustrated both the RPL6‐associated mRNAs identified by RIP‐seq and RPL6‐regulated downstream mRNAs determined by RNA‐seq. b) Association analysis of KEGG pathway enrichment was performed between the Orthotopic xenograft model RNA‐seq and HCC cell RIP‐seq and RNA‐seq (left), showing differential expression of key genes in the cholesterol biosynthesis pathway (right). c) Differential expression of key genes in the cholesterol biosynthesis pathway in RPL6‐knockout MHCC97H and HLE cells. d) qRT‐PCR analysis of HMGCS1 mRNA half‐life in RPL6‐knockout MHCC97H and HLE cells after actinomycin D treatment. e) qRT‐PCR analysis of HMGCS1 mRNA half‐life in RPL6‐overexpressing Huh7 and PLC/PRF/5 cells after actinomycin D treatment. f) The enrichment of HMGCS1 mRNA on RPL6 was detected by RIP assay (upper). Western blot was performed to confirm that 3xFlag‐RPL6 immunoprecipitated in the RIP experiments (lower). g) RIP experiments detected the binding between RPL6 truncation mutants and HMGCS1 mRNA (upper). The diagrams illustrate the full length of Flag‐tagged RPL6 (FL, 1–288aa) and its Flag‐tagged truncations, including the N‐terminal domain (T1, 1–95aa), the middle intervening sequence (T2, 95–136aa), and the C‐terminal KOW domain (T3, 136–288aa). h) qRT‐PCR analysis measured the HMGCS1 mRNA half‐life in Huh7 HCC cells overexpressing RPL6 truncation mutants after treatment with actinomycin D. i) An RNA Electrophoretic mobility shift (REMSA) assay was used to determine the interaction between purified RPL6 protein and a biotin‐labeled probe of HMGCS1 truncations (5′UTR, CDS, and 3′UTR). j,k) REMSA assays were conducted to determine the interaction between the RPL6 protein and biotin‐labeled probes of specified truncations of HMGCS1 3′UTR. Data are shown as mean ± SD of at least three independent experiments (c‐h). Statistical significance was determined by two‐tailed unpaired Student's t‐test (c–g) or one‐way analysis of variance (ANOVA) (h). *P < 0.05; **P < 0.01; ***P < 0.001. Act.D, actinomycin D; T, truncation; FL, full length; UTR, untranslated regions; CDS, coding sequences; WT, wild type; Mut, mutation.

We performed depletion mapping analysis and RIP assays to locate the specific fragment of RPL6 that binds to HMGCS1. The results revealed that only the fragments containing the KOW domain (136‐288 aa, T3 and FL) could enrich HMGCS1 mRNA (Figure 4g) and maintain HMGCS1 mRNA stability (Figure 4h), indicating that the KOW domain was responsible for RPL6 mediated HMGCS1 mRNA stability regulation. Moreover, electrophoretic mobility shift assay (EMSA) and RNA pull‐down assay using biotin‐labeled HMGCS1 mRNA showed that RPL6 specifically interacted with the 3′UTR of HMGCS1 but not the 5′UTR or CDS region (Figure 4i; Figure S7j, Supporting Information). We further divided the 3′UTR of HMGCS1 mRNA into six fragments (WT1‐6) and found that the 3301–3720 nt (WT3) fragment located in the HMGCS1‐3′UTR was the main binding site for RPL6 (Figure 4j; Figure S7k, Supporting Information). As consecutive AUUUA motifs serve as the AU‐rich elements (ARE)‐binding sites of RBPs, we focused on the two AUUUA motifs in the HMGCS1‐3′UTR. Intriguingly, mutation of either motif (Mut1 or Mut2) in the HMGCS1‐3′UTR resulted in its inability to bind to RPL6 (Figure 4k; Figure S7l, Supporting Information). Luciferase reporter assays also verified that RPL6 increased HMGCS1 mRNA stability by binding to AUUUA motifs on the HMGCS1‐3′UTR (Figure S7m, Supporting Information). Taken together, these results indicate that RPL6 upregulates HMGCS1 expression by binding HMGCS1 mRNA and increasing HMGCS1 stability.

### 2.5 Upregulated HMGCS1 Enhances HCC Metastasis via Increasing Intracellular Cholesterol Level

To elucidate the role of HMGCS1 in hepatocarcinogenesis, we conducted several experiments both in vitro and in vivo. Expectedly, HMGCS1 knockdown markedly inhibited HCC cells migration and invasion (Figure S8a–f, Supporting Information). Consistently, HMGCS1 knockdown suppressed tumor formation in the liver and lung metastasis in the orthotopic nude mouse HCC model (Figure S8g–j, Supporting Information). In contrast, HMGCS1 overexpression significantly enhanced the migration and invasion activities of HCC cells (Figure S9a–f, Supporting Information). To further investigate whether HMGCS1 was responsible for RPL6‐mediated HCC metastasis, we overexpressed HMGCS1 in RPL6‐knockout HCC cells. The results showed that overexpressing HMGCS1 markedly restored the migration and invasive capability in RPL6‐knockout HCC cells (**Figure** **5**a,b). Moreover, HMGCS1 overexpression also resulted in increased numbers and sizes of liver tumors, and a higher incidence of lung metastasis in DEN‐treated RPL6^HKO^ mice (Figure 5c,d; Figure S10a, Supporting Information). In contrast, silencing of HMGCS1 markedly diminished the migration and invasive capability in RPL6‐overexpressing HCC cells (Figure S10b,c, Supporting Information). Taken together, these results suggested that HMGCS1 is responsible for RPL6‐mediated HCC metastasis.

**Figure 5:**
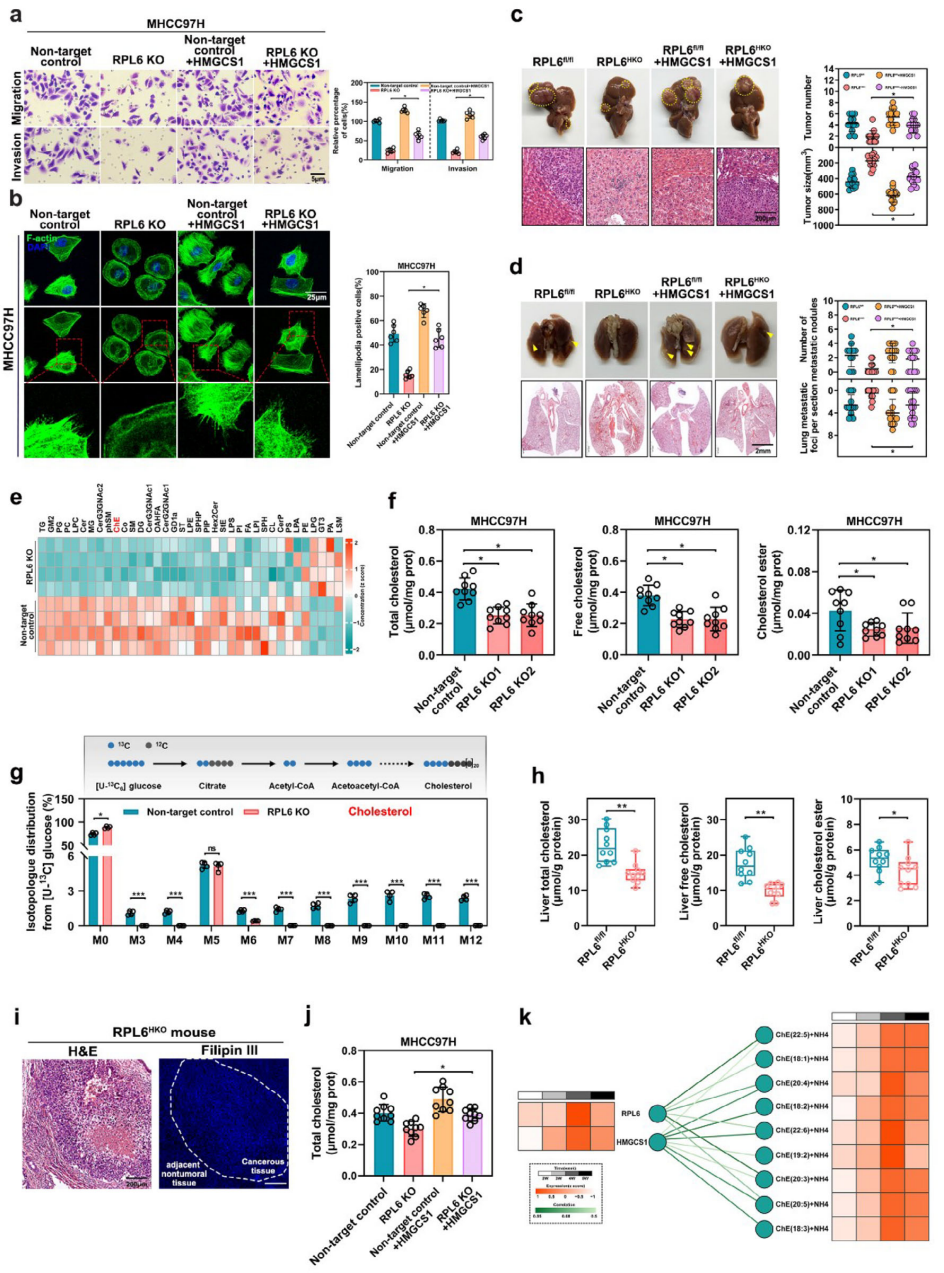
RPL6‐upregulated HMGCS1 expression promotes HCC metastasis by increasing intracellular cholesterol level. a) The effect of HMGCS1 overexpression on the migration and invasion of RPL6 knockout cells was assessed through transwell assays. The cells were counted from 6 images. b) The effect of HMGCS1 overexpression on the lamellipodia formation of RPL6 knockout cells was tested by F‐actin staining assay. Representative images were acquired by confocal, and the percentage of cells with lamellipodia formation were counted from at least six fields. Scar bar, 25 µm. c,d, 10‐month‐old DEN‐treated RPL6^HKO^ or RPL6^fl/fl^ mice were injected via the tail vein with AAV8‐GFP or AAV8‐HMGCS1. The liver and lung were harvested at 8 weeks post‐injection for H&E staining. n = 12‐14 per group. c) Representative macroscopic images and H&E staining of the tumor‐bearing livers in these mice were provided. The tumor number and tumor size were examined. Scar bar, 200 µm. d) Representative macroscopic images and H&E staining of the lungs with tumor metastatic nodules and foci were calculated. Scar bar, 2 mm. e) Heatmap of lipid metabolomics in RPL6 knockout versus non‐target control MHCC97H cells (n = 4). f) Levels of total cholesterol, free cholesterol, and cholesterol ester in RPL6‐knockout MHCC97H cells. g) Isotopologue distribution of cholesterol from ^13^C glucose in RPL6 knockout versus non‐target control MHCC97H cells (n = 4). h) Levels of total, free, and esterified cholesterol in tumor tissues of RPL6^HKO^ and RPL6^fl/fl^ mice (n = 10). i) Liver tumor tissue of RPL6^HKO^ mouse (indicated with dashed lines) and the adjacent normal tissues were stained with HE and Filipin III. Scale bar, 200 µm. j) The total intracellular cholesterol content was quantified in HMGCS1 overexpression of RPL6‐knockout cells. k) Correlation analysis between RPL6 and HMGCS1 mRNA expression levels and the content of cholesterol esters (ChEs) with varying fatty acid chain lengths in the pulmonary metastasis HCC mouse model. Data are shown as mean ± SD of at least three independent experiments (a, b f, h, and j). Statistical significance was determined by two‐tailed unpaired Student's t‐test (e‐h) or one‐way analysis of variance (ANOVA) (a‐d and j). *P < 0.05; **P < 0.01. ChE, cholesteryl ester; H&E, hematoxylin and eosin.

Given that HMGCS1 is a key enzyme in cholesterol metabolism, we proposed that RPL6 may upregulate HMGCS1 to increase the intracellular cholesterol level. Lipidomic analysis revealed that the RPL6 knockout led to decreased production of cholesterol ester content (Figure 5e). Indeed, RPL6‐knockout cells exhibited reduced levels of total, free, and esterified cholesterol, with the free cholesterol showing the most significant decrease (Figure 5f), while RPL6 overexpression raised free cholesterol levels (Figure S11a, Supporting Information). To evaluate the impact of RPL6 on cholesterol biosynthesis in HCC cells, we performed tracing experiments using stable isotope‐labelled subtrate, [U^13^C]‐glucose, that feeds into cholesterol synthesis via acetyl‐CoA. The quantification of labeled metabolites using mass spectrometry from HCC cells incubated with [U^13^C]‐glucose indicated that RPL6 knockout cells attenuated cholesterol biosynthesis (Figure 5g). In contrast, overexpression of RPL6 significantly activated cholesterol biosynthesis (Figure S11b, Supporting Information), indicating that RPL6 could activate cholesterol biosynthesis in HCC cells. In parallel, Filipin III staining (a cholesterol probe) showed that RPL6 knockout lowered free cholesterol levels, while RPL6 overexpression raised cholesterol levels (Figure S11c,d, Supporting Information). Meanwhile, the downregulation of cholesterol esters levels was also demonstrated in RPL6 knockout cells via BODIPY staining, and the opposite result was obtained in RPL6‐overexpressing cells (Figure S11e, Supporting Information). Moreover, a reduction of serum cholesterol level, as well as liver tumor cholesterol level were found in RPL6^HKO^ mice (Figure 5h; Figure S11f, Supporting Information). Moreover, the histological analysis confirmed that liver tumors exhibited a substantially higher cholesterol level compared with the adjacent nontumoral tissues (Figure 5i). Importantly, HMGCS1 overexpression markedly restored the cholesterol level of RPL6 knockout cells, while HMGCS1 knockdown notably abolished RPL6‐induced cholesterol biosynthesis (Figure 5j; Figure S11g‐j, Supporting Information). We also examined the correlations between RPL6, HMGCS1, and cholesterol level in the pulmonary metastasis HCC mouse model. By combining transcriptomic data and non‐target lipidomics analysis, correlation analysis revealed a positive correlation between RPL6 and HMGCS1, RPL6 and cholesterol level. In particular, the serum cholesterol level dramatically elevated at the fourth week, which was consistent with the highest expression of RPL6 and HMGCS1 (Figure 5k). Collectively, these data demonstrate that RPL6‐upregulated HMGCS1 enhances HCC metastasis via increasing intracellular cholesterol level.

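Over the 12 tissues, the mRNA levels of RPL6 and HMGCS1 were not correlated. LSS, the enzyme that closes the sterol ring of lanosterol, was lower where RPL6 was higher.

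Pearson's r of RPL6 and HMGCS1 was 0.03 (permutation p = 0.916, two-sided, adjusted p = 0.916 over 12 relations) and Spearman's rho was -0.11 (permutation p = 0.736, adjusted p = 0.883). Without W2 replicate 3 and W4 replicate 1, the tissues farthest from the median of RPL6, r was -0.15. In the RPL6 and HMGCS1 correlation, r was -0.28 without W2 replicate 3 and -0.13 without W3 replicate 2. After the mean of each week was removed, r was 0.72. Its permutation p was 0.00811 (adjusted p = 0.0324) when all 12 values were permuted, and 0.0826 (adjusted p = 0.207) when they were permuted within weeks, a form of the test added after the first p had been seen.

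For LSS, r was -0.77 (permutation p = 0.00339, adjusted p = 0.0203) and rho -0.63 (permutation p = 0.0327, adjusted p = 0.131), with r = -0.81 without the same 2 tissues. Within weeks LSS gave r = -0.81 (p = 0.00182 and adjusted p = 0.0218 permuted freely, p = 0.0509 and adjusted p = 0.207 permuted within weeks). The enzymes MVK, MVD, FDPS, FDFT1 and SC5D gave r of 0.04, 0.05, -0.35, -0.44 and 0.17, none of which passed the test after adjustment. Cholesterol itself was measured by lipidomics, which was not analysed here.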

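Mean RPL6 expression was highest at W4, and mean HMGCS1 expression was lowest there, although its differences from W2 and W5 did not pass the test. RPL6, a structural protein of the 60S ribosomal subunit, rose from W2 to W4 together with other genes of that subunit. HMGCS1, which condenses acetyl-CoA and acetoacetyl-CoA, was highest at W3 and fell from W3 to W4.

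RPL6 stood at 1197 ± 244 CPM at W2, 1383 ± 130 at W3, 1677 ± 97.2 at W4 and 1136 ± 121 at W5 (SD, n = 3 each). Its log2 fold change from W2 to W4 was 0.49 (standard error 0.16, adjusted p = 0.0301 from edgeR's quasi-likelihood test), against 0.21 from W2 to W3 (adjusted p = 0.755) and -0.08 from W2 to W5 (adjusted p = 0.826). For RPL6 W4/W2 the adjusted p was 0.0649 without W2 replicate 1, 0.0861 without W2 replicate 3, 0.0935 without W4 replicate 1 and 0.0607 without W4 replicate 3. It was 0.118 with only the libraries of the 2 weeks and 0.0668 after a correction for GC content and length, in a range from 0.00133 to 0.118.

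HMGCS1 (ENSG00000112972, GRCh38 chromosome 5, 43289395 to 43313512) stood at 228 ± 98.1 CPM at W2, 290 ± 108 at W3, 146 ± 39.2 at W4 and 202 ± 10.1 at W5 (SD, n = 3 each). From W3 to W4 its log2 fold change was -0.99 (standard error 0.31, adjusted p = 0.0273 from edgeR), from W2 to W4 it was -0.65 (standard error 0.31, adjusted p = 0.125), and from W4 to W5 it was 0.47 (standard error 0.31, adjusted p = 0.321). For HMGCS1 W4/W3 the adjusted p was 0.142 without W3 replicate 2, 0.0634 without W4 replicate 1 and 0.107 without W4 replicate 3. It was 0.0752 after a correction for GC content and length, in a range from 1.21e-07 to 0.142. For HMGCS1 W5/W4 it was 0.0279 without the filter on low counts and 0.0438 without W2 replicate 3 and W3 replicate 2, in a range up to 0.773.

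Of 47 large ribosomal subunit genes, 19 rose from W2 to W4 and 28 did not pass the test (29 rose when adjusted over the list alone), with a median of 0.47. The group passed the set test (camera, adjusted p = 6.52e-05, and adjusted p = 0.668 with an estimated correlation). With a correction for GC content and length the median of large ribosomal subunit proteins W4/W2 was 0.11 (adjusted p = 0.0602), and fry, which tests the group against no change and not against other genes, gave an adjusted p of 0.0709 for the uncorrected values, in a range from 5.2e-10 to 0.668. Neither gene followed the hepatocyte score after week means were removed, with r = -0.26 for RPL6 (permutation p = 0.627, two-sided, rho = -0.20 with p = 0.614) and r = 0.05 for HMGCS1 (permutation p = 0.924, rho = 0.14 with p = 0.759), adjusted p = 0.807 and 0.967 over 9 relations, and r = -0.42 and -0.21 without the 2 farthest tissues.

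**Figure D4:**
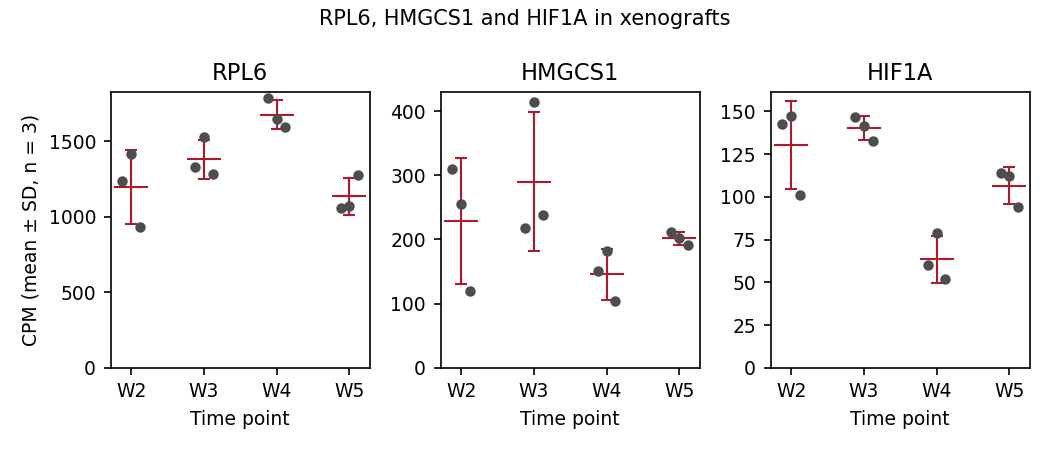
CPM of RPL6, HMGCS1 and HIF1A in each tissue by week (points), with the weekly mean (horizontal line) and SD (bars), n = 3. RPL6 was highest at W4 with 1677 CPM and HMGCS1 highest at W3 with 290 CPM.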

### 2.6 RPL6‐Mediated Elevation of Cholesterol Facilitates HCC Growth and Metastasis

To delineate whether cholesterol promotes the metastasis of HCC, we directly investigated the effect of cholesterol supplementation on HCC metastasis. The cytotoxicity of water‐soluble cholesterol was first determined by using MTT assay in MHCC97H, HLE, Huh7 and PLC/PRF/5 cells, with CC50 > 300 µM in all tested cell lines (FigureS12a, Supporting Information). In particular, cholesterol treatment resulted in the enhancement of migration and invasion, as well as ECM degradation and lamellipodia formation capabilities in Huh7 cells and PLC/PRF/5 cells (**Figure** **6**a,b; Figure S12b–e, Supporting Information). However, cholesterol depletion by methyl‐β‐cyclodextrin (MβCD), an inhibitor that modifies the cholesterol domain on the cellular surface, impaired the effector function of cholesterol on HCC cells (Figure 6a,b; Figure S12b–e, Supporting Information). Meanwhile, we treated RPL6 overexpression HCC cells with simvastatin, which is well‐known inhibitor for cholesterol biosynthesis. Specifically, our findings revealed that simvastatin significantly attenuated the metastatic and invasive abilities in RPL6‐overexpression cells (Figure S12f,g, Supporting Information).

**Figure 6:**
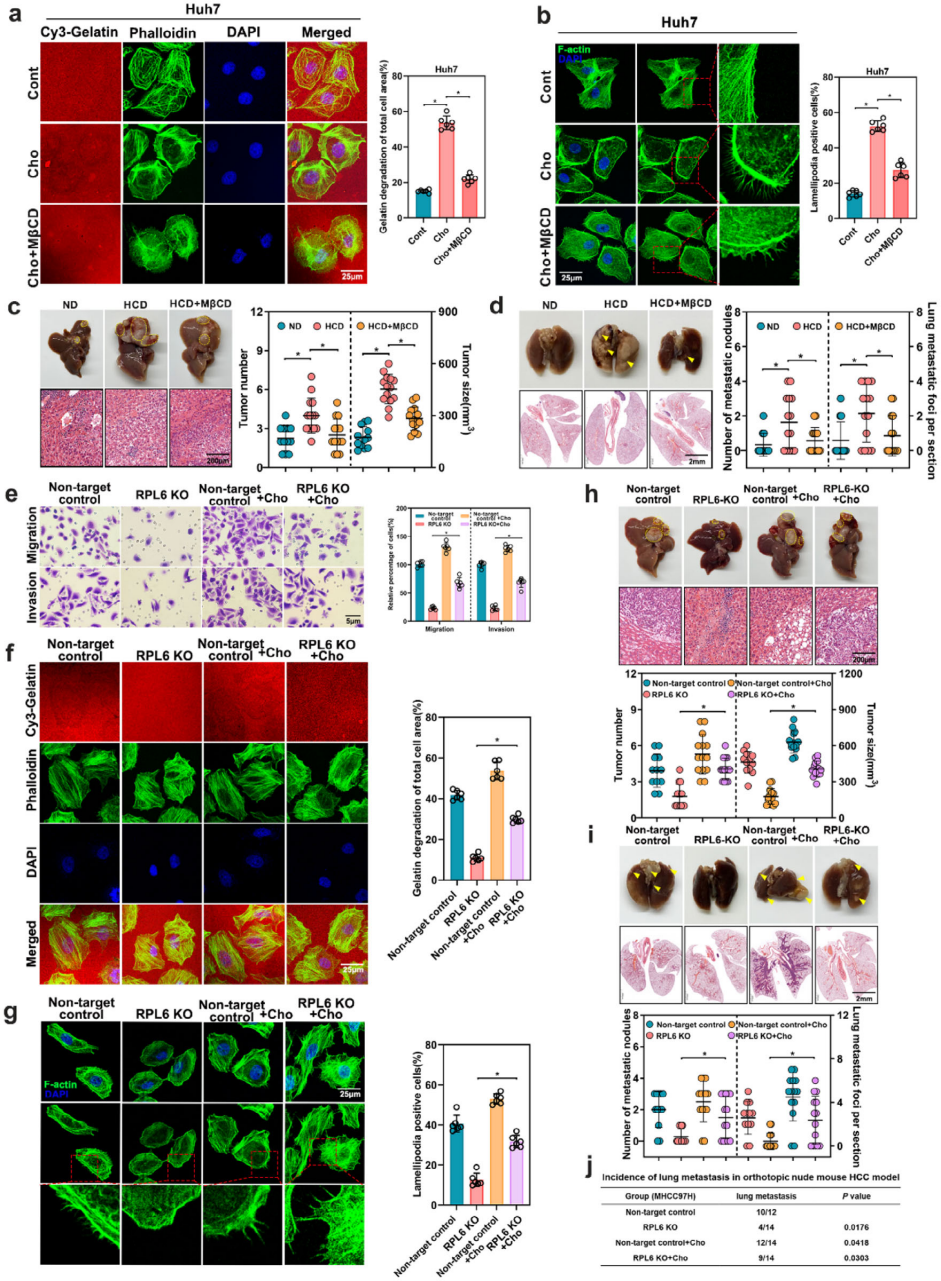
Cholesterol is involved in RPL6‐mediated HCC metastasis. a) The effect of cholesterol (10 µM) and the addition of methyl‐b‐cyclodextrin (MβCD) on invadopodia function in Huh7 cells was tested by gelatin degradation assay. Images were obtained by confocal microscopy and the degraded areas of at least six fields were quantified using image J software. Scale bars, 25 µm. b) The effect of cholesterol (10 µM) and the addition of methyl‐b‐cyclodextrin (MβCD) on lamellipodia formation in Huh7 cells was evaluated through F‐actin staining. Representative images were shown and the percentage of cells with lamellipodia formation was counted from at least six fields. Scale bar, 25 µm. c,d) Huh7 cells were orthotopically injected into the left lobe liver of nude mice, which were then subjected a normal diet (ND), high cholesterol diet (HCD) or HCD+ MβCD (10 mg/kg of mouse, i.p.), to establish a lung metastasis model. Liver and lung tissues collected at 8 weeks post injection were used for detection. n = 12–14 per group. c) Representative macroscopic images and H&E staining of the tumor‐bearing liver from mice on normal diet (ND), high cholesterol diet (HCD) or HCD+ MβCD mice. The tumor number and tumor size were examined. Scar bar, 200 µm. d) Representative macroscopic images and H&E staining of tumor‐metastasis lungs from these mice. The number of metastatic nodules and metastatic foci were examined. Scar bar, 2 mm. e–g) The effect of cholesterol on migration and invasion, invadopodia function, and lamellipodia formation in RPL6‐knockout MHCC97H cells was determined by transwell assays e), gelatin degradation assays f) and F‐actin staining assays g), respectively. h‐j, RPL6‐knockout MHCC97H cells and non‐target control cells were orthotopically injected into the left lobe liver of nude mice, which were then subjected to either an ND or HCD to establish a lung metastasis model. Liver and lung tissues collected at 8 weeks post injection were used for detection. n = 12‐14 per group. h) Representative macroscopic images and H&E staining of tumor‐bearing liver in these mice. The tumor number and tumor size were examined. Scar bar, 200 µm. i) Representative macroscopic images and H&E staining of tumor‐metastasis lungs from these mice. The number of metastatic nodules and metastatic foci were examined. Scar bar, 2 mm. j) Statistical analysis for lung metastasis events of these mice. Data are shown as mean ± SD of at least three independent experiments. Statistical significance was determined by two‐tailed unpaired Student's t‐test (a‐d) or one‐way analysis of variance (ANOVA) (e‐j). *P < 0.05. Cont, control; Cho, cholesterol; MβCD, methyl‐β‐cyclodextrin.

To determine whether RPL6‐mediated elevation of cholesterol facilitates HCC growth and metastasis in vivo, Huh7 cells were transplanted into orthotopic nude mouse HCC model and fed with high cholesterol diet (HCD) or combined with MβCD (Figure S12h, Supporting Information). Before the formal experiment, we first assessed MβCD toxicity in nude mice. As shown in Supporting Table S2, no significant differences in toxicity were found upon treatment with MβCD at either concentration (TableS2, Supporting Information). Then, 10 mg/kg was selected as the dose of MβCD used for further study. Compared to control mice, HCD‐fed mice showed significantly increased body weight, fasting glucose, and impaired glucose tolerance (Figure S12i‐k, Supporting Information). However, MβCD treatment attenuated these effects. Moreover, increased liver weight, liver/body weight ratio, hepatic triglyceride and cholesterol ester, as well as serum cholesterol level were observed in HCD‐fed mice, which could be diminished by MβCD treatment (Figure S12l‐p, Supporting Information). then, the effects on HCC growth and metastasis were examined. HCD‐fed mice exhibited increased tumor numbers and tumor sizes, and a higher incidence of lung metastasis, while MβCD treatment limited tumor growth and lung metastasis induced by cholesterol (Figure 6c,d; Figure S12q, Supporting Information). These findings demonstrate that dietary cholesterol augments HCC growth and metastasis.

We next examined whether cholesterol mediated the effect of the RPL6‐ HMGCS1 axis on HCC metastasis. We treated RPL6‐knockout cells or HMGCS1‐knockdown cells with cholesterol and found that the addition of cholesterol significantly restored the migration and invasion ability of these cells (Figure 6e‐g; Figure S13a‐c, Supporting Information). RPL6 knockout or HMGCS1 knockdown markedly reduced the tumor growth and invasive and metastatic potential of HCC cells in the liver orthotopic nude mouse HCC model, and these effects were markedly reversed by cholesterol supplementation (Figure 6h‐j; Figure S13d‐f, Supporting Information). Taken together, these results indicated that RPL6 promotes HCC growth and metastasis in a cholesterol‐dependent manner.

### 2.7 Cholesterol Activates the HIF‐1 Signaling Pathway Through Inhibiting the Proteasome‐Mediated Degradation of HIF‐1α

To elucidate the intricate molecular mechanism underlying the oncogenic role of cholesterol in HCC metastasis, we performed proteomic analysis to discern downstream targets in cholesterol‐treated cells. A total of 505 proteins were found to be differentially expressed, including 296 upregulated proteins and 209 downregulated proteins. We then performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis and found that these differently expressed genes effectively participated in many cancer‐related pathways, among which the top‐ranked pathways were the HIF‐1 signaling pathway, FOXO signaling pathway, and AMPK signaling pathway (**Figure** **7**a). PPI network analysis further revealed that HIF‐1α interacted with the most differentially expressed proteins and served as the central regulatory node in the cholesterol perturbation network (Figure 7b). Consistently, we employed proteomics assays on cells with RPL6 knockout and cholesterol replenishment. A total of 1500 proteins were identified, which exhibited four distinct non‐linear expression patterns (Figure S14a, Supporting Information). We focused on the proteins enriched in Cluster 1, which downregulated by RPL6 depletion, while rescued by cholesterol replenishment. Then, KEGG enrichment analysis found that the HIF‐1 pathway was also significantly enriched in Cluster 1 (Figure S14b, Supporting Information). More importantly, HIF‐1 signaling pathway is one of the metastasis initiation associated pathways which directly related to RPL6 (Figure 1f), suggesting the potential role of HIF‐1α in cholesterol‐mediated HCC metastasis.

**Figure 7:**
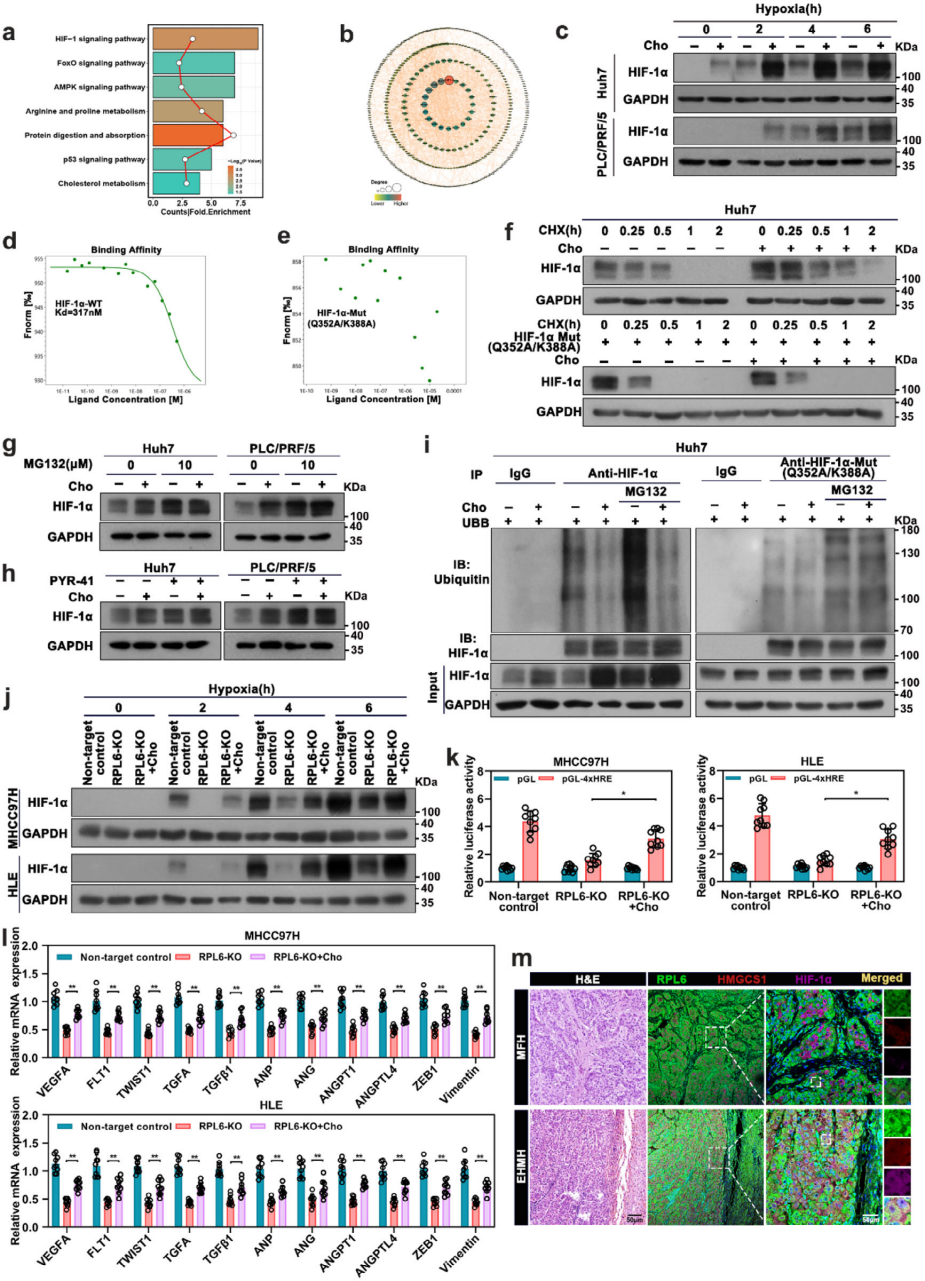
Cholesterol stabilizes HIF‐1α through inhibiting proteasome‐mediated degradation in HCC. a) KEGG analysis of differentially expressed proteins in control and cholesterol‐treated (10 µM) Huh7 cells was performed by proteomic data. b) The network of differentially expressed proteins was visualized using STRING database. The size of circles presented the degree of linkage between proteins. c) Huh7 and PLC/RPF/5 cells treated with cholesterol (10 µM) were exposed to hypoxia for 6 h and harvested at the indicated times. The impact of cholesterol treatment on HIF‐1α protein levels was determined by western blot. d) Microscale thermophoresis (MST) was used to investigate the binding of cholesterol with HIF‐1α. His‐tagged HIF‐1α (20 nM) was mixed with 10 µL of cholesterol (10 µM). Different concentrations of cholesterol were mixed with His‐tagged HIF‐1α to analyze Binding Affinity analysis, and the dissociation constant (Kd) was calculated. e) Microscale thermophoresis (MST) was used to investigate the binding of cholesterol with HIF‐1α‐MUT (Q352A/K388A). f) Cells treated with cholesterol (10 µM) were exposed to hypoxia for 6 h (upper), or cells transfected with HIF‐1α‐MUT plasmids for 24 h (lower) then incubated with 10 µg/mL cycloheximide at the indicated times. g) Cells treated with cholesterol (10 µM) and subjected to hypoxia for 6 h, were exposed to the proteasome inhibitor MG132 (10 µM) for 6 h. Subsequently, HIF‐1α protein levels were analyzed by western blotting. h) Following 6‐hour hypoxia treatment with 10 µM cholesterol, cells were treated with PYR‐41 (50 µM) for another 6 hours. HIF‐1α protein levels were analyzed by western blotting. i) Huh7 cells transfected with HA‐Ub plasmid for 24 h and treated with cholesterol (10 µM) under hypoxia for 6 h (left) or transfected with HIF‐1α‐MUT plasmid for 24 h (right), then exposed to MG132 (10 µM) for 6 h. Whole‐cell extracts were immunoprecipitated with anti‐HIF‐1α antibody, and ubiquitinated‐HIF‐1α was detected using an anti‐ubiquitin antibody. j) The impact of cholesterol addition on HIF‐1α protein levels in RPL6‐knockout cells was determined by western blot. RPL6‐knockout cells treated with cholesterol (10 µM) were exposed to hypoxia for 6 h and harvested at the indicated times. k) The transcriptional activity of HIF‐1α in RPL6‐knockout cells with or without cholesterol was assessed using dual‐luciferase reporter assays. Cells were co‐transfected with 4 × HRE‐luc and Renilla plasmids, incubated with cholesterol for 24 h, and then exposed to hypoxia for 6 h. Luciferase activity was detected and normalized to Renilla activity. l) The mRNA levels of HIF‐1α targeted genes in RPL6‐knockout cells with or without cholesterol treatment were evaluated. HCC cells were exposed to hypoxia for 6 h. m H&E staining and representative images of RPL6 (green), HMGCS1 (red), and HIF‐1α (purple) protein expression in MFH and EHMH tissues by multiple immunofluorescence (mIFC) staining. Scale bar, 50 µm. Data are shown as mean ± SD of at least three independent experiments (c‐l). Statistical significance was determined by two‐tailed unpaired Student's t‐test (k,l). *P <0.05; **P <0.01. CHX, cycloheximide.

We next investigated the mechanism underlying how cholesterol regulates the HIF‐1 signaling pathway in HCC cells. The addition of exogenous cholesterol induced elevated HIF‐1α protein levels in HCC cells under hypoxic conditions (Figure 7c). To investigate the relationship between cholesterol and HIF‐1α, we first used microscale thermophoresis (MST) to investigate whether there is a direct binding between cholesterol with HIF‐1α. The data revealed that cholesterol can directly interact with HIF‐1α (Figure 7d). Subsequently, molecular docking simulations suggested that the 352nd glutamine and 388th lysine residues in the ODD domain of HIF‐1α are the binding sites for cholesterol (Figure S14c, Supporting Information). To validate the above results, we introduced double mutant of HIF‐1α by replacing the glutamine and lysine residues with the alanine residue (HIF‐1α Q352A/K388A). The Q352A/K388A mutation almost completely abolished the binding between HIF‐1α and cholesterol (Figure 7e), suggesting that Gln352/Lys388 might play an essential role in the binding of cholesterol to HIF‐1α. We then sought to determine whether cholesterol affects HIF‐1α protein stability in HCC cells treated with cycloheximide to block *de novo* protein synthesis. Double mutant of HIF‐1α (HIF‐1α Q352A/K388A) was constructed and the effect of cholesterol on its stability was evaluated. Expectedly, cholesterol significantly enhanced the stability of HIF‐1α, but had no significant impact on the stability of the mutant HIF‐1α (HIF‐1α Q352A/K388A) (Figure 7f; Figure S14d‐f, Supporting Information), indicating that the regulatory effect of cholesterol on HIF‐1α stability relies on their direct interaction. The enhancement of cholesterol on HIF‐1α protein expression was blocked in the presence of proteasome inhibitor MG132 (Figure 7g), suggesting that cholesterol increases HIF‐1α protein stability via inhibiting proteasome‐mediated degradation. Moreover, cholesterol‐treated cells were treated with PYR‐41 (50 µM), a specific inhibitor of the ubiquitin‐activating enzyme E1, thereby inhibiting whole‐cell ubiquitination. PYR‐41 treatment blocked the enhancement of HIF‐1α protein expression induced by cholesterol (Figure 7h), suggesting that the ubiquitination machinery is involved in cholesterol‐mediated stabilization of HIF‐1α. Previous data showed that E3 ubiquitin ligases such as VHL, MDM2, FBXW7, and RACK1 are involved in the regulation of HIF‐1α stability.^[^ ^28^, ^29^ ^]^ We also screened the HIF‐1α‐binding E3 ubiquitin ligases by using co‐immunoprecipitation in HCC cells. Our data revealed that VHL and MDM2 could bind to HIF‐1α, indicating that those two E3 ubiquitin ligases were responsible for HIF‐1α protein stabilization in HCC (Figure S14g, Supporting Information). Expectedly, the binding of VHL and MDM2 to the HIF‐1α was incrementally decreased in the presence of cholesterol, while the binding of VHL and MDM2 to the mutant HIF‐1α remained unchanged (Figure S14h, Supporting Information). Consistently, the level of ubiquitinated HIF‐1α decreased significantly in response to cholesterol under hypoxia, and that was largely unchanged in mutant HIF‐1α (Figure 7i; Figure S14i, Supporting Information). These results suggested that cholesterol could stabilize the HIF‐1α protein by inhibiting its ubiquitin‐dependent degradation.

Importantly, the expression of HIF‐1α was significantly decreased in RPL6‐knockout cells, whereas it was restored by cholesterol treatment (Figure 7j). Given that HIF‐1α activates the expression of downstream target genes by binding to the highly conserved hypoxia‐responsive element (HRE) in target genes. Therefore, we first performed the HRE‐luciferase reporter assay to examine the whole transcriptional activity of downstream genes in RPL6‐knockout cells with or without cholesterol. As expected, RPL6 knockout led to obvious downregulated of luciferase activity, which could be rescued by cholesterol administration (Figure 7k). Furthermore, the expression of downstream tumor metastasis‐related target genes of HIF‐1α was detected. Consistently, the expression of these downstream target genes was inhibited in RPL6‐knockout cells, while it was restored by cholesterol treatment (Figure 7l). Importantly, the co‐expression of RPL6, HMGCS1, and HIF‐1α was examined by multicolor immunofluorescence staining of primary HCC tissues with extrahepatic metastasis and metastasis‐free HCC tissues. The EHMH group had higher protein expression of RPL6, accompanied with high HMGCS1 and HIF‐1α expression (Figure 7m; Figure S14j, Supporting Information). Furthermore, correlation analysis in pulmonary metastasis HCC mouse model demonstrated that the protein expression levels of RPL6 were positively correlated with those of HMGCS1 and HIF‐1α (R = 0.91 and 0.87, respectively), as well as HMGCS1 and HIF‐1α (R = 0.93) (Figure S14k,l, Supporting Information). Collectively, we found that RPL6/cholesterol axis promotes HCC metastasis by activating the HIF‐1 signaling pathway.

### 2.8 Antitumor Effects and Targeting Potential of PLGA‐siRPL6/NPs in HCC Models

To investigate the potential utility of RPL6 as a therapeutic target for HCC, we established a cationic liposome‐modified PLGA‐PEG nanoparticle system based on encapsulated siRNA targeting RPL6 (PLGA‐siRPL6/NPs) (**Figure** **8**a). Transmission electron microscope (TEM) displayed a consistent spherical morphology with a particle size of approximately 100 nm, and dynamic light scattering (DLS) analysis further confirmed a hydrodynamic size of 105.51±1.12 nm for these nanoparticles (Figure 8b). Moreover, surface zeta potential analysis exhibited a zeta potential of 10.2±2.31 mV for the PLGA‐siRPL6/NPs (Figure 8b). The assessment of cellular uptake of NPs in MHCC97H cells using Cy5‐siRNA as an indicator revealed that the PLGA‐siRPL6 complex promoted the cellular uptake and internalization of siRNAs better than did free siRNA (Figure 8c). PLGA‐siRPL6/NPs could effectively reduce the expression of RPL6 and subsequently inhibit proliferative capacity of HCC cells (Figure S15a‐c, Supporting Information). In vivo fluorescence imaging data showed that the PLGA‐Cy5‐siRPL6/NPs complex accumulated predominantly in the liver compared with control group (Figure S15d, Supporting Information), suggesting that PLGA‐Cy5‐siRPL6/NPs can specifically target liver tumors in vivo. To evaluate the antitumor effects of PLGA‐siRPL6/NPs in vivo, the human HCC orthotopic nude mouse model established using MHCC97H cells was treated via the tail vein injection of PBS, free siRPL6, blank NPs or PLGA‐siRPL6/NPs. We first confirmed the absence of significant hepatotoxicity and nephrotoxicity of PLGA‐siRPL6/NPs by assessing blood indices such as aspartate transaminase (AST), alanine transaminase (ALT), creatinine (Cr), and blood urea nitrogen (BUN) levels (Figure S15e,f, Supporting Information). Compared with control mice, mice receiving the PLGA‐siRPL6/NPs treatment exhibited a pronounced reduction in liver tumor size and volume (Figure 8d). The number of lung metastases in the PLGA‐siRPL6/NPs‐treated mice was significantly lower than that of the corresponding control mice (Figure 8e; Figure S15g, Supporting Information). In addition, the PLGA‐siRPL6/NPs complex significantly inhibited the expression of RPL6, HMGCS1, and HIF‐1α in liver tumor tissues (Figure S15h, Supporting Information).

**Figure 8:**
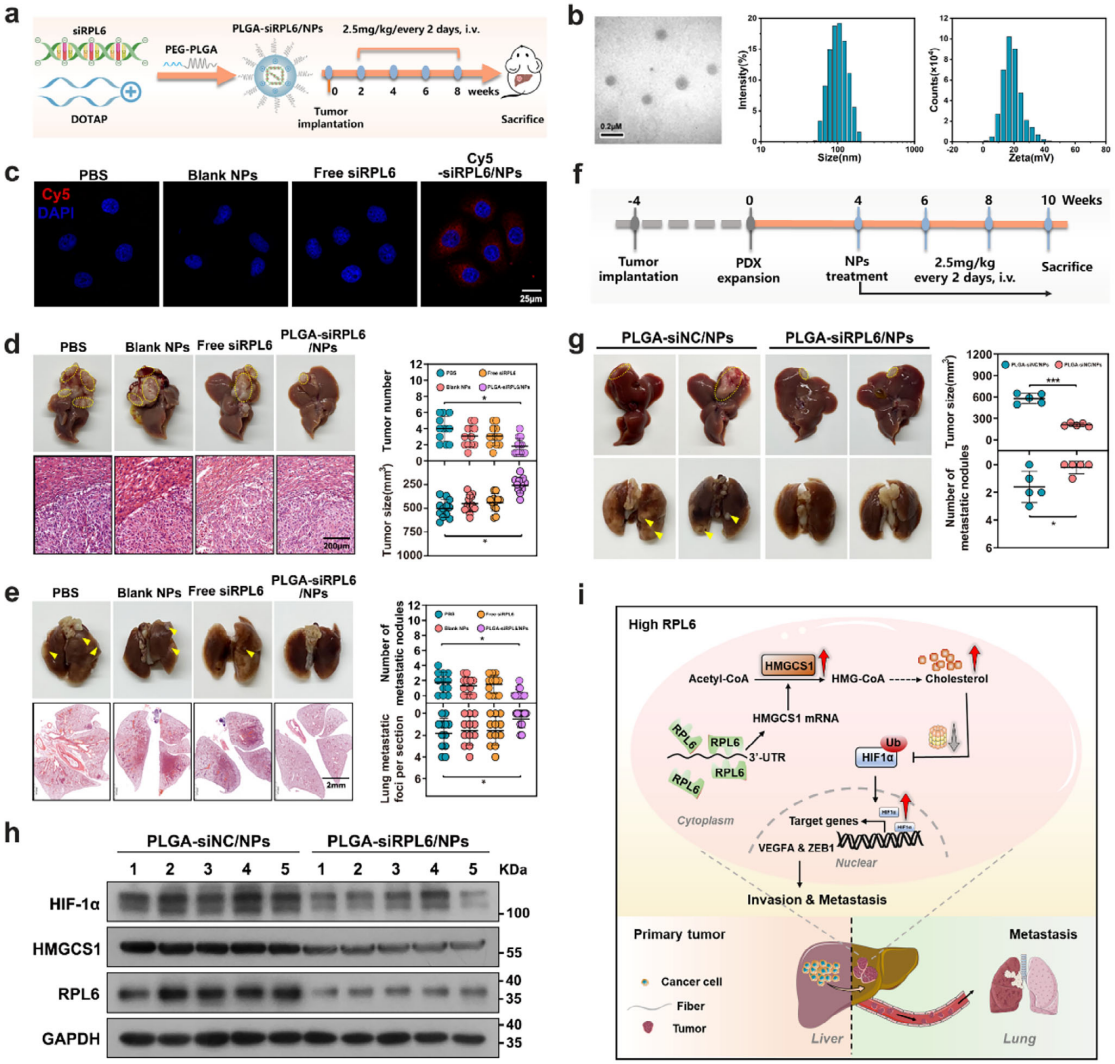
The anti‐tumor effect of PLGA‐siRPL6/NPs in HCC. a) Scheme indicating the step‐by‐step synthesis of PLGA‐siRPL6/NPs and the subsequent experiment design for treatments in vivo. b) Representative TEM images of PLGA‐siRPL6/NPs. Scale bar, 0.2 µm (left). Particle size distribution (middle) and Zeta potential values (right) of PLGA‐siRPL6/NPs were determined by Dynamic Light Scattering. c) The cellular uptake of HCC cells incubated with Cy5‐siRNA/NPs, blank NPs, free siRNA, or PBS control at 37 °C for 2 h was evaluated by fluorescence assay. The siRNA was labeled with Cy5 (red), and cell nuclei were stained with DAPI (blue). Scar bars, 25 µm. d,e, MHCC97H cells were orthotopically injected into the left lobe liver of nude mice to establish a lung metastasis model, followed by the indicated treatments. Liver and lung tissues collected at 8 weeks post‐injection were used for detection. n = 12 per group. d) Representative macroscopic pictures and H&E staining of tumor‐bearing liver in these mice are shown. The tumor number and tumor size were examined. Scar bar, 200 µm. e) Representative macroscopic images and H&E staining of the lungs with tumor metastasis in these mice are shown. The number of metastatic nodules and metastatic foci was examined. Scar bar, 2 mm. f) Illustration of the therapeutic study based on the HCC patient‐derived xenograft (PDX) model. Tumor tissues from patients were implanted into the liver of mice, which then injected with PLGA‐siNC/NPs or PLGA‐siRPL6/NPs every 2 days for 6 weeks. n = 5 per group. g) The effect of siRPL6 on the PDX model (left), and the tumor size and metastatic nodules were examined (right). h) Western blot analysis of HIF‐1α, HMGCS1 and RPL6 expression in PDX tumors. i) Mechanistic model of RPL6‐mediated HMGCS1 mRNA stability to promote HCC migration. In HCC cells, RPL6 expression level was significantly upregulated, and RPL6 enhanced HMGCS1 mRNA stability by binding to HMGCS1 3′UTR that increases cholesterol level. Elevated cholesterol protects HIF‐1α from degradation by ubiquitin proteasome, then stable HIF‐1α further enhances the expression of downstream metastasis‐associated genes, ultimately promoting HCC metastasis. Data are shown as mean ± SD (d,e,g). Statistical significance was determined by two‐tailed unpaired Student's t‐test (g) or one‐way analysis of variance (ANOVA) (d,e). *P < 0.05; ***P < 0.001. PDX, patient‐derived xenograft; NPs, nanoparticles.

In addition, we determined the therapeutic effect of targeting RPL6 in patient‐derived xenograft (PDX) model with RPL6 upregulation (Figure 8f). Four weeks after implantation, the NOD/SCID IL2rg^‐/‐^ (NSG) mice were injected with PLGA‐siRPL6/NPs or PLGA‐siNC/NPs via the tail vein. No significant differences in toxicity were found upon treatment with PLGA‐siRPL6/NPs at either concentration (Table S3, Supporting Information). The results showed that treatment with siRPL6 nanoparticles markedly reduced liver tumor volume and lung metastasis compared with those in the control group (Figure 8g). Moreover, PLGA‐siRPL6/NPs treatment decreased the protein levels of RPL6, HMGCS1, and HIF‐1α in the liver tumors of the PDX model mice (Figure 8h). Taken together, these results suggest that targeting RPL6 could offer an effective and potential therapeutic for HCC.

## 3 Discussion

The high propensity for metastasis in HCC significantly contributes to its high mortality rate and poor prognosis.^[^ ^30^ ^]^ Therefore, the identification of predictive biomarkers for the premetastatic phase, along with a comprehensive understanding of the molecular mechanisms initiating metastasis, is crucial for developing effective strategies for early detection and prevention. To this end, we developed a pulmonary metastasis HCC mouse model and employed the DNB approach to investigate the dynamic transcriptomic profiles of tumor samples and identify the tipping point in the HCC metastasis process. In contrast to traditional molecular biomarkers, which detect disease transition states through the differential expression of molecules, the DNB methodology excels in detecting early‐warning signals of phase shifts through the dynamic analysis of robust collective fluctuations within gene networks.^[^ ^31^, ^32^ ^]^ In this study, we analyzed time‐series transcriptomic data by using the DNB method. Accordingly, we identified 142 DNB members and corresponding DNB‐neighboring genes involved in metastasis initiation, which were associated with ECM‐receptor interaction, focal adhesion, regulation of actin cytoskeleton, and tight junction. Consistent with these previous studies,^[^ ^7^, ^31^ ^]^ the expression level of DNB‐neighboring genes reversed before and after the fourth week during metastasis. Notably, RPL6, a component of the large ribosomal subunit (RPLs), was identified to play a key role in metastasis initiation based on the DNB ranking and network rewiring.

RPL6, which is traditionally recognized as a ribosomal protein, plays a crucial role in protein synthesis by participating in the assembly and functional dynamics of ribosomes.^[^ ^33^ ^]^ Recent studies have revealed the dysregulated expression and significant roles of RPL6 in various diseases, including cancer, Parkinson's disease, and Plasmodium infection.^[^ ^22^, ^34^, ^35^ ^]^ These studies have also shed light on the extraribosomal functions of RPL6, delineating its participation in disease regulation independent of its conventional role in protein translation. It has been reported that RPL6 could bind to and inhibit the E3 ubiquitin ligase activity of HDM2, which in turn stabilizes and activates p53 to decelerate cell cycle progression.^[^ ^23^ ^]^ In gastric cancer cells, RPL6 promotes cell growth and cell cycle progression via the upregulation of cyclin E.^[^ ^25^ ^]^ Interestingly, RPL6 can be recruited to DNA damage sites in a poly (ADP‐ribose) polymerase (PARP)‐dependent manner and directly interacts with histone H2A, underscoring its critical involvement in the DNA damage response (DDR).^[^ ^21^ ^]^ In this study, RPL6 expression was significantly upregulated in HCC tissues with extrahepatic metastasis and strongly correlated with poorer prognosis in HCC patients. RPL6 knockout diminished the invasive ability of HCC cells in vitro and in vivo, confirming that RPL6 is a key driver of HCC metastasis. Given the recent classification of RPL6 as an RBP that orchestrates cellular functions through interactions with target molecules, we combined RNA‐seq and RIP‐seq data to examine the direct targets of RPL6 in HCC cells and ultimately focused on HMGCS1, a key enzyme in the mevalonate pathway of cholesterol synthesis.^[^ ^36^, ^37^ ^]^ We further revealed that RPL6 directly bound to HMGCS1 mRNA and increased its stability, revealing a novel extraribosomal function of RPL6 in the regulation of HCC metastasis.

The aberrant activation of cholesterol biosynthesis constitutes a distinct hallmark of tumors and plays a pivotal role in tumor development.^[^ ^38^ ^]^ It facilitates the synthesis of lipids necessary for constructing cell membranes in rapidly proliferating tumor cells and conducting essential signaling cascades.^[^ ^39^ ^]^ Several enzymes involved in the biosynthesis of cholesterol have been shown to be dysregulated in various cancers. HMGCR and SQLE, two rate‐limiting enzymes in the pathway, are significantly upregulated in various types of tumors and act as promoters of tumor proliferation and metastasis.^[^ ^40^, ^41^ ^]^ Moreover, the aberrant expression of several enzymes, such as HMGCS1, FDPS, ACAT2, and FDFT1, is significantly correlated with aggressive tumor phenotypes and poor clinical outcomes.^[^ ^42^, ^43^ ^]^ Cholesterol and its metabolic byproducts, including cholesterol esters and oxysterols, have been recognized as crucial metabolites that contribute to tumor cell proliferation and metastasis.^[^ ^44^ ^]^ However, the role of cholesterol in HCC progression remains inconsistent. Numerous studies have revealed that HCC cells typically upregulate cholesterol biosynthesis and uptake, and reduce cholesterol export and excretion, to acquire enough building blocks for proliferation, metastasis, and drug resistance.^[^ ^39^ ^]^ However, another study revealed that a cholesterol‐rich diet increased the relocation of CD44 in membrane lipid rafts, thereby limiting HCC metastasis.^[^ ^45^ ^]^ Our study here unveils a previously unappreciated upregulation of cholesterol biosynthetic pathway driven by high RPL6 expression, augmenting HMGCS1 in HCC cells, leading to increase intracellular cholesterol levels. Indeed, Cholesterol treatment markedly enhanced the tumor growth and invasive ability of HCC cells with low‐metastatic potential both in vitro and in vivo, while either cholesterol depletion by MβCD or de novo cholesterol synthesis blockade by simvastatin impaired the effect of cholesterol on HCC cells. These findings revealed that cholesterol acts as an important oncometabolite in HCC tumorigenesis and metastasis. Moreover, the addition of cholesterol significantly restored the migration and invasion ability of RPL6‐knockout or HMGCS1‐knockdown cells. These results demonstrated that intracellular cholesterol level mediated by HMGCS1, at least in part, is responsible for the prometastatic function of RPL6. We could not rule out the possibility that other metabolic pathways or metabolites may participate in the protumorigenic function of RPL6, warranting further investigations.

Cholesterol is an essential biomolecule involved not only in the maintenance of membrane permeability and fluidity, but also acts as a signaling molecule in the modulation of many signaling pathways.^[^ ^46^ ^]^ Cholesterol can bind to and induce a conformational alteration in FAF2, promoting the assembly of the SNHG6–FAF2–mTOR complex and thereby activating the mTORC1 kinase cascade to accelerate HCC proliferation.^[^ ^47^ ^]^ Additionally, cholesterol directly interacts with Smoothened (SMO), facilitating SMO cholesterylation, which in turn triggers the allosteric activation of SMO and the activation of the Hedgehog signaling pathway.^[^ ^48^, ^49^ ^]^ Furthermore, cholesterol directly binds to the transmembrane domain of PD‐L1 and stabilizes the PD‐L1 protein, which aids in immune evasion in cancer cells.^[^ ^50^ ^]^ Moreover, the interaction of cholesterol with Frizzled5 (Fzd5), which leads to Fzd5 palmitoylation and plasma membrane localization, induced the activation of the Wnt/β‐catenin signaling pathway to promote tumor growth.^[^ ^51^ ^]^ These findings indicate that cholesterol serves as a signaling molecule, binding to proteins and modulating their conformation, stability, enzymatic activity, and posttranslational modifications. In this study, a direct interaction between cholesterol and HIF‐1α was evidenced by MST and molecular docking analyses. And our study has revealed that cholesterol plays a pivotal role in the modulation of multiple critical pathways, especially in regulating the stability of HIF‐1α protein, which subsequently influences multiple steps within the metastatic cascade of HCC cells, including affecting cytoskeleton remodeling, epithelial‐mesenchymal transition (EMT), promoting tumor angiogenesis, and facilitating tumor immune evasion.^[^ ^52^, ^53^ ^]^ This enhancement is positively correlated with the metastatic potential of HCC. Overall, our data linked cholesterol metabolism, intratumor hypoxia, and HIF‐1α expression, which could endow HCC cells with increased metastatic ability.

In summary, we used the DNB method based on a pulmonary metastasis HCC mouse model and identified RPL6 as a core DNB member for metastasis initiation. Elevated RPL6 expression was found in HCC tissues with extrahepatic metastasis, and RPL6 overexpression promoted HCC growth and metastasis. Mechanistically, RPL6 interacts with the HMGCS1 mRNA 3′UTR to increase its mRNA stability, leading to increased cholesterol levels. Increased cholesterol promotes cancer metastasis in HCC by stabilizing HIF‐1α protein (Figure 8i). We propose that RPL6 represents an important biomarker of the initiation of metastasis and a potential therapeutic target for the treatment of HCC.

## 4. Experimental Section

### Cell Culture

The Huh7 and HLE human HCC cell lines were purchased from the Health Science Research Resource Bank. MHCC97H cells were obtained from the Liver Cancer Institute of Zhongshan Hospital of Fudan University (Shanghai, China). The PLC/PRF/5 and HEK293 FT cell lines were purchased from American Type Culture Collection (ATCC). All cell lines were cultured in Dulbecco's modified Eagle's medium (DMEM) at 37 °C in a 5% CO_2_ incubator. The medium was supplemented with 10% FBS and 1% penicillin/streptomycin. These cell lines were routinely authenticated and were free of mycoplasma contamination. For hypoxia conditions, cells were cultured in a low oxygen incubator equilibrated with certified gas containing 1% O_2_, 5% CO_2_, and 94% N_2_.

### Antibodies, Plasmids, and Other Reagents

The following antibodies were used in this study: anti‐RPL6 (NBP2‐20216; Novus Biologicals; 1:300), anti‐FLAG‐tag (F1804; Sigma; 1:5000), anti‐HMGCS1 (17643‐1‐AP; Proteintech; 1:3000, sc‐373681; Santa Cruz; 1:400), anti‐SREBP2 (28212‐1‐AP; Proteintech; 1:2000), anti‐VHL (24756‐1‐AP; Proteintech; 1:2000), anti‐MDM2 (27883‐1‐AP; Proteintech; 1:3000), anti‐FBWX7 (28424‐1‐AP; Proteintech; 1:2000), anti‐RACK1 (27592‐1‐AP; Proteintech; 1:3000), anti‐HIF‐1α (36169S; CST; 1:1000), anti‐ubiquitin (3936S; CST; 1:1000), anti‐IgG (3900S; CST; 1:1000), goat anti‐rabbit IgG‐HRP (NA934v; GE Healthcare; 1:3000), goat anti‐mouse IgG‐HRP (NA931v; GE Healthcare; 1:5000), and anti‐GAPDH (51332S; CST; 1:10000).

All lentivirus‐driven short hairpin RNAs (shRNAs) against target genes were purchased from GeneChem Co., Ltd. (Shanghai, China). The coding sequence (CDS) of RPL6 was acquired from Youbao Biotechnology (China) and cloned and inserted into the p3 × FLAG‐CMV‐7.1 vector. Lentiviruses overexpressing RPL6 and HMGCS1 were purchased from GeneChem Co., Ltd., and subcloned and inserted into the pCDH‐EF1‐copGFP‐T2A‐Puro vector (72263, Addgene). The RPL6, HMGCS1, and HIF‐1α truncation plasmids and the pGL3‐derived reporter vector were obtained from Youbao Biotechnology (China). The ODD‐luciferase reporter plasmid was purchased from Addgene (18965). All sequences are listed in Table S4 (Supporting Information).

TRNzol (DP405, TIANGEN), MG‐132 (HY‐13259, MCE), T4 DNA ligase (M0202, BioLabs), DyLight 488 phalloidin (12935S, CST), DAPI (D1306, Thermo), puromycin (S7417, Selleck), PYR41 (S7192, Selleck), mitomycin C (S8146, Selleck), actinomycin D (S8964, Selleck), cycloheximide (97064‐722, Amresco), filipin III (HY‐N6718, MCE), cholesterol (C4951, Sigma), MβCD (C4555, Sigma), Simvastatin (HY‐17502, MCE), SYTOX Deep Red (P36990, Invitrogen), SYBR Green (Bio‐Rad), BeyoECL Plus (P0018S, Beyotime), and Lipofectamine 3000 (L3000001, Invitrogen) were obtained from the indicated vendors.

### Orthotopic Liver Xenograft Tumors

To construct an in vivo orthotopic mouse model of HCC, BALB/c nude mice (male, 6–8 weeks of age) were purchased from Cavens Biogle (Suzhou, China). To establish orthotopic transplantation HCC models, 1 × 10^7^ HCC cells with stable expression of the indicated genes in 50% Matrigel (356234, Corning) were orthotopically injected into the left lateral lobe of the liver. Mice were sacrificed at 8 weeks after implantation, and tumor volumes were determined by external measurements and calculated according to the following equation: V = [L × W2] × 0.5 (V = volume, L = length, and W = width). The metastatic lung tumor nodules and foci were counted using H&E staining. The animal studies were performed in strict accordance with the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines, and all the experimental procedures were approved by the Experimental Ethics Committee of Chongqing Medical University (IACUC‐CQMU‐2023‐0382).

For the orthotopic mouse model of MHCC97H‐GFP for lung metastasis of HCC, after orthotopic tumor implantation with GFP‐tagged MHCC97H (MHCC97H‐GFP) cells, the mice were euthanized and dissected at the second, third, fourth and fifth weeks, and liver tumors and lung tissues were analyzed by fluorescence imaging (IVIS Spectrum; PerkinElmer, USA). The liver tumors collected at the indicated time points were immediately frozen in liquid nitrogen for the assessment of genome‐wide expression; mouse serum was used to detect metabolite changes; and H&E staining was used to examine orthotopic tumor formation and lung metastasis.

To investigate the effect of cholesterol on HCC metastasis, orthotopic model mice were fed a normal diet (ND) or 2% high‐cholesterol diet (HCD) (D12492, Research Diets, New Brunswick, NJ). To further confirm whether a cholesterol inhibitor (MβCD) could reverse the metastasis‐promoting effects of cholesterol in vivo, HCD‐fed mice were injected intraperitoneally (i.p.) with MβCD (10 mg/kg) every two days. Tumor volumes and metastatic nodules were monitored after six weeks of treatment. Serum glucose and lipids were measured by using an autoanalyzer (IDEXX Catalyst, USA). For the glucose tolerance test, an intraperitoneal glucose tolerance test (IPGTT) was performed. Mice were fasted overnight without food or feces. Then, the mice were injected intraperitoneally with 20% glucose solution (2 g/kg). Blood from the tail vein was taken before and at 15, 30, 60 and 120 min after glucose injection, and blood glucose was measured by a glucometer.

To elucidate the antitumor effects of PLGA‐siRPL6/NPs in vivo, an orthotopic mouse model was created as described above. Two weeks after tumor implantation, PBS, blank NPs, free siRPL6 or PLGA‐siRPL6/NPs at a dose of 2.5 mg/kg were injected into the mice via the tail vein every two days. Then, the weight and volume of the tumors and the number of pulmonary tumors were measured until six weeks after injection.

### RNA‐Seq Analysis for Identifying Critical Tipping Points and Dynamic Network Biomarkers of the Initiation of Metastasis

In this study, the DNB method was applied to identify the critical state and key DNB molecules involved in the initiation of HCC metastasis. DNBs satisfied the following three criteria: 1) the standard deviation (SD_in_) of the dominant group of molecules significantly increased; SD_in_ represents the average standard deviation of all genes in the DNB group; 2) the Pearson's correlation coefficient (PCC_in_) of this dominant group of molecules (expression level) significantly increased; PCC_in_ represents the average Pearson's correlation coefficient of all gene pairs in the DNB group (absolute value); and 3) the Pearson correlation coefficient between this dominant group of molecules and other groups (PCC_out_) rapidly decreased; and PCC_out_ represents the average Pearson correlation coefficient between this dominant group of molecules and other groups (absolute value). The quantitative indicator CI (criticality index) is defined by the combination of std, Inpcc, and Outpcc, which can be used as a numerical signal for the DNB method. When the CI peaks at each period, the gene network is at a critical period or tipping point (CI = $\sqrt{\mathrm{size}}\frac{\mathrm{PCCin}}{\mathrm{PCCout}}$ *SD_in_*, size is the number of DNB genes).

Based on the above model, we collected HCC tissues from a pulmonary metastasis HCC mouse model at a series of time points (W2, W3, W4, and W5; n = 3) for RNA sequencing (RNA‐seq). To identify the DEGs, we compared the intensity of gene expression among the samples at various time points (W3/W2, W4/W2, and W5/W2) using the Limma R package. Subsequently, we used the Tcseq package to perform gene expression pattern clustering analysis of DEGs combined with the R package BioTip (which encapsulates the DNB algorithm) to identify 142 key DNB genes at the critical tipping point (W4) and performed PPI network interoperability analysis through the STRING database to obtain 1895 interoperating DEGs with DNB genes; this group of DEGs was referred to as the DNB‐neighbor DEGs. Furthermore, we aggregated the DNB‐neighbor DEGs before the biological tipping point (W3/W2, W4/W2) and the metastasis‐associated genes in the HCMDB database, obtaining 320 metastasis‐specific DNB‐neighbor DEGs. Then, the DNB genes were analyzed for correlations with metastasis‐specific DNB‐neighbor DEGs, and the numbers of gene pairs with high correlations were counted (abs(cor)>0.8, and *P* < 0.05). For further functional analysis of the core DNB genes, we combined 163 KEGG‐annotated metastasis‐associated signaling pathways reported in previous research,^[^ ^7^ ^]^ and the correlation between the DNB genes and KEGG pathways was analyzed by GSVA. Abs(cor)>0.5, *P* < 0.05 was considered to indicate a significant correlation. To construct a network showing the dysregulation of DNB genes and metastasis‐associated genes, we determined the correlation between the expression levels of target DNB genes and metastasis‐associated genes. |Pearson correlation coefficient|>0.7 and *P* <0.05 were considered to indicate statistical significance.

### Patient Tissues

Human primary HCC tissues and adjacent nontumor (NT) tissues (24 MFH and 24 EHMH samples) were surgically resected from patients at the First Affiliated Hospital of Chongqing Medical University (Chongqing, China). The adjacent NT tissues were at least 2 cm away from the matched HCC tissues. Fresh specimens were immediately frozen in liquid nitrogen and stored at ‐80 °C for analysis. Tumors were homogenized in TRIzol (for quantitative real‐time PCR) or whole‐cell elution buffer (for western blotting) and analyzed for targeted gene mRNA and protein expression. For immunohistochemistry, the samples were fixed in formalin and embedded in paraffin. The use of human samples was approved by the Ethics Committee of Chongqing Medical University (Approval Number: 2 023 046). Informed consent was obtained from each patient involved in the study.

### Quantitative Real‐Time PCR (qPCR)

Total RNA was extracted using TRIzol reagent (Tiangen, China) following the manufacturer's instructions, and cDNA was synthesized using an RT Reagent Kit (Tiangen, China). Then, quantitative real‐time PCR was carried out with SYBR Green with specific primers. The following cycling parameters were used: 95 °C for 3 min, 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 20 s for 40 cycles, with an extension step of 72 °C for 5 min. The 2^‐∆∆Ct^ method was used to determine relative fold changes in target gene expression. β‐Actin was used as an internal control for normalization. All experiments were performed in duplicate. The sequences of primers used are listed in Table S4 (Supporting Information).

### Western Blot

Total protein was extracted from cells or tissues using RIPA buffer supplemented with protease inhibitor cocktail (0 469 313 2001, Roche). Protein concentrations were determined with a BCA protein assay kit (23 227, Thermo, USA). The samples were separated by SDS‐PAGE and transferred onto PVDF membranes (Merck Millipore, USA). The membranes were incubated in 5% nonfat milk in TBST for 2 h at room temperature to block nonspecific binding sites, after which the membranes were incubated with the indicated primary antibodies at 4 °C overnight. After being washed with TBST 3 times, the membranes were incubated with species‐specific HRP‐conjugated secondary antibodies followed by incubation in ECL reagent (WBKLS0500, Millipore, Massachusetts, USA). The protein levels were first normalized to those of GAPDH and subsequently to those of the experimental controls.

### Immunohistochemistry

IHC was performed on 4‐µm‐thick paraffin‐embedded sections. Tissue specimens were deparaffinized in xylene and rehydrated in decreasing concentrations of ethanol, followed by antigen retrieval with sodium citrate buffer. Then, endogenous peroxidase activity was blocked with 3% H_2_O_2_ for 10 min at room temperature. The sections were blocked with 10% normal goat serum for 1 h at room temperature and incubated with specific primary antibodies overnight at 4 °C. The slides were incubated with horseradish peroxidase (HRP)‐conjugated secondary antibody at RT for 30 min, developed in 3,3′‐diaminobenzidine substrate under a microscope, and counterstained with hematoxylin. The immunohistochemical staining scores were calculated by multiplying the staining intensity (0, negative; 1, weak; 2, moderate; 3, strong) by the percentage of positive staining (0, 0%; 1, ≤10%; 2, 10–50%; 3, ≥50%). Images were taken with a Pannoramic MIDI Slide scanner (3D HISTECH, Hungary).

### Lentivirus Transduction and Cell Line Construction

Lentiviruses were produced by transfecting HEK293FT packaging cells with lentiviral transducing plasmid (10 µg), the psPAX2 packaging plasmid (12 260, Addgene, 5 µg), and the pMD2. G envelope plasmid (12 259, Addgene, 7.5 µg) using Lipofectamine 3000 transfection reagent (Invitrogen). Lentiviral supernatants were collected 2 days after transfection and filtered through a 0.45‐µm filter. HCC cells were transduced with viral supernatants supplemented with 8 µg/mL polystyrene and screened with puromycin for 7–14 days.

For the construction of RPL6‐knockout HCC cell lines, gene‐specific sgRNA oligos of RPL6 were cloned and inserted into the lentiCRISPR v2 vector (52 961, Addgene) using the CRISPR/Cas9 system. RPL6 sgRNA was designed by using the CRISPR Design Tool (http://crispr.mit.edu/) and ligated into the lentiCRISPR V2 vector at the BSMBI digestion site. RPL6 protein expression in CRISPR‐knockout experiments was evaluated by western blot after 14 days of selection with puromycin, and TA cloning was used to confirm the knockout efficiency.

For the construction of RPL6‐ or HMGCS1‐overexpressing HCC cell lines, RPL6 or HMGCS1 lentiviral expression constructs were prepared using standard molecular cloning techniques with the pCDH‐EF1‐copGFP‐T2A‐Puro vector (72 263, Addgene). Amplified fragments and the empty pCDH‐EF1‐copGFP‐T2A‐Puro vector were digested with EcoRI (R3101S, NEB) and BamHI (R3136S, NEB), respectively. Vectors expressing target genes were transfected into 293FT packaging cells to produce virus‐containing supernatants for HCC cell transduction, followed by screening with puromycin for 14 days.

To establish RPL6‐ or HMGCS1‐knockdown HCC cells, lentivirus‐driven short hairpin RNAs (shRNAs) were purchased from GeneChem Co., Ltd. (Shanghai, China). Gene silencing efficiency was determined by western blot and qRT‒PCR.

### Cell Proliferation and Colony Formation Assay

Cell proliferation was assessed by CCK‐8 assay kits (HY‐K0301, MCE) in different HCC cell lines. Briefly, cells subjected to different treatments suspended in 200 µL of medium were seeded at 2000 cells per well in 96‐well plates. After incubation, 10 µL of CCK8 solution in 100 µL of medium was added to each well, following incubation for 1, 2, 3, or 4 days, after which the cells were incubated at 37 °C for 2 h. The absorbance at 450 nm was measured using a microplate reader (Epoch, BioTek).

For the colony formation assay, treated cells were suspended in growth medium at a density of 1000 cells/mL. Then, 2 mL of cell suspension medium was added to 6‐well plates. After incubation at 37 °C for 2–3 weeks, the cells were washed with PBS twice and fixed with 4% paraformaldehyde before staining with crystal violet. Colonies with diameters greater than 1.0 mm were counted and statistically analyzed.

### Invasion and Migration Assay

For the transwell assay, after incubation in 5 µg/mL mitomycin‐C for 2 h, 1 × 10^6^ cells resuspended in DMEM were seeded in the upper transwell chamber, which had an 8 µm diameter pore membrane coated with (migration assay) or without (invasion assay) Matrigel (356 234, Corning), and the lower chamber was filled with 0.7 mLof complete DMEM (10% FBS, 1% penicillin‒streptomycin solution). After incubation for 24 h at 37 °C, the cells were fixed in 4% paraformaldehyde and stained with 0.1% crystal violet. Then, the membranes were fixed to slides with neutral resin, and the migrated cells were counted under a microscope.

For the wound‐healing assay, 1 × 10^6^ cells were seeded in 6‐well plates and incubated until they reached 80% confluence. Then, the cells were treated with 5 µg/mL mitomycin‐C for 2 h, and the monolayer was disrupted with a pipette. The suspended cells were washed with PBS, and 2 mL of complete growth medium was added to the wells. Images were taken at 0 and 48 h under a phase‐contrast microscope. The migration rate was calculated as the wound width.

To assess the effect of cholesterol on the migratory and invasion of HCC cells, the cells were treated with cholesterol (10 µM) (C4951, Sigma) for 24 h, and for methyl‐β‐cyclodextrin (MβCD) treatment, the cells were incubated with complete medium supplemented with MβCD (5 mM) (C4555, Sigma) for 2 h and then washed with PBS twice, followed by the indicated experiments.

### Gelatin Invadopodia Assay

The QCM gelatin invadopodia assay (ECM671, Sigma) was performed according to the manufacturer's protocol to assess the ability of HCC cells to form invadopodia and degrade the matrix. Briefly, slides were treated with polylysine (room temperature, 20 min) and then fixed with glutaraldehyde solution (room temperature, 15 min). After incubation with a prewarmed fluorescent gelatin mixture (Cy3‐gelatin/unlabeled gelatin 1:5, incubated at room temperature for 15 min), the slides were then sterilized with 70% ethanol (room temperature, 30 min), and cell cultures were prepared in DMEM (room temperature, 30 min) to quench free aldehydes. HCC cells subjected to the indicated treatments were seeded on the gelatin‐coated slides and incubated in the dark for 48 h. After the cells were fixed with 4% paraformaldehyde, they were stained with FITC‐phalloidin and DAPI to visualize the colocalization of gelatin degradation and cellular features. The samples were observed using confocal microscopy (Leica, Wetzlar, Germany), and images were captured. The localized degradation of the area colocalized with invadopodia and gelatin was used to assess the matrix degradation ability of the invadopodia, and the degradation of the gelatin area was determined by using ImageJ.

### F‐Actin Staining

Cells were seeded on slides in 12‐well plates, and after the indicated treatments, the cells were washed 3 times with PBS, fixed with 4% paraformaldehyde for 15 min and permeabilized with 0.5% Triton‐100 for 10 min. Then, the cells were stained with DyLight 488 phalloidin (1:40) for 10 min at room temperature to visualize F‐actin, and the nuclei were stained with DAPI for 20 min in the dark. Then, the sections were sealed with an anti‐fluorescence quenching agent, and images were captured by confocal microscopy (Leica, Wetzlar, Germany). The number of cells with lamellipodia was counted by ImageJ software.

### Hepatocyte‐Specific RPL6 Knockout Mice

Hepatocyte‐specific RPL6 knockout mice were used. RPL6^flox/flox^ (Flox) and Alb‐Cre mice were purchased from Shanghai Biomodel Organism Science & Technology Development Co., Ltd. (Shanghai, China). Hepatocyte‐specific RPL6 knockout (RPL6^HKO^) mice were generated by crossing RPL6^flox/flox^ (Flox) mice with Alb‐Cre mice.

For the DEN‐induced hepatocarcinogenesis model, 4‐ to 6‐week‐old RPL6^HKO^ mice and RPL6^flox/flox^ control littermates were injected intraperitoneally with DEN (25 mg/kg body weight, N0756, Sigma‒Aldrich,), and then, the mice were injected weekly with CCl_4_ (1 mL/kg body weight, mixed in olive oil at a ratio of 1:9, 488 488, Sigma‒Aldrich) starting 4 weeks after the initial DEN injection. Ten months later, the mice were sacrificed, and liver and lung tissues were separated into individual lobes to count tumor nodules on the tissue surface. The tissues were histopathologically analyzed via histological hematoxylin‐eosin (H&E) staining after fixation with 4% paraformaldehyde.

To study the effect of HMGCS1 on HCC metastasis, RPL6^HKO^ mice treated with DEN for 10 months were injected with AAV8‐GFP or AAV8‐HMGCS1 (1 × 10^11^ viral genomes in 200 µL of saline) via the tail vein. Eight weeks after the injection, the mice were euthanized, and tumor growth in the liver and lungs was collected and quantified. The animal studies were performed in strict accordance with the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines, and all the experimental procedures were approved by the Experimental Ethics Committee of Chongqing Medical University (IACUC‐CQMU‐2023‐0382).

### RNA Immunoprecipitation (RIP)

RNA immunoprecipitation was performed with the Magna RIPTM RNA‐Binding Protein Immunoprecipitation Kit (17‐701, Millipore) according to the manufacturer's instructions. Briefly, 1) HCC cells were transfected with a FLAG‐tagged plasmid expressing the RPL6 gene or an untagged plasmid (vector) for 48 h, collected from a 10 cm dish at 90% confluence via cell scrapers, washed twice with cold PBS, lysed in 200 µL of complete RIP Lysis Buffer on ice for 5 min and centrifuged at 12,000 rpm for 30 min. Then, the supernatants were collected and stored at −80 °C. 2) For the preparation of magnetic beads, 50 µL of magnetic beads was transferred to each tube, the beads were washed with 100 µL of RIP Wash Buffer and then resuspended in 100 µL of RIP Wash Buffer. Then, 5 µg of the indicated antibodies was added and incubated with the resuspended beads for 30 min at room temperature. 3) The cell lysates (from step 1) were quickly thawed and centrifuged at 14 000 rpm for 10 min at 4 °C. Then, 100 µL of RIP lysate was removed and added to the bead‐antibody complex, which was subsequently resuspended in 900 µL of RIP immunoprecipitation buffer (from step 2). Then, 10 µL of the supernatant of the RIP lysates was removed, and the proteins were stored as input samples. Then, the RIP immunoprecipitation mixture was incubated at 4 °C overnight. 4) For the purification and analysis of RNA, associated RNA‒protein complexes were collected and washed 6 times with RIP Wash Buffer, subjected to proteinase K digestion, and isolated with phenol, chloroform, and isoamyl alcohol. The relative interaction between protein and RNA was detected by real‐time PCR and normalized to the input and negative IgG controls.

### Dual‐Luciferase Assay

The 5′UTR, coding sequence (CDS), 3′UTR and other fragments of HMGCS1 mRNA with the KpnI or SacI restriction enzyme digestion site were amplified, cloned and inserted into a dual‐luciferase pGL3‐derived reporter vector. The 4xHRE‐luciferase reporter plasmid was purchased from Youbao Biotechnology (China), and the ODD‐luciferase reporter plasmid consisting of the hydroxyl‐dependent degradation region of HIF‐1α was purchased from Addgene (18 965). HCC cells were seeded in 12‐well plates and transfected with the luciferase vectors and Renilla vector as loading controls. After transfection for 24 h, the cells were analyzed for luciferase levels with the Dual‐Luciferase Reporter Assay System (E1910, Promega, USA) according to the manufacturer's instructions. The firefly luciferase activity values were determined by a GloMax microplate luminometer, and the transfection efficiencies were normalized to the Renilla luciferase activity.

### Nascent RNA Synthesis Assay

RPL6‐knockdown or RPL6‐overexpressing HCC cells were incubated with 0.5 mM 5‐ethynyl uridine (5‐EU) for 2 h before harvesting. The newly synthesized EU‐labeled RNA was purified from total RNA, and the EU‐labeled HMGCS1 RNAs were quantified by RT‒qPCR following the protocols of the Click‐iT Nascent RNA Capture Kit (MP10365, Thermo).

### RNA Stability

To measure RNA stability in HCC cell lines, 5 µg/mL actinomycin D (Act. D, S8964, Selleck) was added to the HCC cells. The cells were incubated in 6‐well plates and collected after treatment with Act. D at the indicated times. Then, RNA was isolated for qRT‒PCR, and β‐actin was used as an internal control for normalization.

### RNA Pull‐Down Assay

The HMGCS1 RNA probes (50 pmol) were transcribed in vitro using the T7 In Vitro Transcription Kit, and then, biotin RNA was used to label HMGCS1 mRNA and its truncations according to the manufacturer's protocol (20 163, Thermo). Then, 100 pmol of biotinylated RNA was chemically coupled to streptavidin‐conjugated magnetic beads (50 µL) for 2 h at room temperature (20 164, Thermo). Then, 500 µg of total protein extracted from Huh7 cells was added to the RNA‐loaded beads, and the mixture was incubated at 4 °C overnight. The beads were briefly washed three times with binding wash buffer. Precipitated proteins were eluted with 40 µl of protein lysis buffer. Proteins were detected by SDS‒PAGE. The truncated HMGCS1 3′UTR primers used for in vitro transcription are shown in Table S4 (Supporting Information).

### RNA Electrophoretic Mobility Shift Assay (REMSA)

Biotin‐labeled RNA probes for HMGCS1 mRNA were prepared as described for the RNA pull‐down assay. Protein‒mRNA complexes were separated by REMSA on 8% polyacrylamide gels for 45 min and then transferred to nylon membranes for further analysis. The validation of protein‒mRNA interactions was performed using the LightShift Chemiluminescent RNA EMSA Kit (Thermo Fisher Scientific, Inc.) according to the manufacturer's protocol.

### Untargeted Lipidomics Analysis

For samples of cultured cells, 1 × 10^7^ HCC cells subjected to the indicated treatments (n = 4) were harvested using a cell scraper and washed three times with cold PBS. Then, the cells were homogenized in 450 µl of methanol/Milli‐Q H_2_O (v/v = 1:1) and centrifuged at 14000 × g for 10 min at 4 °C. The upper organic phase was transferred to a new tube and dried with nitrogen. For serum samples, 100 µL of mouse serum was collected (n = 5) and subjected to lipid extraction using MBHT extraction solvent. All the samples were dissolved in 200 µl of isopropanol/methanol solution (v/v = 1:1) for mass spectrometry analysis. ESI‐positive and ESI‐negative ion modes were used for the detection of metabolites. The samples were analyzed by using an HPLC system (1260 series, Agilent Technologies) and mass spectrometer (Agilent 6460, Agilent Technologies), and the data analysis was supported by Shanghai Applied Protein Technology Co., Ltd.

### Cholesterol Concentration Assay

Cellular cholesterol levels were measured with an Amplex Red Cholesterol Assay Kit (A12216, Invitrogen) according to the manufacturer's instructions. In brief, HCC cells subjected to the indicated treatments were plated in 6 cm dishes, and cells were harvested, washed in cold PBS, centrifuged, and extracted using chloroform‐methanol (v/v, 2:1) in a microhomogenizer. Then, the cholesterol concentrations were evaluated according to the manufacturer's instructions. A cholesterol standard curve was determined using a cholesterol standard diluted at various concentrations in reaction buffer. The amount of cholesterol ester was calculated by subtracting the amount of free cholesterol from the amount of total cholesterol. The cholesterol concentration in serum or tissues was also measured using a cholesterol assay kit according to the manufacturer's instructions.

The free cholesterol content in cells was analyzed by filipin III staining. Briefly, HCC cells subjected to the indicated treatments were seeded on slides in 12‐well plates at a density ranging from 50 to 60%. Then, the cells were harvested, fixed with 4% paraformaldehyde, and incubated with 0.05 mg/mL filipin III (HY‐N6718, MCE) for 4 h at room temperature. After the cells were washed three times with PBS, the nuclei were stained with SYTOX Deep Red (P36990, Invitrogen), and the cell slides were sealed. Filipin III staining of the cells was observed using a Leica confocal microscope (excitation wavelength of 340–380 nm, emission wavelength of 385–470 nm). Filipin staining was quantified using ImageJ software. For flow cytometry analysis, the treated cells were harvested and fixed with 4% paraformaldehyde for 15 min at room temperature, stained with 0.05 mg/mL filipin III for 30 min at room temperature, and then analyzed by flow cytometry after being washed three times with wash buffer. The fluorescence intensity was analyzed by FlowJo 10 software. For the LC‒MS analysis of cholesterol, serum samples from HCC patients were prepared by extraction, hydrolysis, derivatization, and washing; the methods for the identification and quantification of the substances were published previously.^[^ ^54^ ^]^

### In Vitro Isotopic Tracing of Cholesterol Biosynthesis

To measure cholesterol biosynthesis, HCC cells were cultured for 24 h in growth medium (tracer media) with 10% LPDS, 25 mM [U^13^C]‐glucose, and 4 mM glutamine. After washing with cold PBS three times, cells were then lysed with EDTA‐trypsin, and cell lysates were collected. The samples were adjusted to aliquots according to total protein level. Sterols were extracted from cells using a modified version of Bligh and Dyer's protocol. Lipid extract was resuspended in 500 µL of ethanol containing 5 µg of butylated hydroxytoluene (BHT). An internal standard cocktail (50 µL) comprising ergosterol (Macklin) was added to the samples. The samples were incubated at 1200 rpm for 15 min at 4 oC. At the end of incubation, 250 µL of MilliQ water and 1 mL of n‐hexane were added. The samples were mixed thoroughly by vortexing and centrifuged at 12 000 rpm for 5 min 4 °C. The Clear upper phase containing oxysterols and sterols in hexane was transferred to a new tube. The extraction was repeated once with another 1 ml of n‐hexane. The pooled extract was dried in a SpeedVac under organic mode. Oxysterols were derivatised to obtain their picolinic acid esters prior to LC/MS analysis on a Shimadzu 40 × 3B‐UPLC coupled to Sciex QTRAP 6500 Plus, and quantitated by referencing to the spiked internal standards as previously described.^[^ ^55^ ^]^ Labeling on cholesterol is depicted as ^13^C mole percent enrichment (MPE) from [^13^C]‐glucose relative to the control condition. Cholesterol analysis was conducted at LipidALL Technologies. Source data were provided in Table S5 (Supporting Information).

### Proteomics Analysis

Huh7 cells or RPL6‐knockout MHCC97H were treated with cholesterol (10 µM) for 24 h at 37 °C, harvested, and sonicated 3 times on ice in lysis buffer. Then, the protein concentration was determined with a BCA kit. The protein solution was reduced with 5 mM dithiothreitol for 30 min at 56 °C and alkylated with 11 mM iodoacetamide for 15 min at room temperature in the dark. Then, the protein sample was diluted by adding 100 mM TEAB to a urea concentration less than 2 M and processed using a TMT kit according to the manufacturer's protocol. The released peptides were subjected to LC‒MS/MS identification and quantification on a mass spectrometer (Thermo Fisher Scientific) with a Finnigan Nanospray II electrospray ionization source. The resulting MS/MS data were processed using the MaxQuant search engine v.1.5.2.8 (www.maxquant.org), and tandem mass spectra were searched against the human UniProt database (http://www.ebi.ac.uk/UniProt/), which was concatenated with a reverse decoy database. Based on the differentially expressed proteins that were identified (those with changes in the protein ratio >1.5, *P* value <0.05), KEGG pathway enrichment analysis was conducted with the KEGG database, and *P* value <0.05 (Fisher's exact test) was considered to indicate statistical significance. Protein‒protein interactions were analyzed using the STRING database, and PPI networks from STRING were visualized using the Cytoscape software. The quantitative proteomic analysis of Huh7 cells was carried out by Jingjie PTM Biolabs Inc. (Hangzhou, China).

### Microscale Thermophoresis Analysis

The interaction between HIF‐1α and cholesterol was measured by using a Monolith NT.115 MST (NanoTemper, Germany) at room temperature. The purified His‐tagged HIF‐1α protein or His‐tagged HIF‐1α^Q352A/K388A^ mutation was diluted with MST buffer to a concentration of 20 nM and labeled with the Monolith His‐Tag Labeling Kit RED‐tris‐NTA 2nd Generation (MO‐L018, NanoTemper). Then, the labeled HIF‐1α (10 µL) was mixed and incubated with cholesterol (10 µL) at different concentrations in the dark for 30 min at room temperature. Subsequently, the mixture was loaded into premium capillaries (NanoTemper Technologies), and the MST measurements were performed at 25 °C and at medium MST power. The Kd values were calculated using the mass action equation available in NanoTemper software (MO. affinity Analysis).

### Coimmunoprecipitation Assay

HCC cells were lysed with RIPA buffer for 20 min and then centrifuged at 4 °C for 10 min. After quantifying the protein concentration, the proteins were removed with protein A/G magnetic beads (88 803, Thermo) for 60 min at 4 °C, and 500 µg of total protein was immunoprecipitated with HIF‐1α (36169S, CST) and precipitated overnight at 4 °C. The negative control rabbit IgG (3900S, CST) was coupled to protein A/G magnetic beads overnight at 4 °C. The immunoprecipitates were washed three times with RIPA lysis buffer and eluted in SDS‒PAGE loading buffer. Then, the supernatants were boiled at 95 °C for 10 min for collection for western blotting.

### Preparation of siRPL6‐Encapsulated Nanoparticles

siRPL6‐encapsulated nanoparticles were prepared using a double emulsion solvent evaporation method as previously described.^[^ ^56^ ^]^ Briefly, 0.2 mg of siRNA was dissolved in 25 µL of ribonuclease‐free H_2_O, and the resulting solution was mixed with 0.5 mL of chloroform containing 25 mg of PEG‐PLGA and 3 mg of DOTAP. The mixture was homogenized using an ultrasonic probe (60% amplitude) on ice for 1 min. The resulting solution was mixed with 5 mL of ribonuclease‐free H_2_O and sonicated (60% amplitude) for 1 min. Finally, the chloroform was removed via rotary evaporation at 37 °C using a rotary evaporator. The NPs were collected by centrifugation at 14 000 rpm for 30 min at 4 °C. Instead of siRNA, cy5‐siRNA was used for preparing fluorescence‐labeled nanoparticles using a previously described method. The particle size and zeta potential were determined using a Malvern Zetasizer Nano ZS unit (Nano ZS90, Malvern, UK). The NP morphologies were characterized using TEM at an accelerating voltage of 200 kV.

### Cellular Uptake of PLGA‐siRNA/NPs

To verify the cellular uptake of siRNA, MHCC97H cells were seeded on coverslips in 12‐well plates and cultured for 24 h until they reached 50–60% confluency. Then, the cells were incubated with PLGA‐Cy5‐siRNA/NPs in DMEM at 37 °C for 2 h. PBS, blank NPs, and free siRNA were used as controls. HCC cells were washed with precooled PBS and fixed in 4% paraformaldehyde solution for 15 min. The nuclei were stained with DAPI, and the cellular uptake of PLGA‐siRNA/NPs was visualized by confocal microscopy.

### Patient‐Derived Xenograft (PDX) Model

PDX mouse model was obtained from the BEIJING IDMO Co., Ltd. To construct a patient‐derived xenograft (PDX) model, fresh HCC tissues obtained from patients were cut into small pieces (1–3 mm^3^) immediately and directly implanted subcutaneously into 6‐week‐old male NOD/SCID IL2rg^‐/‐^ (NSG) mice. When the tumors reached an appropriate volume (400‐600 mm^3^), they were divided into 3 mm^3^ pieces, which were orthotopically implanted into the left lateral lobe of the liver in NSG mice. The orthotopically implanted mice were randomized into groups (n = 5 per group). When the tumors had grown to an appropriate volume at the fourth week, the cells were treated with PLGA‐siRPL6/NPs or PLGA‐siNC/NPs (2.5 mg/kg every 2 days, i.v.) for six weeks. Then, liver tumor volume was measured, and lung metastasized tumor nodules were counted.

### Biodistribution of PLGA‐NPs In Vivo

To evaluate the distribution of PLGA‐NPs, PLGA‐Cy5‐siRNA/NPs were used to reduce the interference of autofluorescence. Orthotopic model mice (6 weeks old) were injected with PBS, free Cy5‐siRNA, or PLGA‐Cy5‐siRNA (200 µL injection of equivalent 40 µg of Cy5‐siRNA per mouse) via the tail vein. One hour post injection, the mice were anesthetized with isoflurane, and fluorescence imaging was performed using an in vivo imaging system (IVIS Spectrum; PerkinElmer, USA).

### Immunofluorescence

HCC cells were seeded on glass coverslips in 12‐well plates and grown to a density of 50–60%. After the indicated treatments, the cells were rinsed in PBS twice, fixed for 15 min with 4% paraformaldehyde, permeabilized with cold PBS supplemented with 0.5% Triton X‐100, and blocked with 5% BSA. The cells were then incubated with the indicated antibodies (1:200 dilution) overnight at 4 °C and with Alexa Fluor 555‐coupled goat anti‐mouse IgG (1:500 dilution) for 1 h at room temperature. Cell nuclei were stained with DAPI solution (1:1000 dilution, Sigma) for 20 min at room temperature, and images were captured with a confocal microscope (Leica, Wetzlar, Germany).

### Multiplex Immunofluorescence Staining

Formalin‐fixed paraffin‐embedded (FFPE) HCC tissue sections were subjected to multiplexed immunofluorescence using a 4‐plex IHC kit (10 079 100 020, Panovue, Beijing, China) according to the manufacturer's instructions, following deparaffinization, rehydration, and epitope retrieval. Primary antibodies against RPL6 (NBP2‐20216, Novus Biologicals, 1:400), HMGCS1 (53‐9003‐82, Invitrogen, 1:400), and HIF‐1α (53‐9003‐82, Invitrogen, 1:400) were used in this experiment. All sections were incubated with horseradish peroxidase‐conjugated secondary antibodies and subjected to tyramide signal amplification. Then, the sections were counterstained with DAPI (D1306, Thermo, 1:1000) for 20 min. The stained sections were imaged with a confocal microscope (Leica, Wetzlar, Germany). Images were quantified using HALO image analysis software (Indica Labs). Six random high‐power fields were used to quantify the ratio of certain cells to the total number of cells.

### Statistical Analysis

The data are presented as means ± SD of at least three independent experiments. All the statistical analyses were conducted using GraphPad Prism 8 (GraphPad) or SPSS 19.0 (SPSS). Statistical analyses and the number of samples (n) were described in detail in each figure. Significance is noted in the figures or figure legends. The data distribution was assumed to be normal, but normality was not formally tested. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications. Comparisons between two groups were performed using two‐tailed unpaired Student's t tests, and when the number of groups was >2, parametric ANOVA was used. Kaplan–Meier curves were used to evaluate the survival of human patients (log‐rank test). The correlation between RPL6 expression and clinicopathological parameters was assessed using the chi‐squared test. *P* <0.05 was considered to indicate statistical significance (*P <0.05; **P <0.01; ***P <0.001; ns: not significant).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

M.Y., S.C., H.G., and S.Z. contributed equally to this work. J.C. conceived the project and designed the study. M.Y., S.C., D.Z., and P.C. performed the experiments and acquisition of data. J.C. and M.Y., S.C., D.Z., X.H., and H.D. analyzed and interpreted data. S.C., H.G., D.Z., H.X., S.Z., W.C., Z.Z. J.R., M.T., H.Z., F.L., and Y.H. provided the materials and technical support. J.C. and M.Y. wrote the paper and critically reviewed the manuscript. S.C., H.G., and D.Z. revised the manuscript. J.C. provided supervision of the study. All authors read and approved the article.

## Supporting information

Supporting Information

## Data Availability

All data that support the findings of this study are available in the manuscript and the supplementary data file. All unprocessed images of western blots and stained agarose gels data are available in the original data file. The row RNA‐seq data generated in this study have been deposited in Gene Expression Omnibus (GEO) under the accession numbers GSE274579 and GSE274574, and in NCBI BioProject database under the accession number PRJNA1146575. The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifiers PXD054740 and PXD064850. The original metabolic profiles have been deposited in Big Sub with the dataset identifiers OMIX010523 and OMIX010599. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: RPL6 Interacts with HMGCS1 to Stabilize HIF‐1α by Promoting Cholesterol Production in Hepatocellular Carcinoma
**Source:** Adv Sci (Weinh). 2025 Jul 12;12(38):e01373. doi: 10.1002/advs.202501373
**Supplement:** Supplementary file 1 — Supporting Information

**Supporting Information**

**RPL6 interacts with HMGCS1 to stabilize HIF-1α by promoting cholesterol production in hepatocellular carcinoma**

Minli Yang^#^, Shengtao Cheng^#^, Huiying Gu^#^, Shan Zhong^#^, Dapeng Zhang, Xin He, Weixian Chen, Haijun Deng, Jihua Ren, Peng Chen, Ming Tan, Hui Zhang, Fan Li, Zhenzhen Zhang^*^, Yuan Hu^*^, Juan Chen^*^

^#^These authors contributed equally to this work.

**Table of contents**

[**Supporting Information** 1](#_Toc201068356)

[**Supporting Fig. 1** 3](#_Toc201068357)

[**Supporting Fig. 2** 4](#_Toc201068358)

[**Supporting Fig. 3** 5](#_Toc201068359)

[**Supporting Fig. 4** 7](#_Toc201068360)

[**Supporting Fig. 5** 9](#_Toc201068361)

[**Supporting Fig. 6** 10](#_Toc201068362)

[**Supporting Fig. 7** 11](#_Toc201068363)

[**Supporting Fig. 8** 13](#_Toc201068364)

[**Supporting Fig. 9** 15](#_Toc201068365)

[**Supporting Fig. 11** 18](#_Toc201068366)

[**Supporting Fig. 12** 20](#_Toc201068367)

[**Supporting Fig. 13** 23](#_Toc201068368)

[**Supporting Fig. 14** 25](#_Toc201068369)

[**Supporting Fig. 15** 28](#_Toc201068370)

[**Supporting Table 1.** 30](#_Toc201068371)

[**Supporting Table 2.** 32](#_Toc201068372)

[**Supporting Table 3.** 33](#_Toc201068373)

[**Supporting Table 4.** 34](#_Toc201068374)

[**Supporting Table 5.** 39](#_Toc201068375)

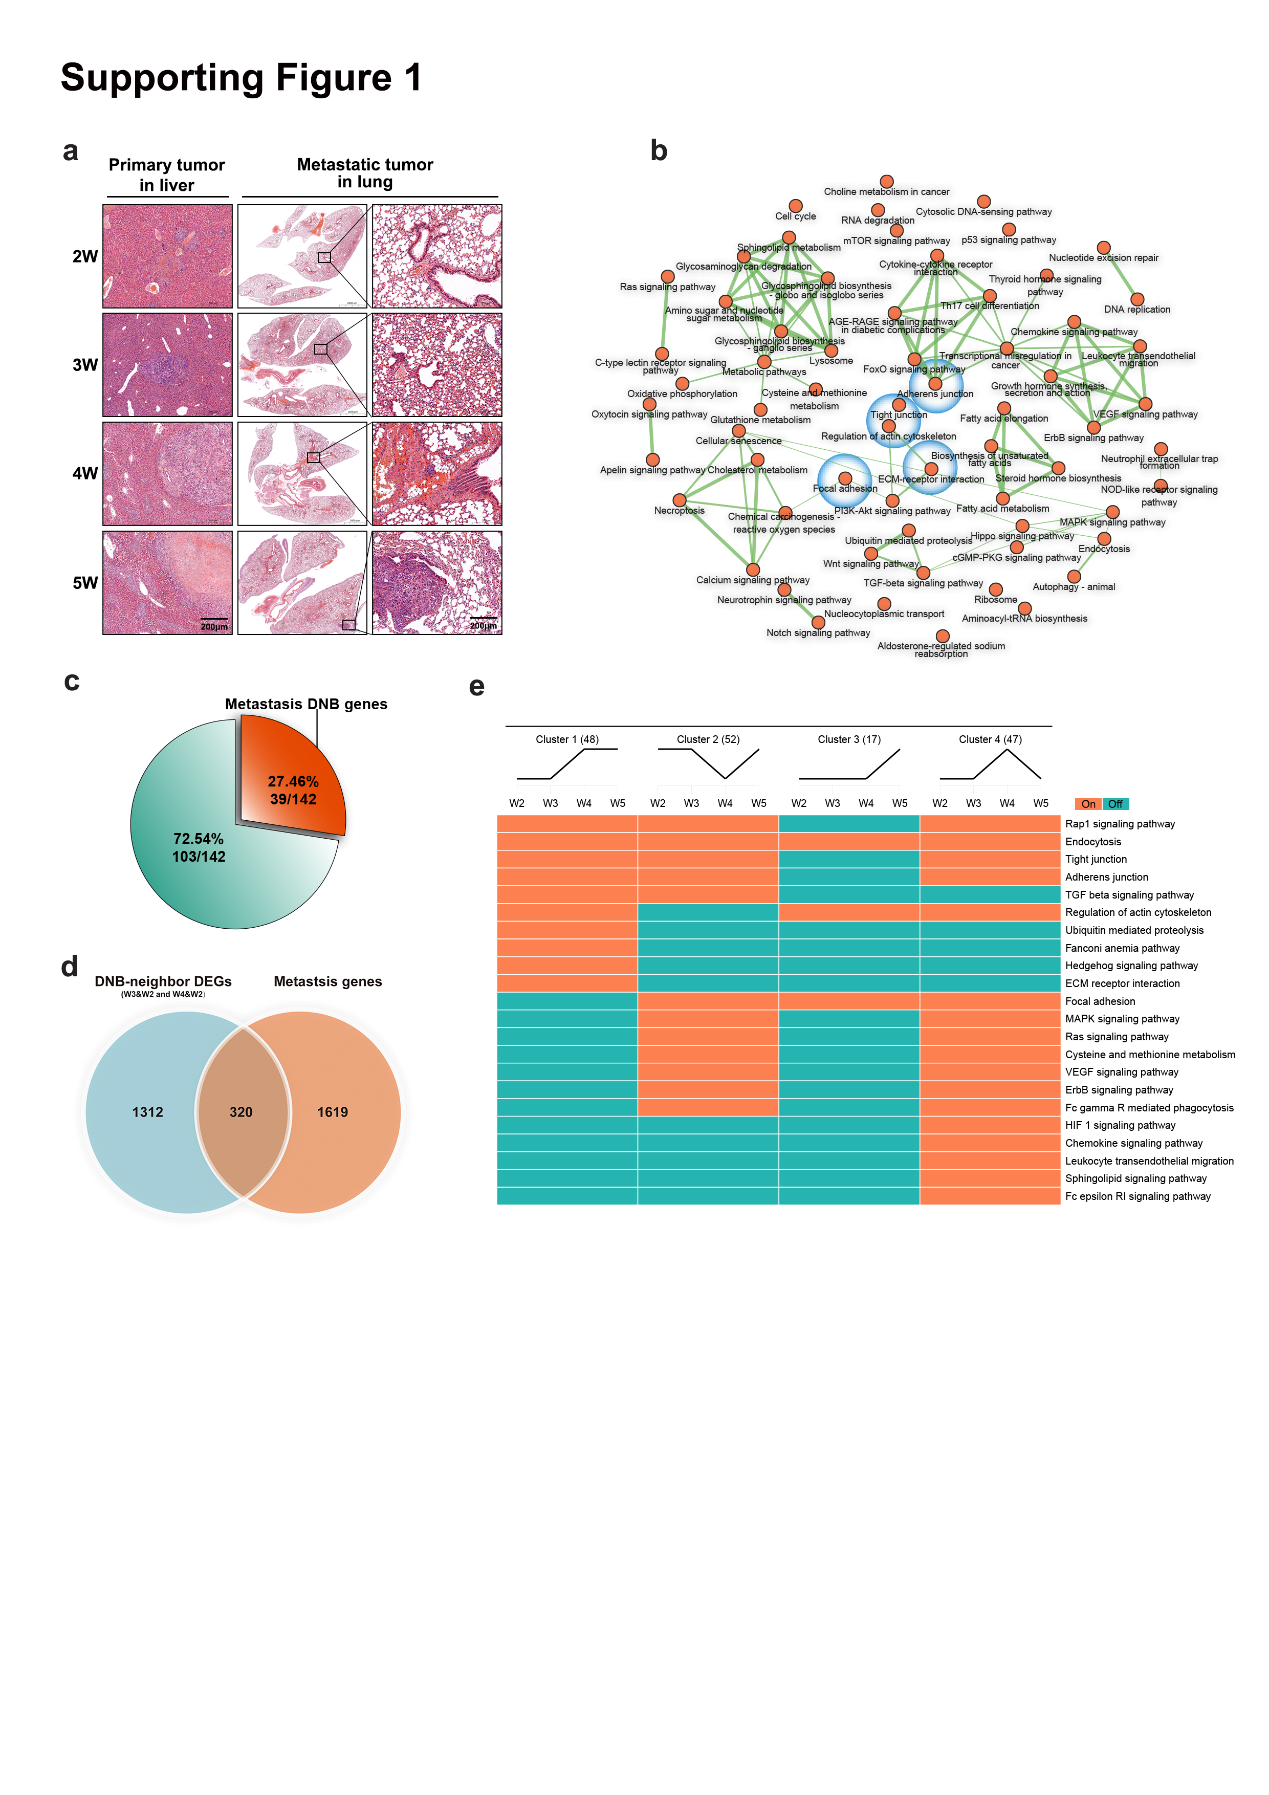

**Supporting Fig. 1 The characteristics of DNBs during the progression of HCC metastasis.**

**a**, Images of orthotopic xenografted mouse model with liver tumors and pulmonary metastasis stained with H&E at different time points. Scar bar, 200 μm. **b**, A network diagram illustrating the pathways associated with DNB genes. **c**, The proportion of DNB genes involved in tumor metastasis-related pathways by Venn diagram. **d**, The intersection between DNB-neighbor DEGs and metastasis genes visualized by using Venn diagram. **e**, The heatmap showing the dynamic activity of the associated KEGG pathway involved in RPL6 and tis neighboring DEGs in different dynamic patterns.

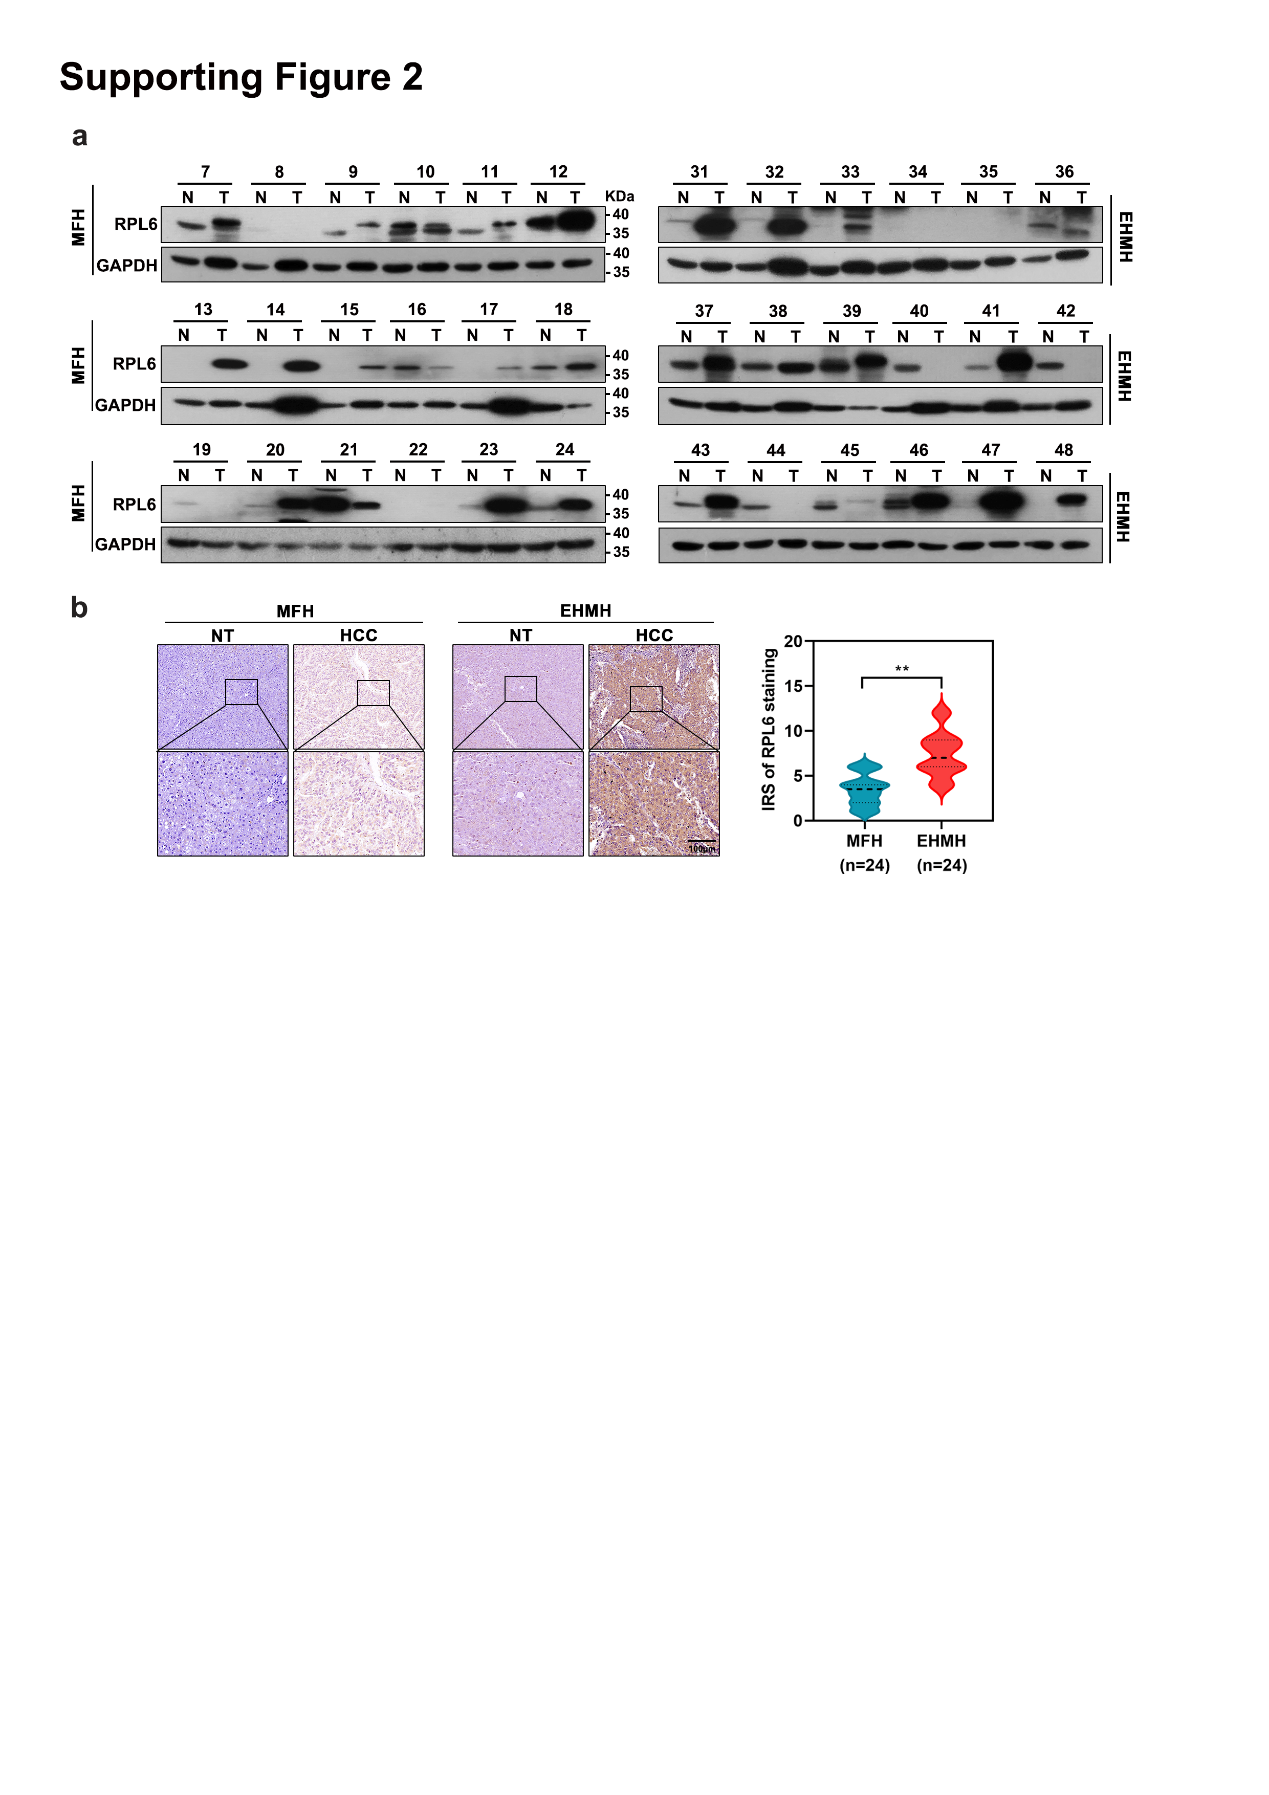

**Supporting Fig. 2 The expression of RPL6 in non-tumor liver tissues and HCC tissues.**

**a**, The protein level of RPL6 in primary HCC tissues with EHMH and MFH were assessed by western blot analysis. Band intensity was quantified using image J. **b**, The representative images showing that RPL6 expression in primary HCC and adjacent non-tumor tissues in EHMH and MFH groups by immunohistochemistry assay, scar bar, 100 μm. Data are shown as mean ± SD. Statistical significance was determined by two-tailed paired Student’s t-test (**b**). ***P* <0.01.

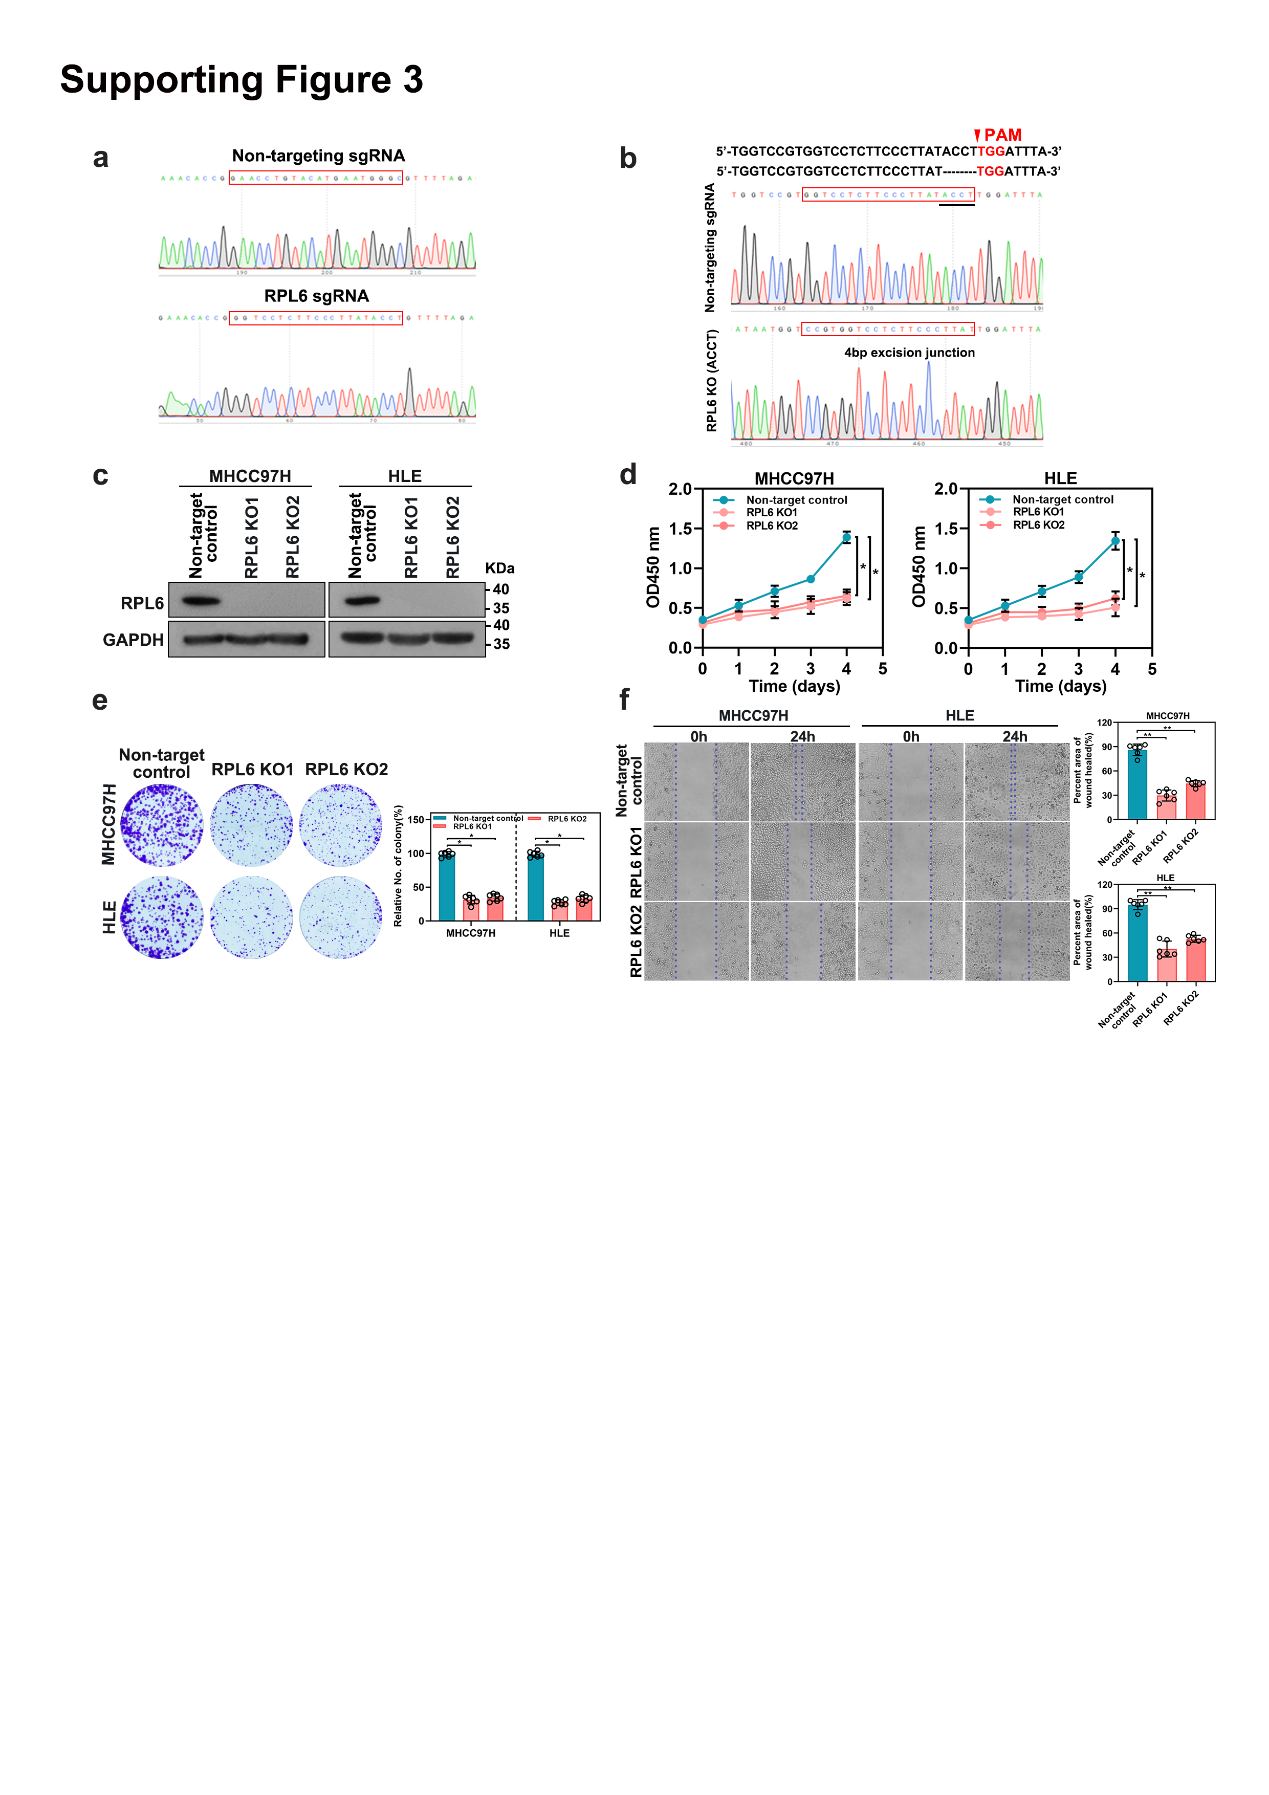

**Supporting Fig. 3 The effect of RPL6 knockout on proliferation and migration in HCC cells.**

**a**, Sequencing results reveal sgRNA sequences inserted at BsmBI cleavage sites, with red boxes indicating the insertion sequences. **b**, Representative sequence comparison shows deletion mutations induced by CRISPR/cas9 system. The PAM sequence (TGG) is highlighted in red, shown above. Sequencing chromatogram of genomic DNA fragments at the RPL6-specific knockout site, with the black solid line marking the mutation site. **c**, Identification of RPL6 knockout in MHCC97H and HLE cells confirmed by western blot assay. **d**,**e**, Assessment of proliferative function in RPL6-knockout MHCC97H and HLE cells using CCK-8 (**d**) and colony formation assays (**e**). **f**, Evaluation of the migratory capacity of RPL6-knockout MHCC97H and HLE cells using scratch wound healing assays. The migration distance was measured in six randomly selected images. Data are shown as mean ± SD of at least three independent experiments (**c**-**f**). Statistical significance was determined by two-tailed unpaired Student’s t-test. **P* <0.05; ***P* <0.01.

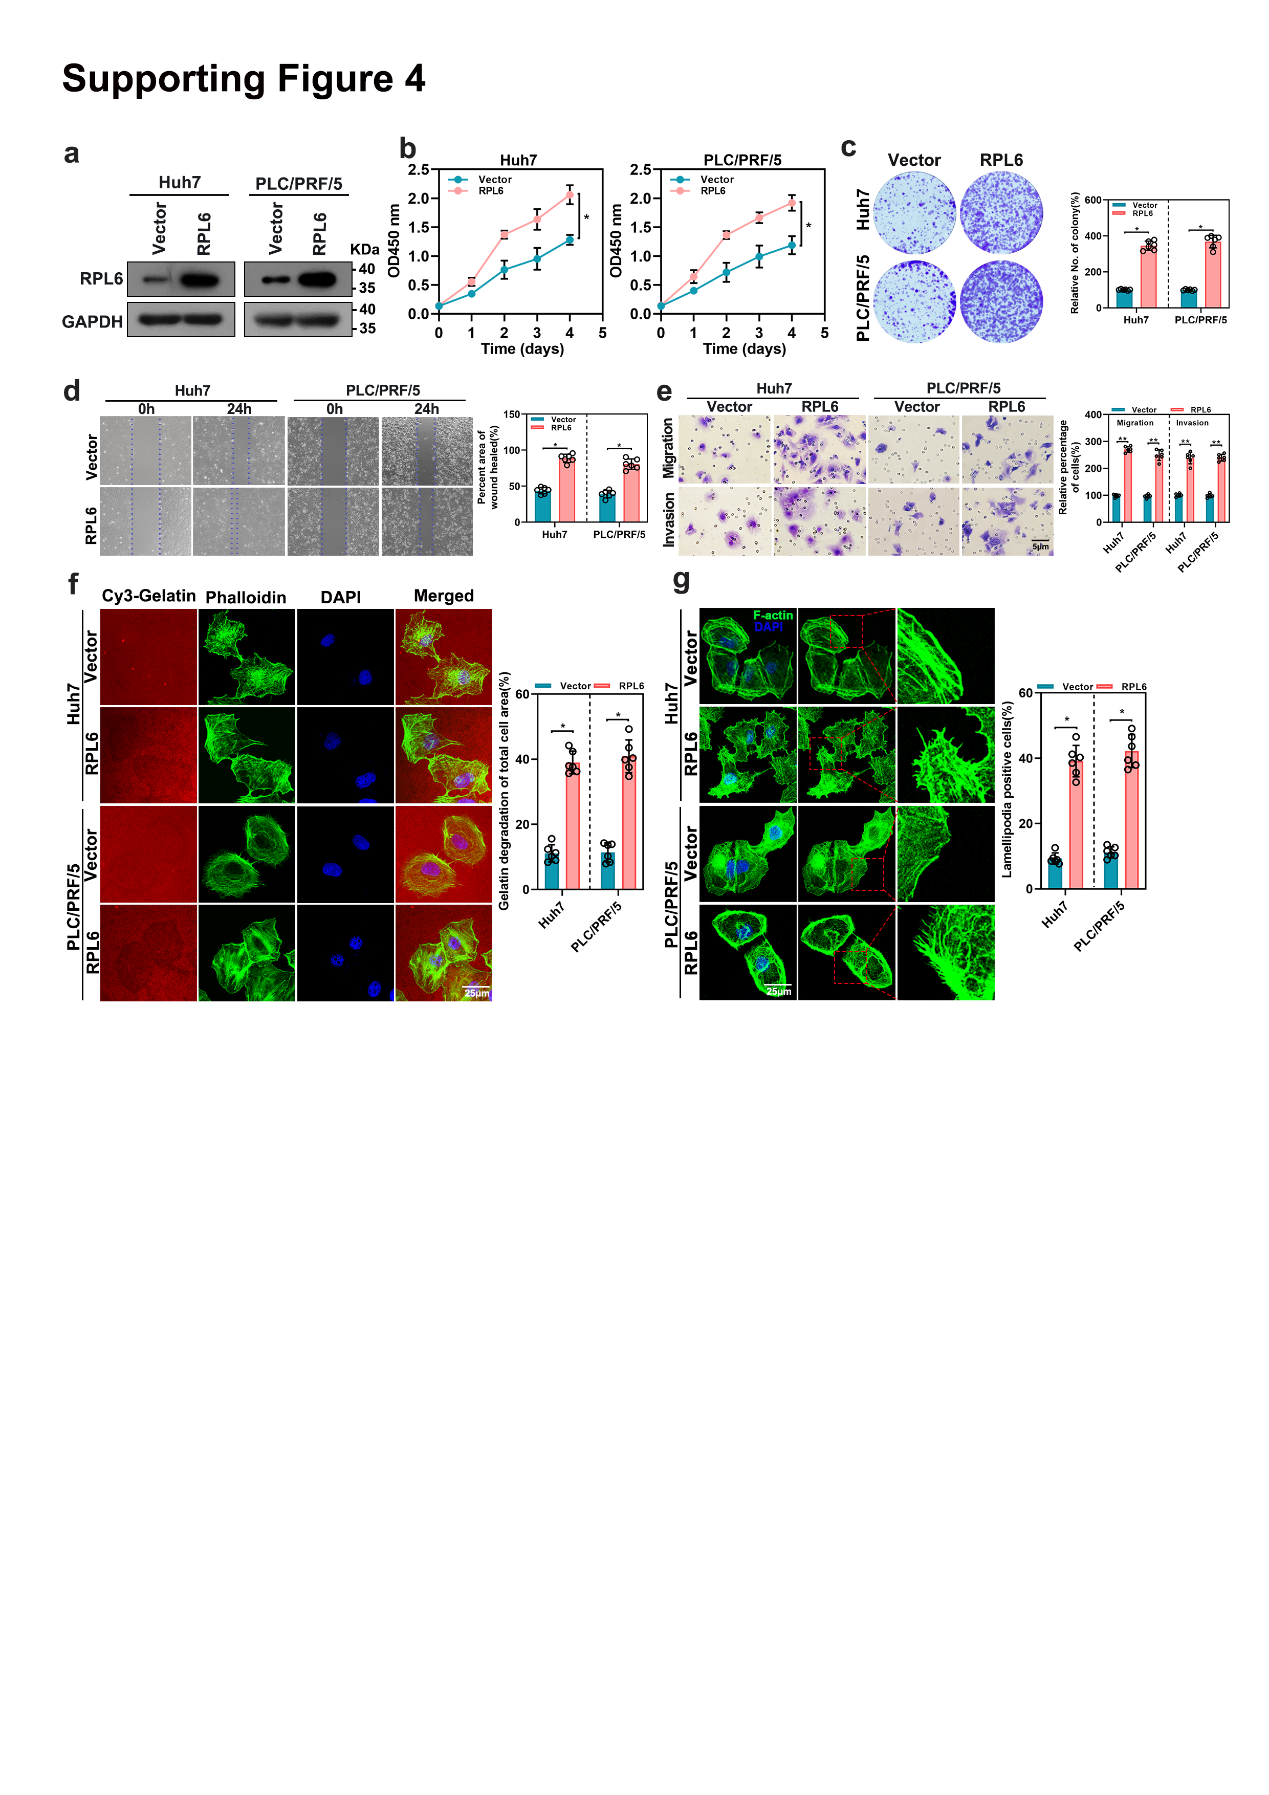

**Supporting Fig. 4 The effect of RPL6 overexpression on HCC cell proliferation and migration in vitro.**

**a**, The overexpression of RPL6 in Huh7 and PLC/PRF/5 cells was confirmed by western blot analysis. **b**,**c**, The effect of RPL6 overexpression on the proliferation of Huh7 and PLC/PRF/5 cells was assessed using CCK-8 assays (**b**) and colony formation assays (**c**). **d**,**e**, The impact of RPL6 overexpression on the migration and invasion of Huh7 and PLC/PRF/5 cells was evaluated using scratch wound healing assays (**d**) and transwell assays (**e**). The distance was measured in six randomly selected images, and the number of cells was counted in 6 images. **f**, The effect of RPL6 overexpression on invadopodia function in Huh7 and PLC/PRF/5 cells was examined by gelatin degradation assay. Representative images were captured with confocal microscopy and were provided. The degraded areas were quantified using Image J software from at least six regions. Scar bar, 25 μm. **g**, The effect of RPL6 overexpression on lamellipodia formation in Huh7 and PLC/PRF/5 cells was examined by F-actin staining. Representative images were shown, and the percentage of cells with lamellipodia formation was counted. Scale bar, 25 μm. Data are shown as mean ± SD of at least three independent experiments. Statistical significance was determined by two-tailed unpaired Student’s t-test. **P* <0.05; ***P* <0.01.

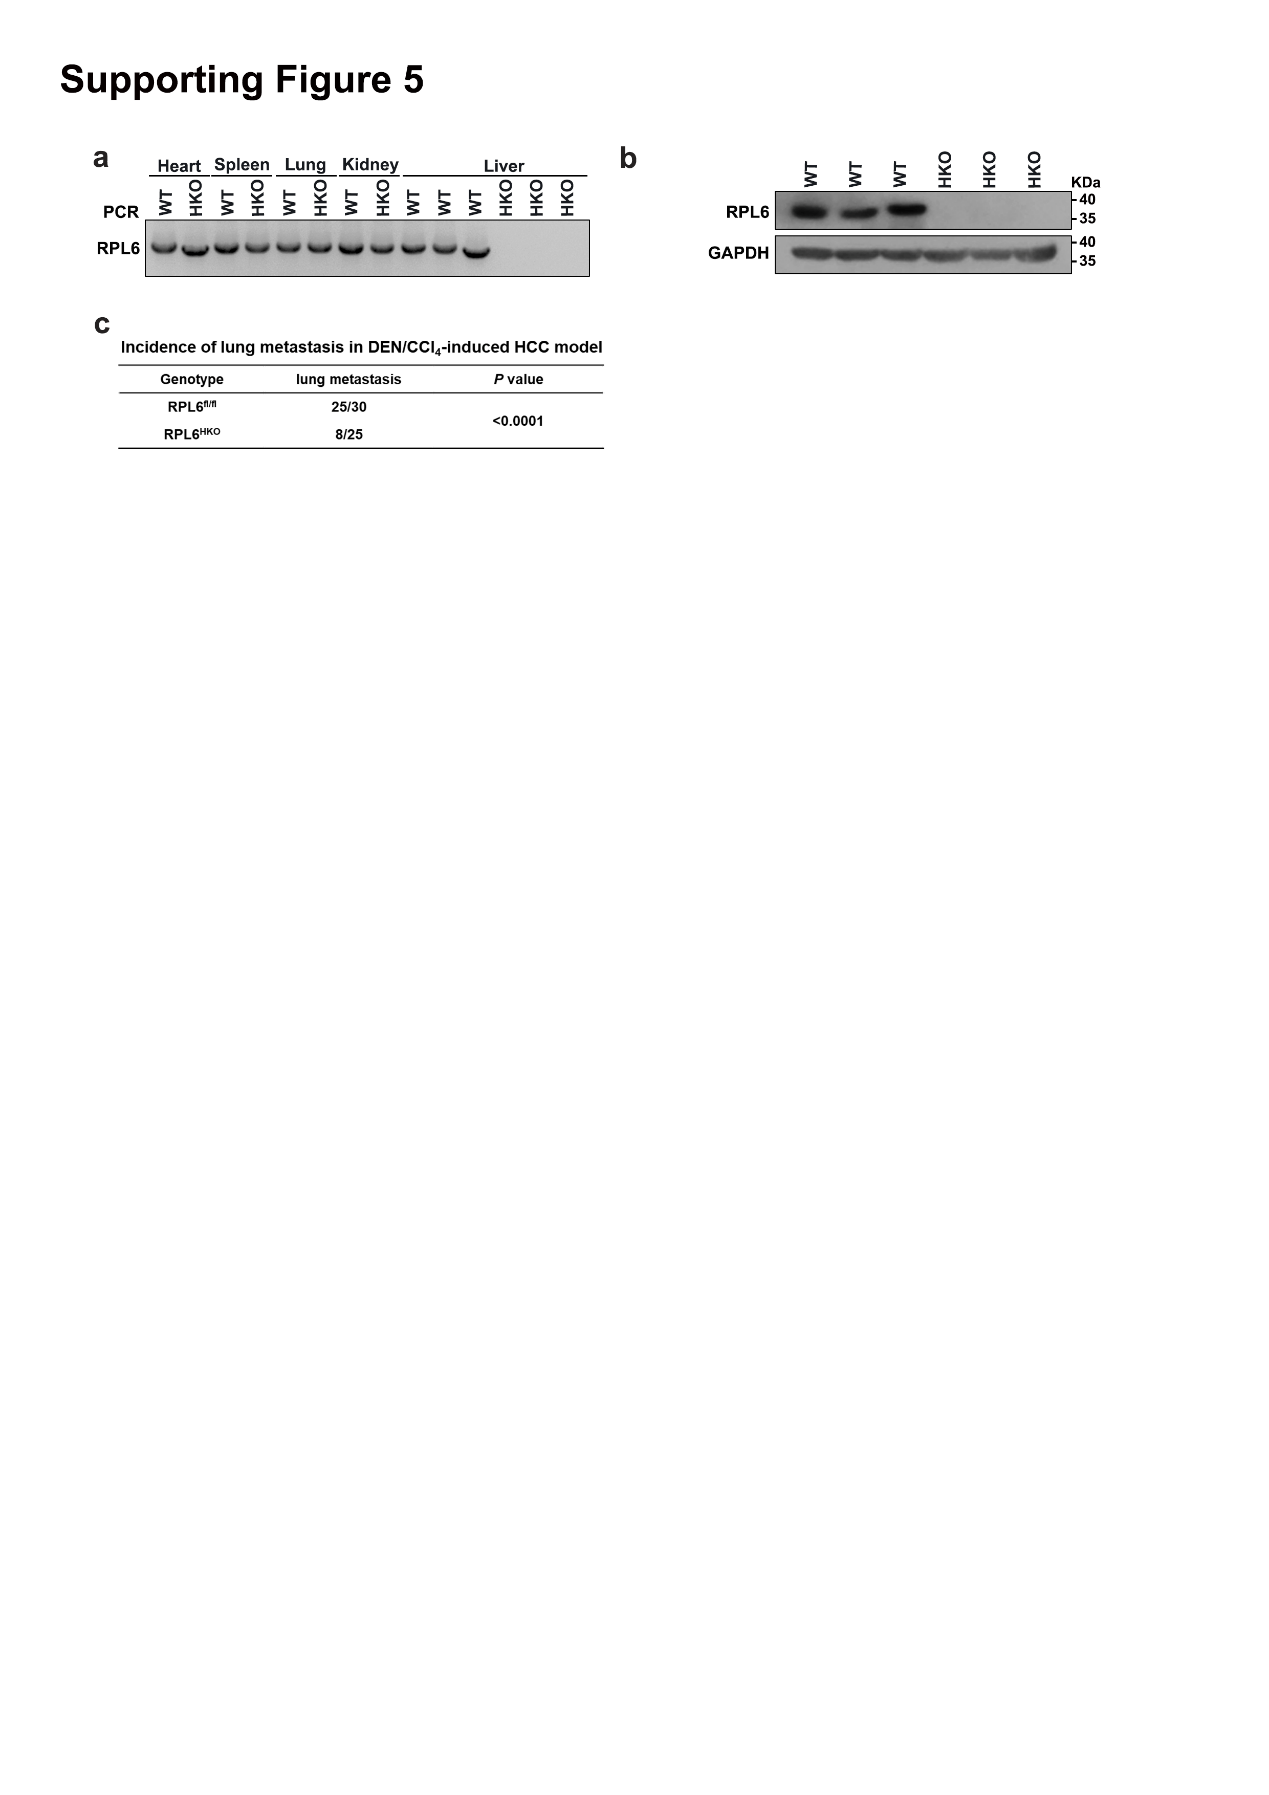

**Supporting Fig. 5 Characterization of RPL6^HKO^ mice.**

**a**, The expression levels of RPL6 in the indicated tissues of RPL6^HKO^ mice were analyzed by qRT-PCR using Cre activity-specific primers. **b**, Specific knockout of hepatic RPL6 was confirmed by western blot analysis, with GAPDH used as a loading control. **c**, Statistical analysis was performed on lung metastasis events in the DEN/CCl_4_-induced hepatocellular carcinoma model for both the RPL6^HKO^ group (n=25) and the RPL6^fl/fl^ group (n=30). Data are shown as mean ± SD of at least three independent experiments (**a,b**). Statistical significance was determined by two-tailed unpaired Student’s t-test.

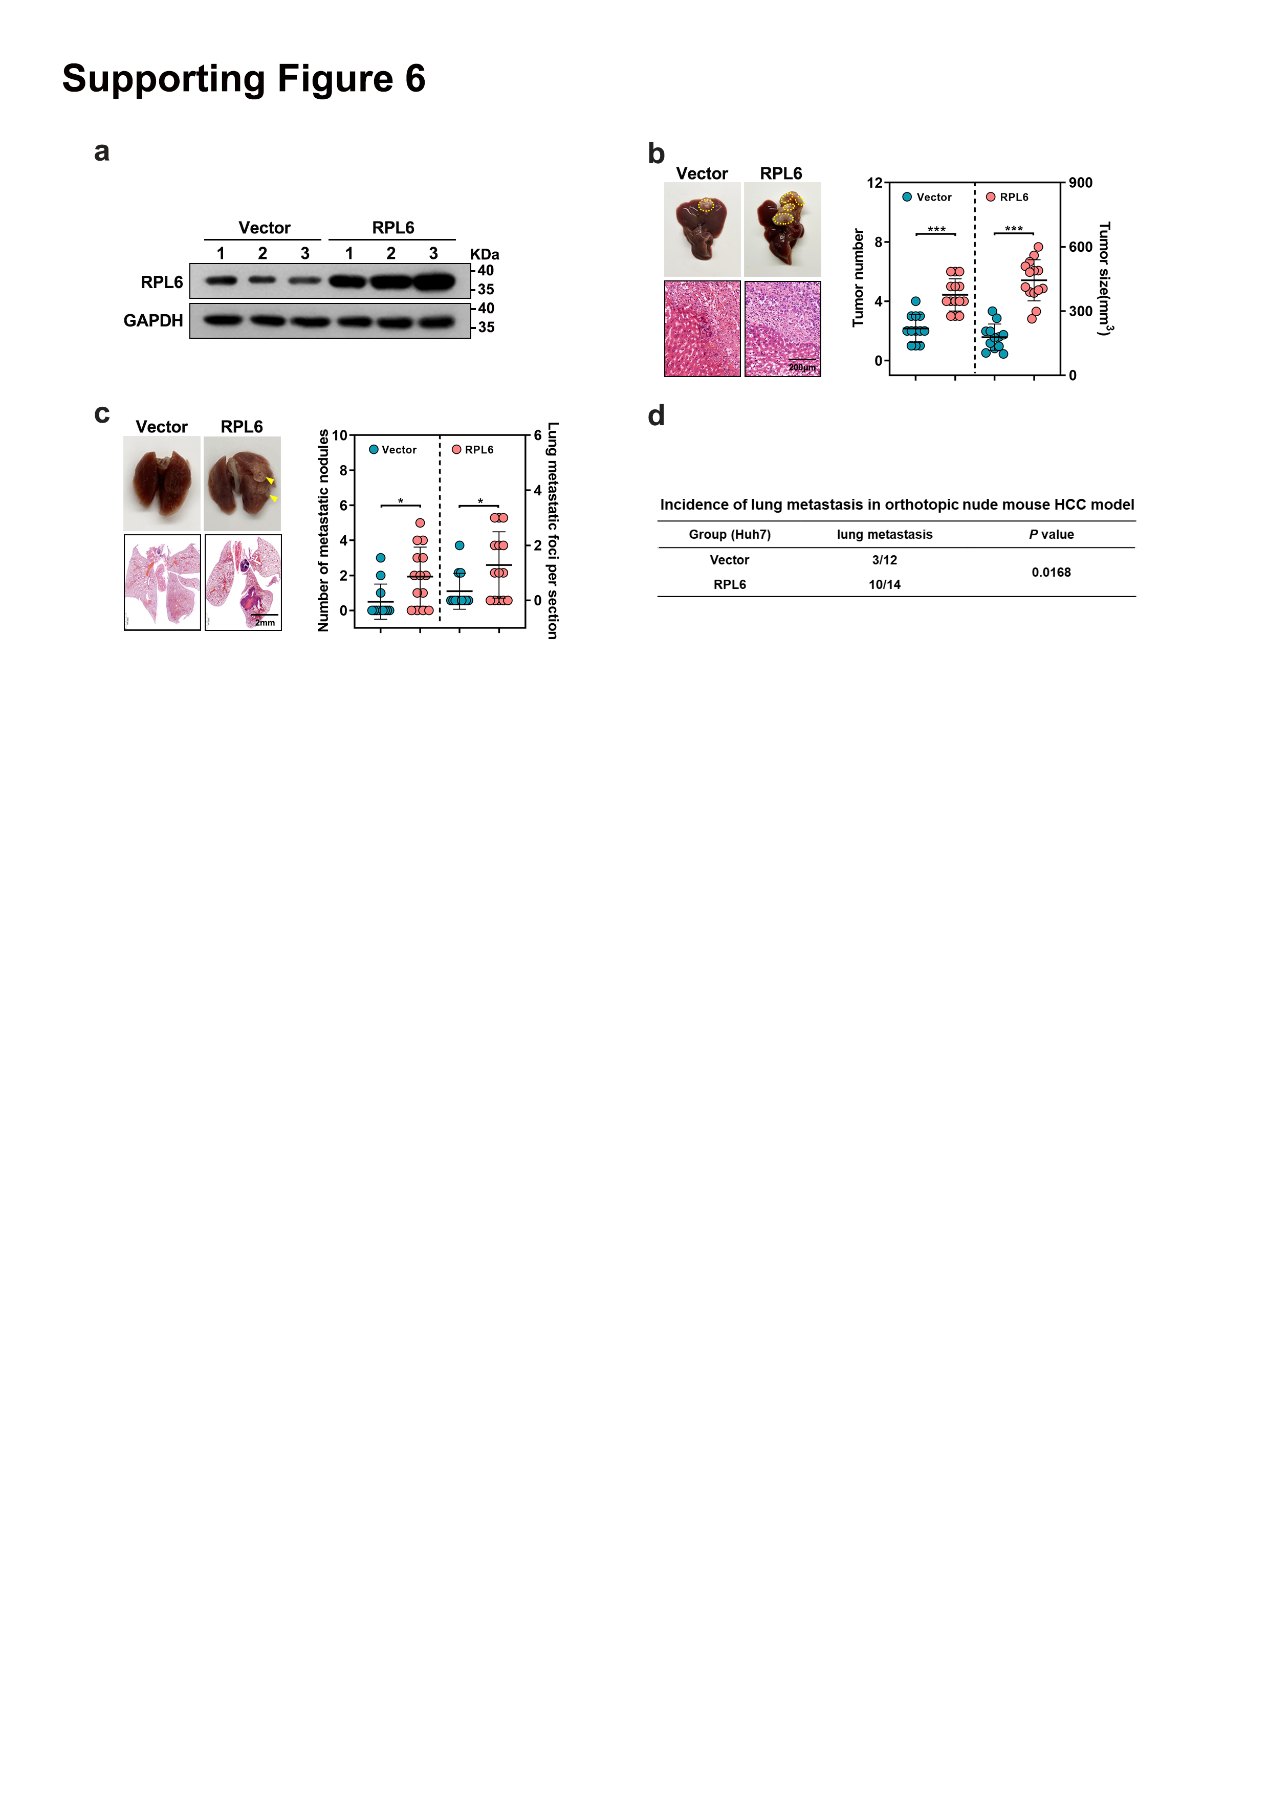

**Supporting Fig. 6 The effect of RPL6 overexpression on HCC metastasis *in vivo*.**

**a-d**, Huh7 cells stably expressing RPL6 and control cells were orthotopically injected into the left lobe liver of nude mice to establish a lung metastasis model. Liver and lung were harvested 8 weeks post-injection for H&E staining. n=12-14 per group. (**a)** Western blot analysis of RPL6 expression in liver tissue. (**b**,**c)** Representative images of tumor-bearing liver and lung tissues were provided. Representative images of H&E staining for liver and lung tissues were provided (**b**,**c**, left). Scale bar, 200 μm, 2 mm. The size and number of liver tumors were counted, and metastatic nodules and foci were calculated (**b**,**c**, right). (**d)** Statistical analysis of the orthotopical injection model for lung metastasis events with or without RPL6 overexpression. Data are shown as mean ± SD. Statistical significance was determined by two-tailed unpaired Student’s t-test. **P* <0.05; ****P* <0.001.

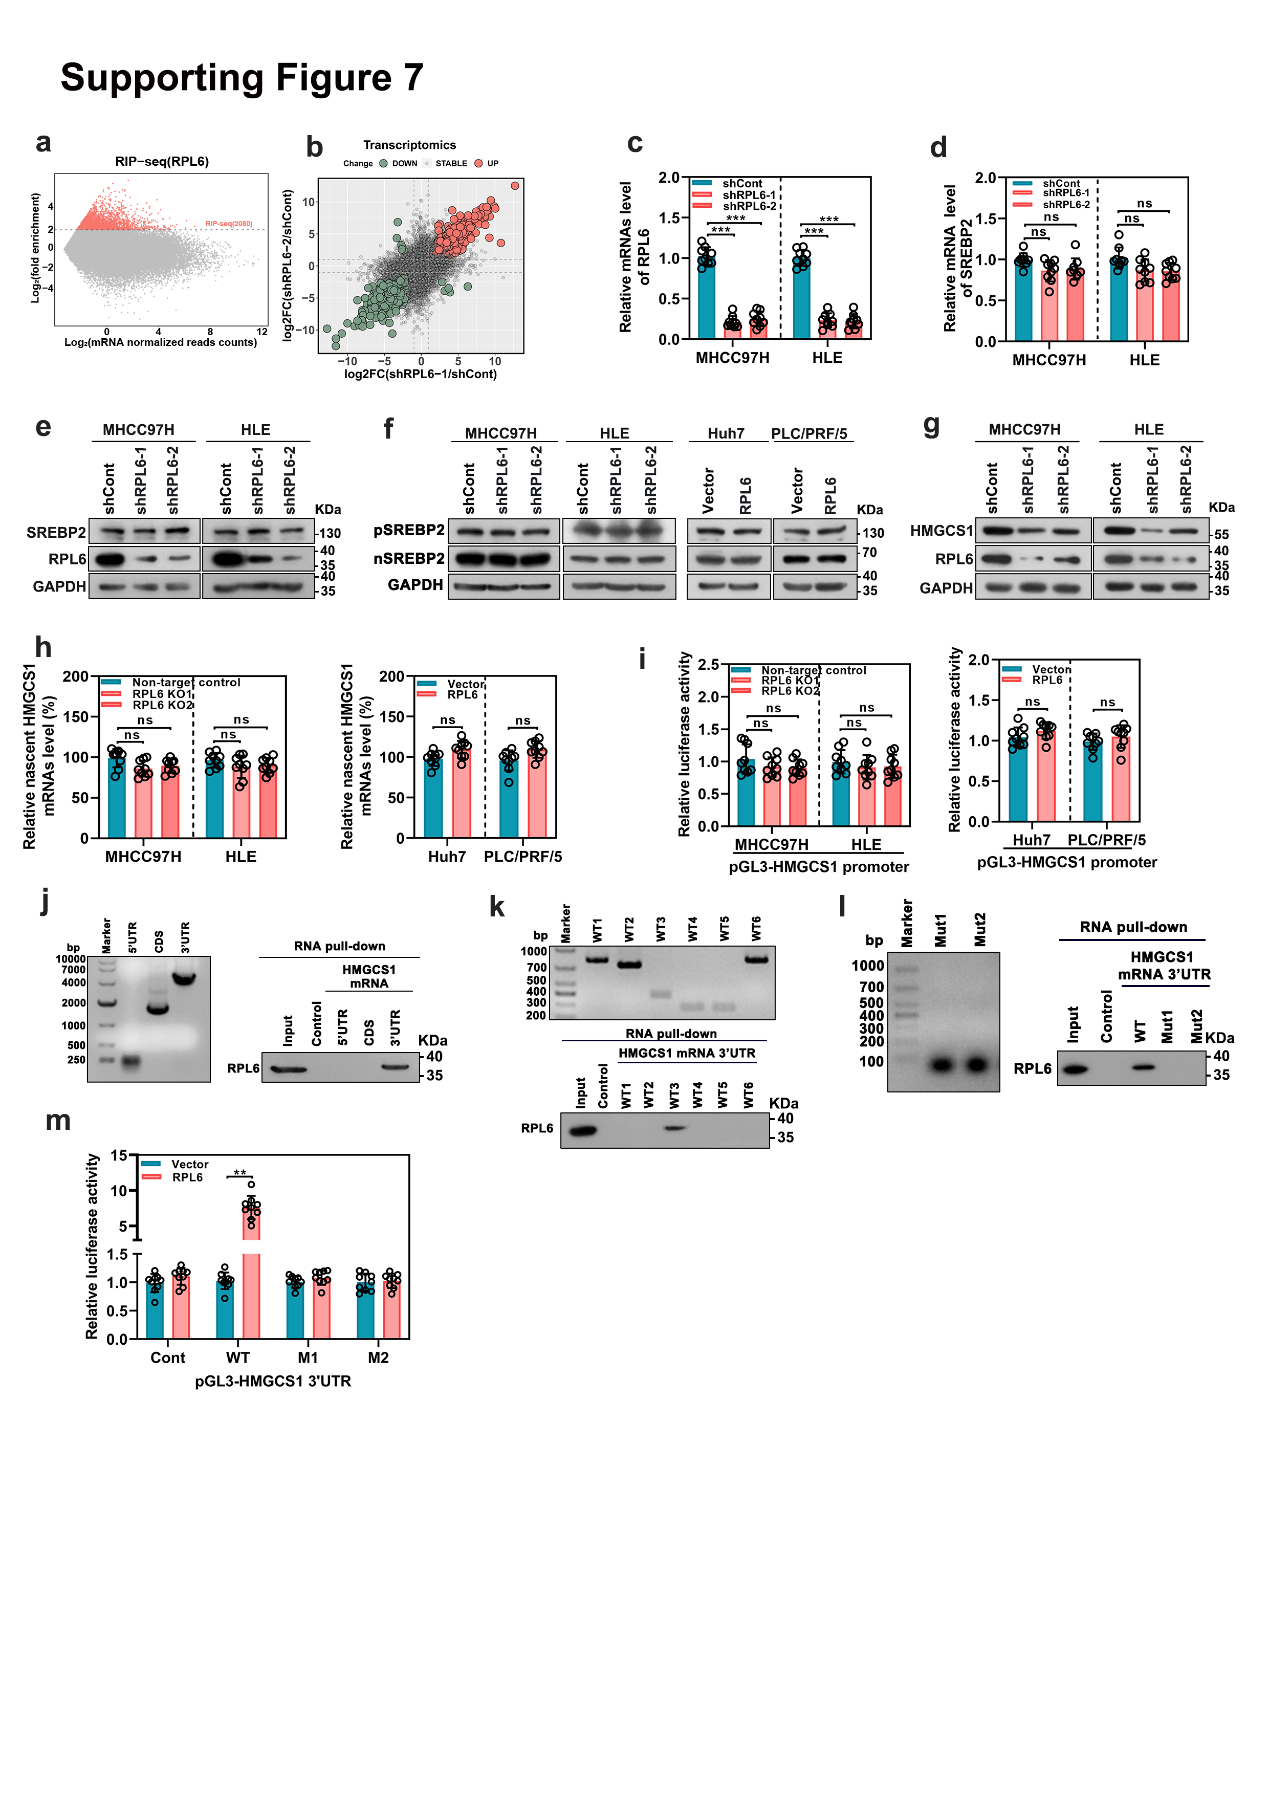

**Supporting Fig. 7 The interaction between RPL6 and HMGCS1 mRNA.**

**a**, A Bland-Altman plot was used to analyze RPL6 RIP-seq in MHCC97H cells. For each transcript, the plot displayed the average signal (measured as log_2_ normalized reads counts) against the RIP-seq log_2_ fold enrichment (RIP versus Input), with significantly enriched targets highlighted in red. **b**, A scatter plot of 9-quadrant associate analysis for RNA-seq data compared negative control and shRPL6 MHCC97H cells. Red dots represent transcripts with log_2_FC＞1 and p value < 0.05, while green dots represent those with log_2_FC＜-1 and p value < 0.05. **c**, The mRNA level of RPL6 in RPL6 silencing HCC cells by qRT-PCR. **d**, The mRNA level of SREBP2 in RPL6-silencing HCC cells by qRT-PCR. **e**, The protein level of SREBP2 in RPL6-silencing HCC cells by western blot analysis. **f**, The protein level of precursor of SREBP2 (pSREBP2) and active form of SREBP2 (nSREBP2) in RPL6-silencing and RPL6-overexpressing cells by western blot analysis. **g**, The protein level of HMGCS1 in RPL6 knockout HCC cells by western blot analysis. **h**, HCC cells with knockout or overexpression of RPL6 were incubated with 0.5 mM EU for 2h. The newly synthesized EU-labeled RNA was purified from the total RNA, and the EU-labelled HMGCS1 RNAs were quantified by qRT-PCR. **i**, The activities of the HMGCS1 promoters in RPL6 knockout or overexpressing HCC cells were determined using a dual-luciferase reporter assay system after transfected with HMGCS1 promoter plasmids for 48h. **j**, PCR confirmed the indicated truncations of HMGCS1 mRNA (left). The binding of RPL6 protein to biotinylated truncations of HMGCS1 mRNA was detected by an RNA pull-down assay (right). **k**,**l**, RNA pull-down assay was performed using the HMGCS1 3’UTR and its indicated truncations. **m**, Dual-luciferase reporter assay determined the luciferase activities of HMGCS1 3’UTR truncations interacting with RPL6. Data are shown as mean ± SD of at least three independent experiments (**c**,**d**,**h**,**i**,**m**). Statistical significance was determined by two-tailed unpaired Student’s t-test. **P <0.01; ***P <0.001. ns, not significant.

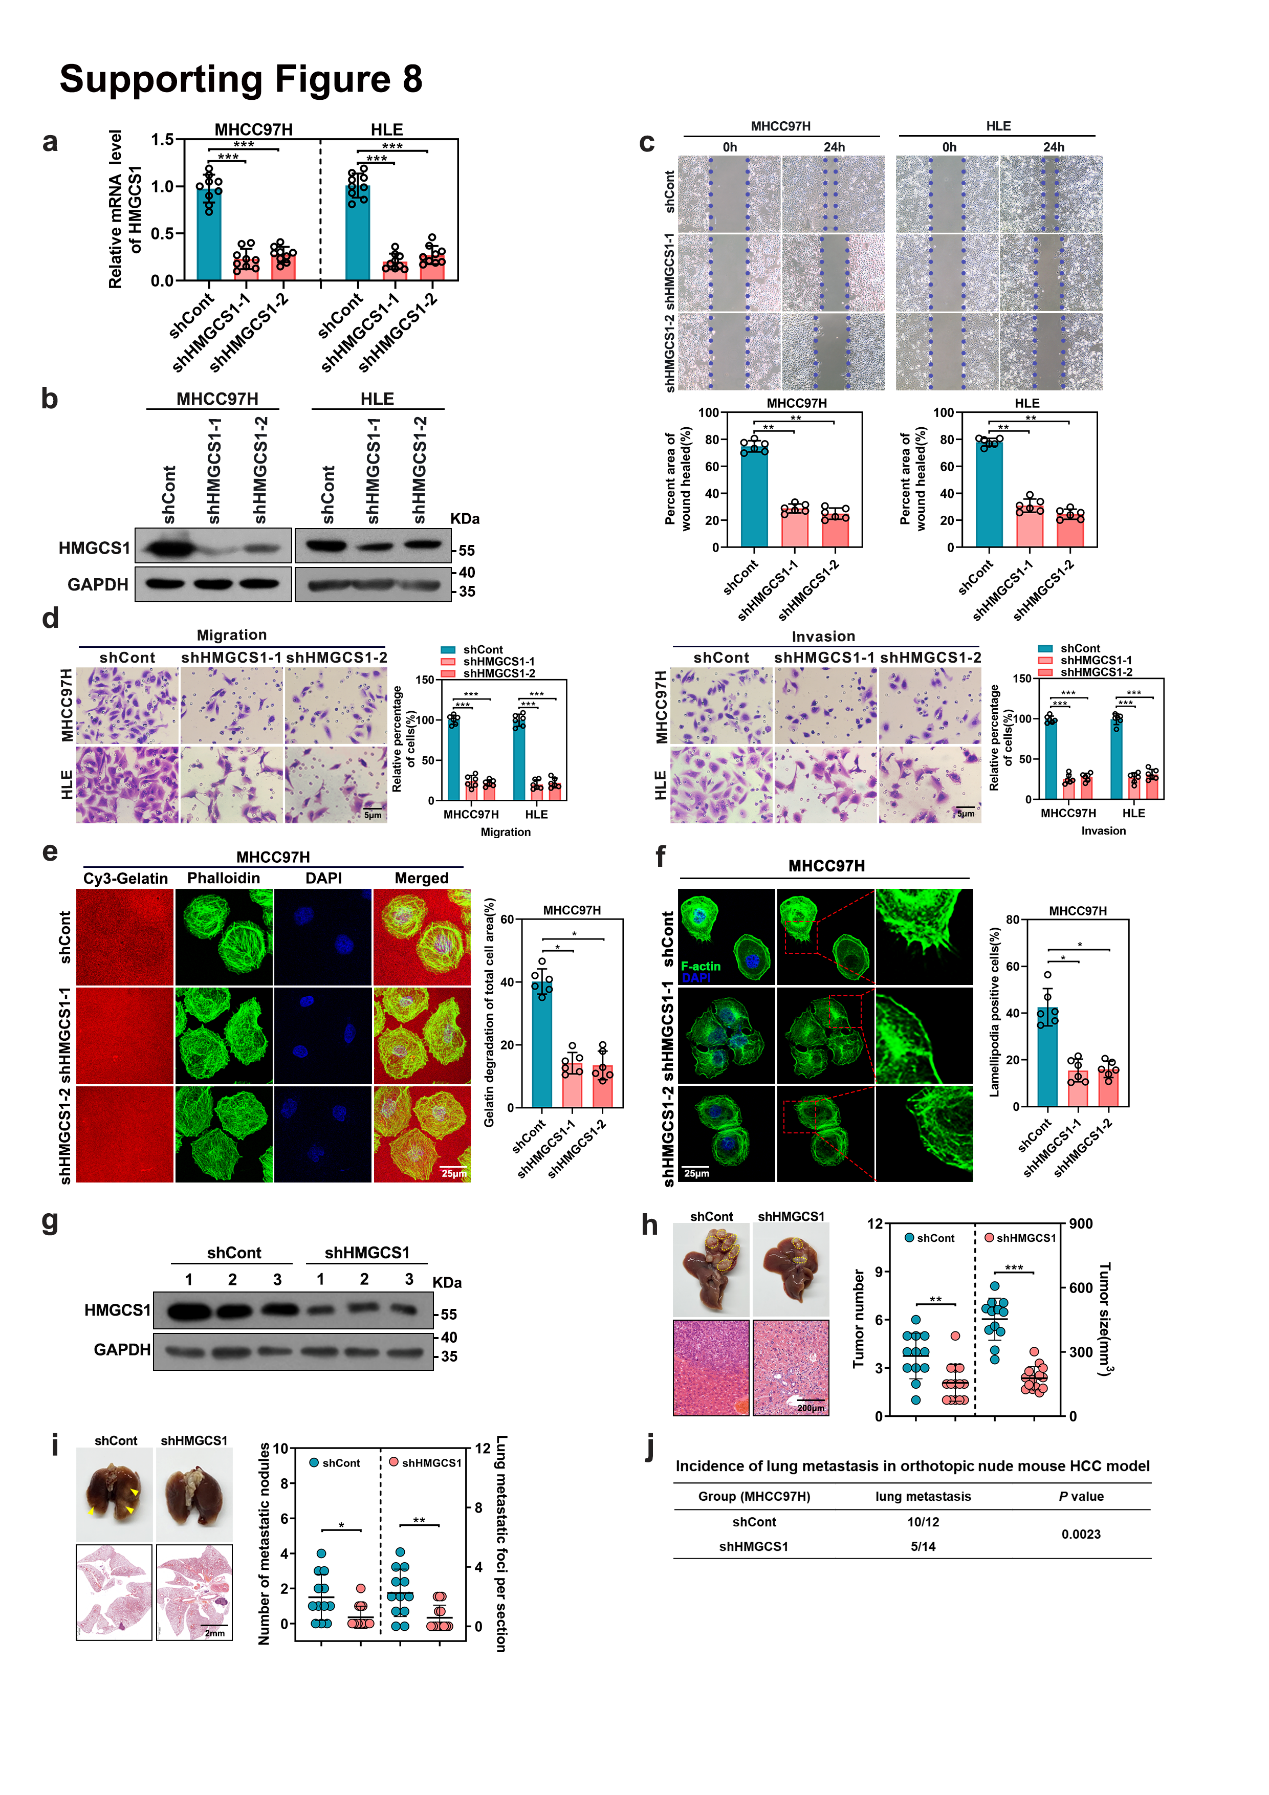

**Supporting Fig. 8 The effect of HMGCS1 knockdown on HCC cell migration and invasion *in vitro* and metastasis *in viv*o.**

**a**,**b**, The efficiency of HMGCS1 knockdown was confirmed by qRT-PCR (**a**) and western blot (**b**). **c**, The effect of HMGCS1 knockdown on the migration of MHCC97H and HLE cells was evaluated by wound healing assays. The distance was measured from 6 images. **d**, The effect of HMGCS1 knockdown on the migration and invasion of MHCC97H and HLE cells was evaluated by transwell assays. The cells were counted from 6 images. **e**, The effect of HMGCS1 knockdown on the invadopodia function of MHCC97H cells was tested by gelatin degradation assay. Representative images were acquired by confocal microscopy and the degraded areas of at least six fields were quantified using image J software. Scar bar, 25 μm. **f**, The effect of HMGCS1 knockdown on lamellipodia formation in MHCC97H cells was determined by F-actin staining. Representative images were shown and the percentage of cells with lamellipodia formation were counted. Scale bar, 25 μm. **g-j**, MHCC97H cells with HMGCS1 stably knockdown were orthotopically injected into the left lobe liver of nude mice to establish a lung metastasis model. Liver and lung were taken at 8 weeks after injection for H&E staining. n=12-14 per group. (**g**) Western blot analysis of HMGCS1 expression in liver tissue. (**h**) Representative macroscopic images and H&E staining of tumor-bearing liver in these mice. The tumor number and tumor size were examined. (**i**) Representative macroscopic images and H&E staining of the lungs with tumor-metastasis from these mice. The metastatic nodules and metastatic foci were calculated. (**j)** Statistical analysis of the orthotopic injection model for lung metastasis events of these mice. Data are shown as mean ± SD of at least three independent experiments (**a**-**f**). Statistical significance was determined by two-tailed unpaired Student’s t-test. **P*< 0.05; ***P* <0.01; ****P* <0.001. ns, not significant.

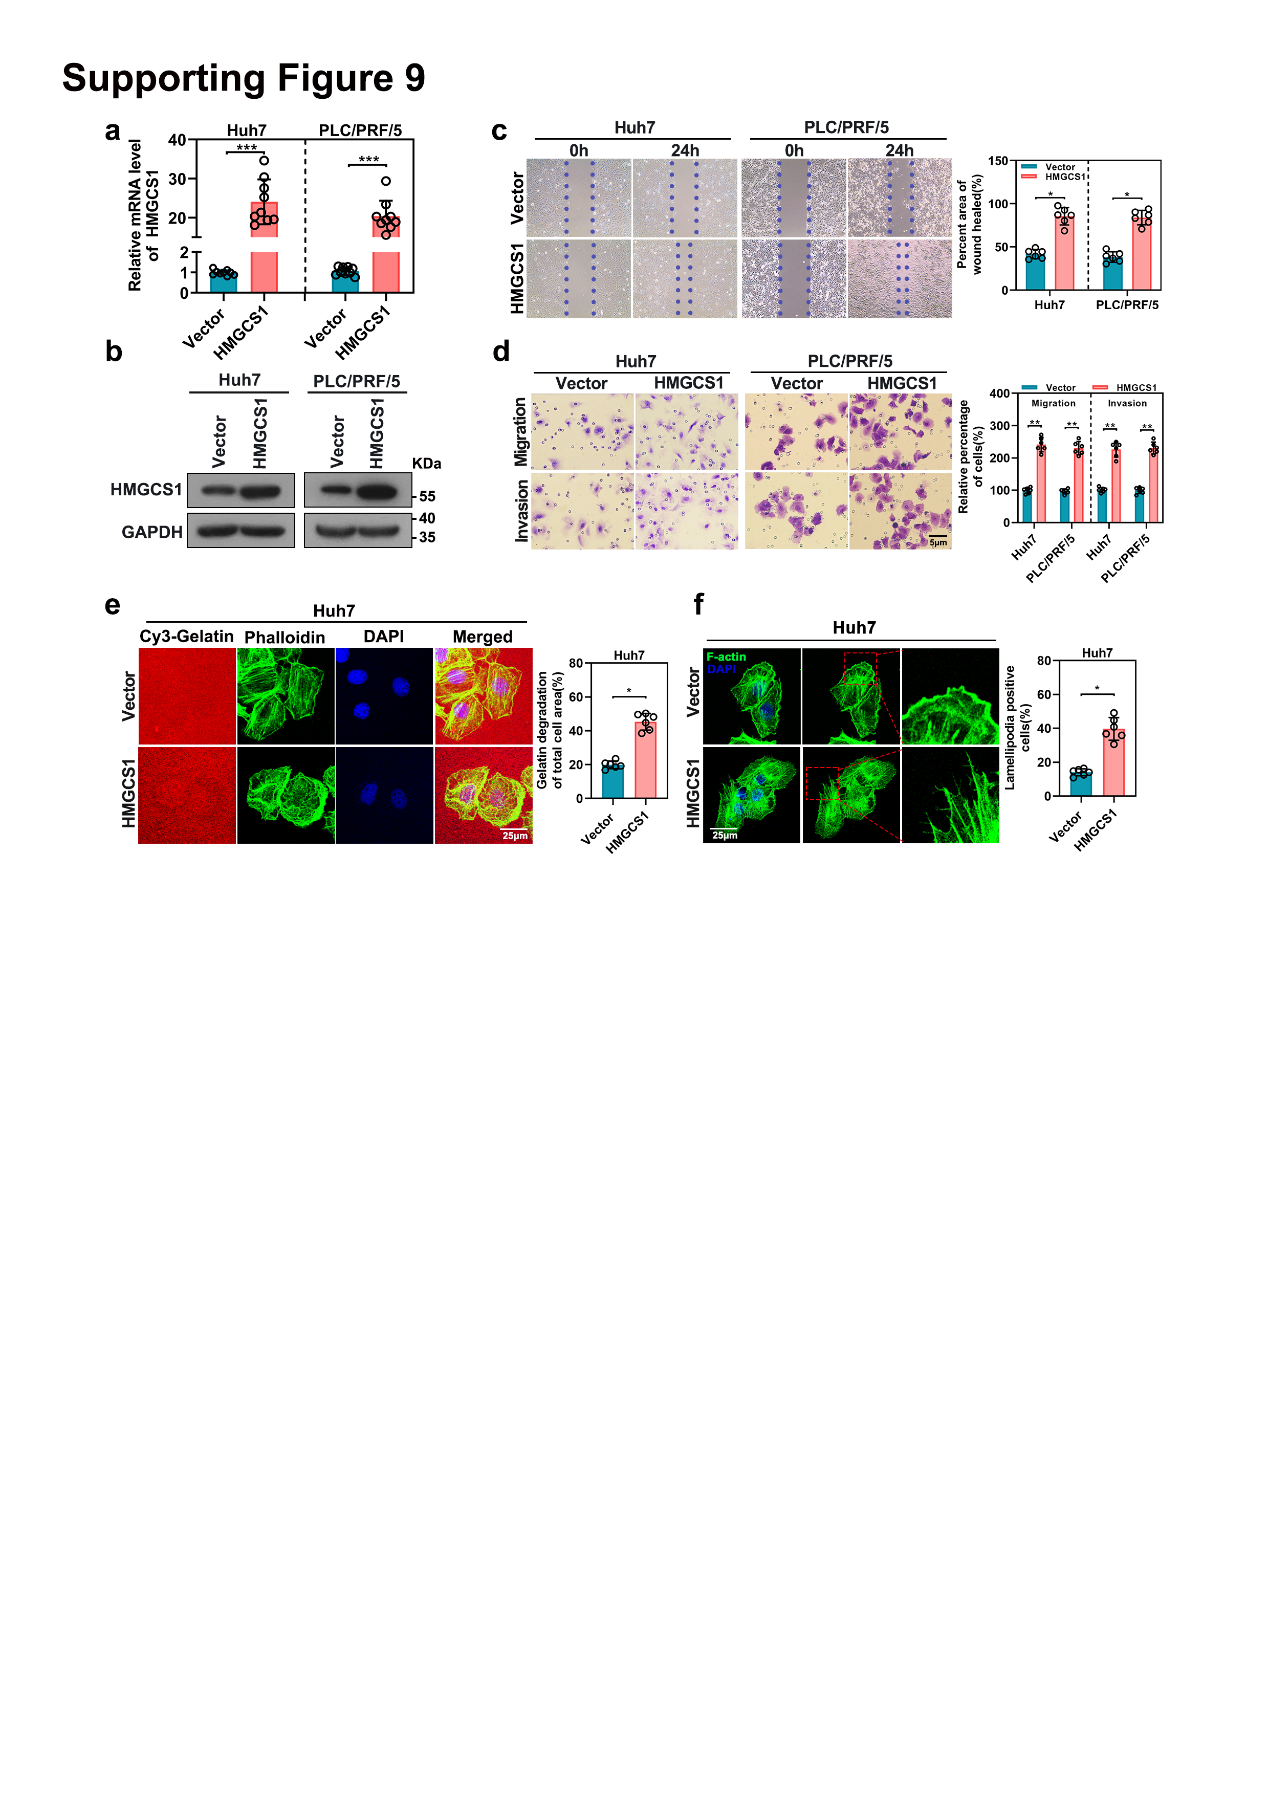

**Supporting Fig. 9 The effect of HMGCS1 overexpression on HCC cell migration and invasion.**

**a**,**b**, The efficiency of HMGCS1 overexpression was confirmed by qRT-PCR (**a**) and western blot (**b**). **c**, The effect of HMGCS1 overexpression on the migration of Huh7 and PLC/PRF/5 cells was evaluated by wound healing assays. The distance was measured from 6 images. **d**, The effect of HMGCS1 overexpression on the migration and invasion of Huh7 and PLC/PRF/5 cells was evaluated by transwell assays. The cells were counted from 6 images. **e**, The effect of HMGCS1 overexpression on the invadopodia function of Huh7 cells was tested by gelatin degradation assay. Representative images were acquired by confocal and the degraded areas of the six fields were quantified using image J software. Scar bar, 25 μm. **f**, The effect of HMGCS1 overexpression on the lamellipodia formation of Huh7 cells was determined by F-actin staining. Representative images were shown and the percentage of cells with lamellipodia formation were counted. Scale bar, 25 μm. Data are shown as mean ± SD of at least three independent experiments. Statistical significance was determined by two-tailed unpaired Student’s t-test. **P* <0.05; ***P* <0.01; ****P* <0.001.

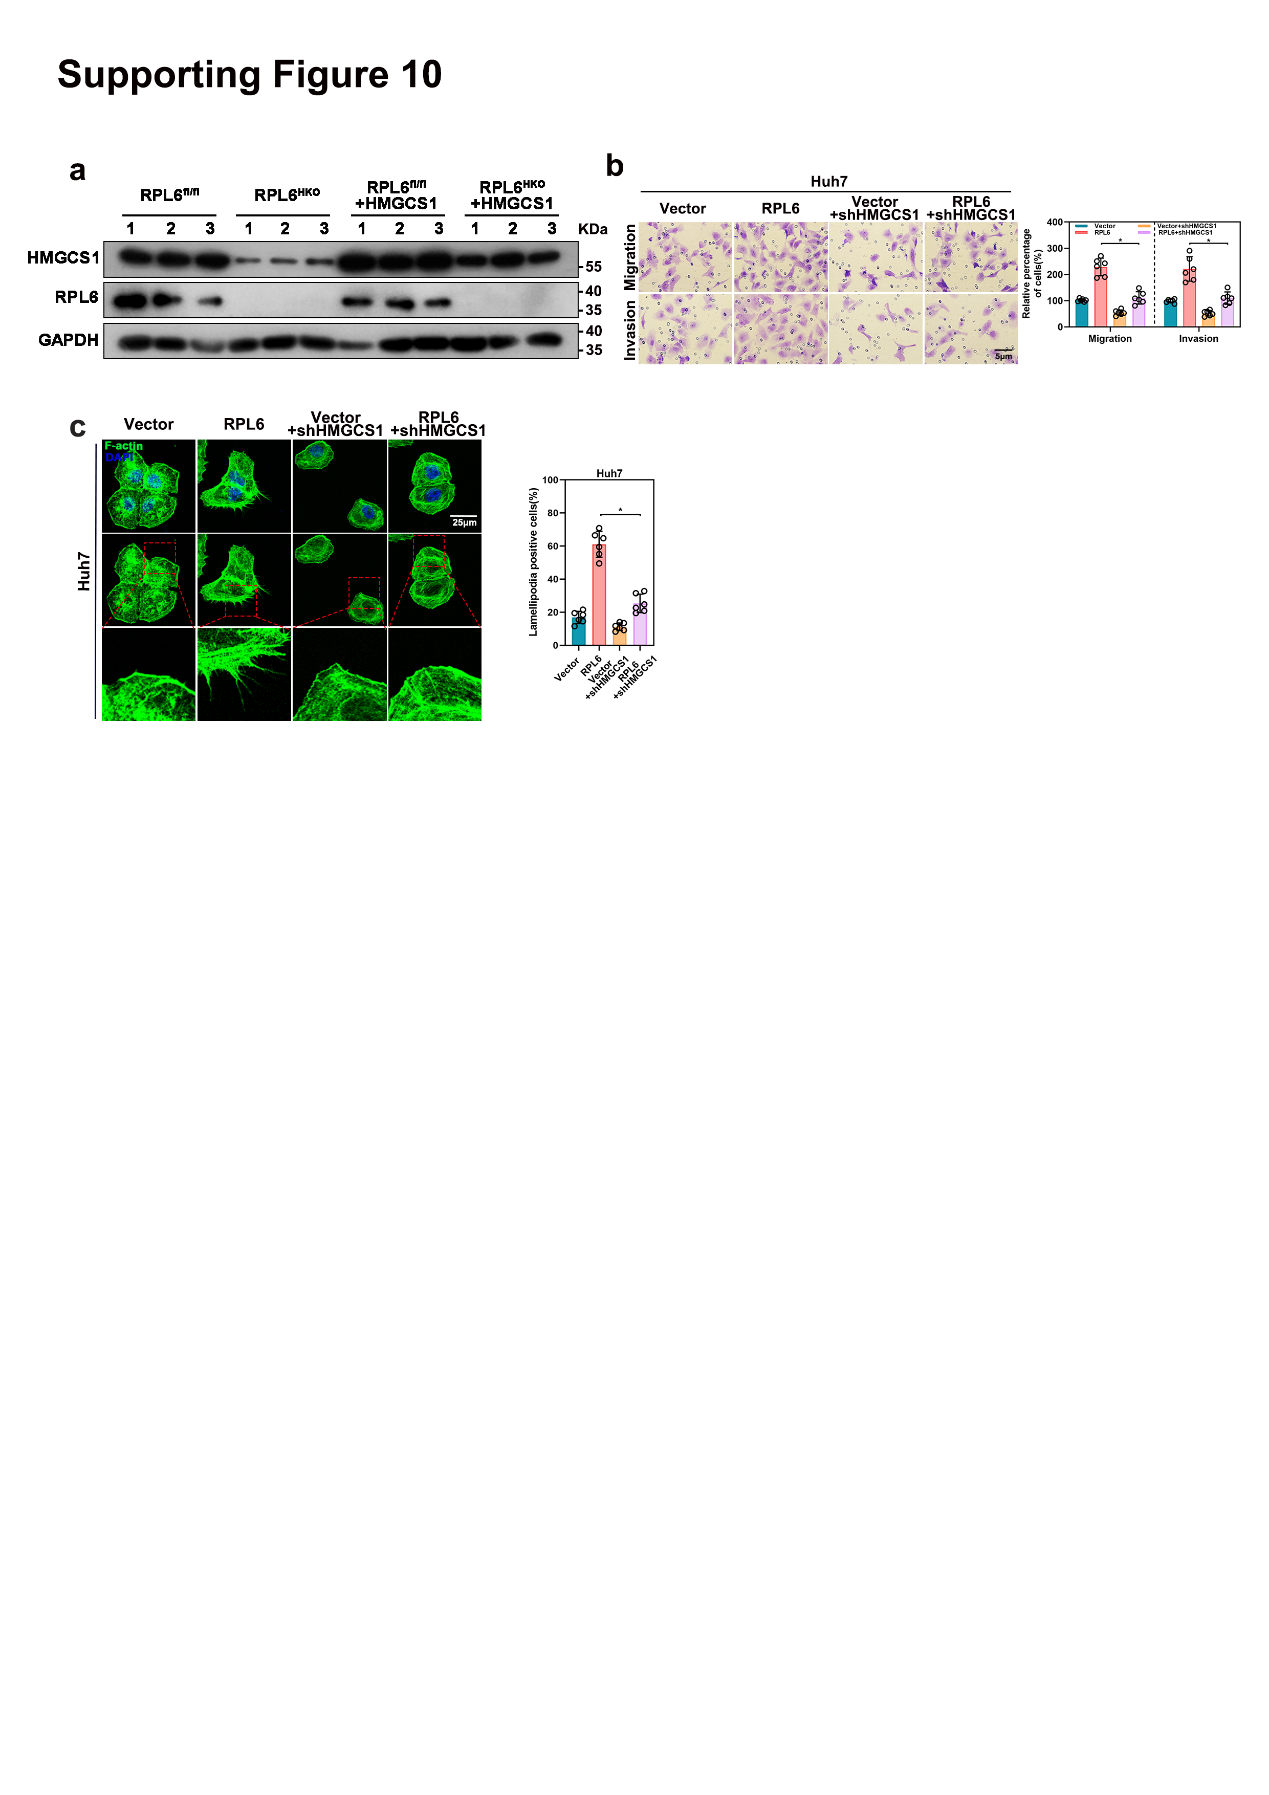

**Supporting Fig. 10 HMGCS1 involved in RPL6-mediated HCC metastasis.**

**a**, Western blot analysis of HMGCS1 and RPL6 expression in liver tissue of RPL6^HKO^ mice. **b**, The effect of HMGCS1 knockdown on the migration and invasion of RPL6 overexpression cells was assessed by transwell assays. The cells were counted from 6 images. **c**, The effect of HMGCS1 knockdown on the lamellipodia formation of RPL6 overexpression was tested by F-actin staining assay. Representative images were acquired by confocal and the percentage of cells with lamellipodia formation were counted from at least six fields. Scar bar, 25 μm. Statistical significance was determined by one-way analysis of variance (ANOVA) (**b**,**c**). **P* <0.05.

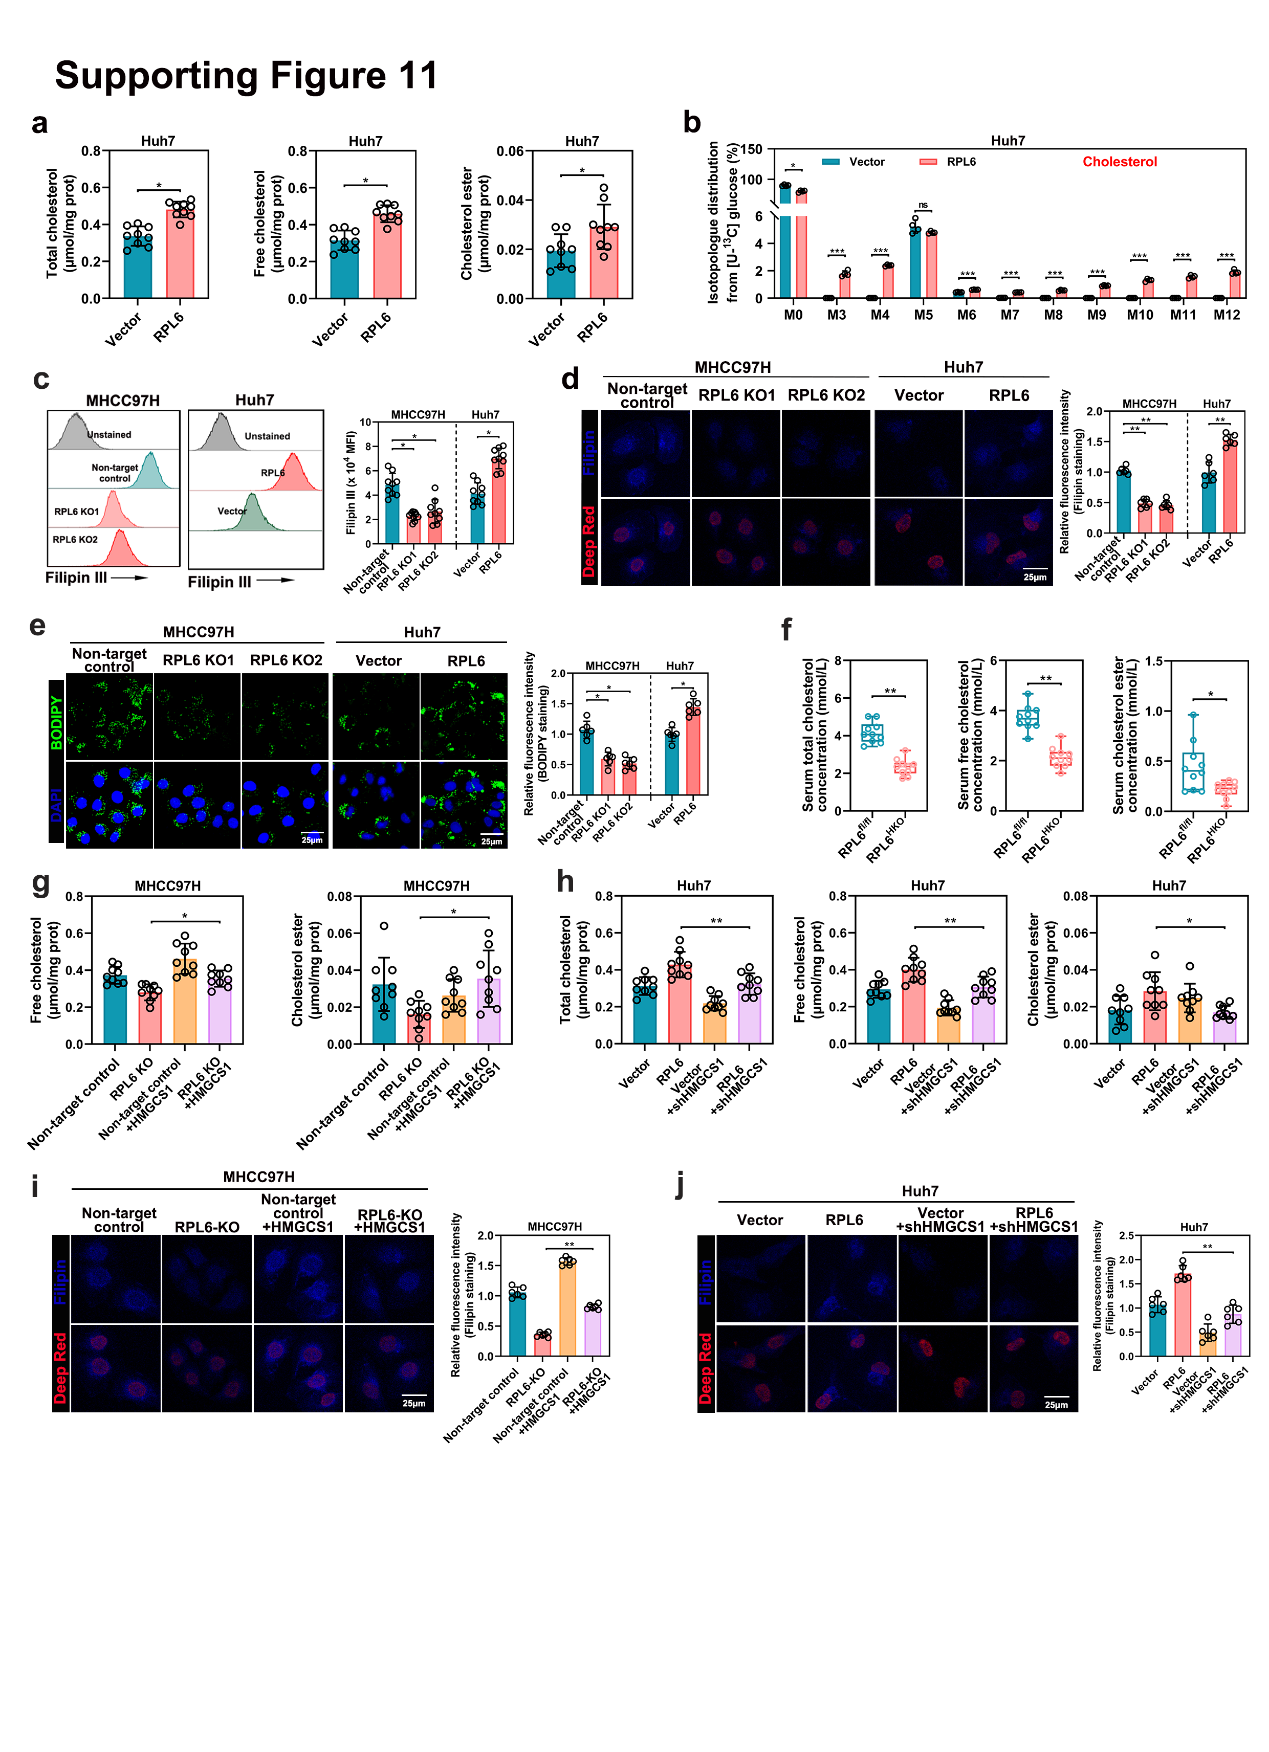

**Supporting Fig. 11 RPL6 upregulated HMGCS1 to elevate cholesterol level in HCC.**

**a**, Contents of total, free and esterified cholesterol in RPL6-overexpressing Huh7 cells. **b**, Measurement of cholesterol synthesis by stable isotope labelling of RPL6 overexpression versus control Huh7 cells with ^13^C-glucose (n=4). **c**, Representative FCM profiles and the MFI of Filipin III staining in RPL6-knockout MHCC97H and RPL6-overexpressing Huh7 cells. **d**, Filipin III staining used to visualize cellular free cholesterol distributions in RPL6-knockout MHCC97H and RPL6-overexpressing Huh7 cells. Scale bar, 25 μm. The fluorescence intensity of Filipin III staining was quantified by using Image J software from at least six fields. **e**, Representative BODIPY staining images (left) and quantitative analysis (right) of RPL6-knockout MHCC97H and RPL6-overexpressing Huh7 cells. Scale bar, 25 μm. **f**, Levels of total, free and esterified cholesterol in serum of RPL6^HKO^ and RPL6^fl/fl^ mice (n=10). **g**, The free and esterified cholesterol contents in HMGCS1 overexpression of RPL6-knockout cells. **h**, Levels of total, free and esterified cholesterol in HMGCS1 knockdown of RPL6-overexpressing cells. **i,j**, Filipin III staining was utilized to determine cellular cholesterol distributions in HMGCS1 overexpression of RPL6-knockout cells (**i**), and HMGCS1 knockdown of RPL6-overexpressing cells (**j**). Scale bar, 25 μm. Data are shown as mean ± SD of at least three independent experiments. Statistical significance was determined by two-tailed unpaired Student’s t-test (**a-f**) or one-way analysis of variance (ANOVA) (**g**-**j**). *P <0.05; **P <0.01, ****P* <0.001.

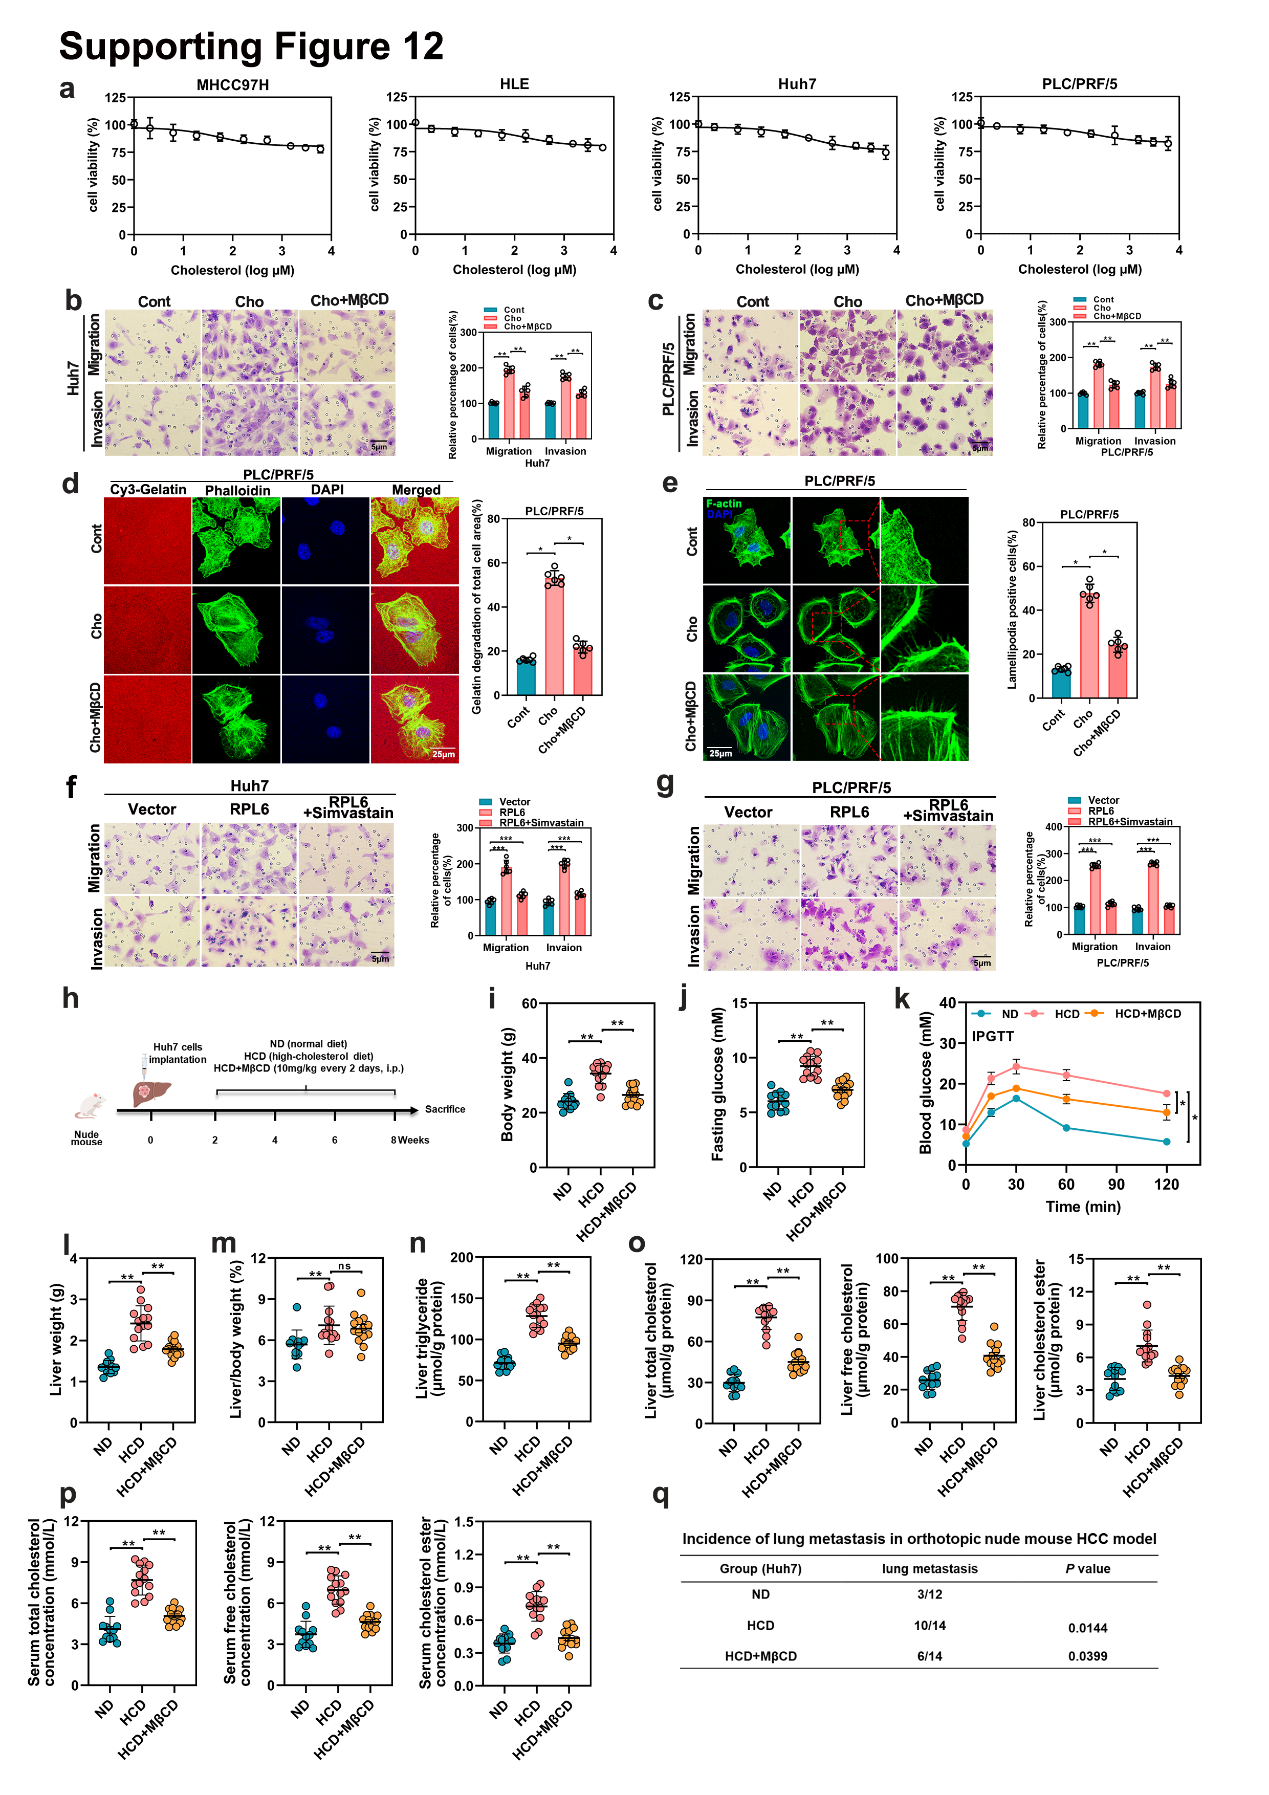

**Supporting Fig. 12 The effect of cholesterol on HCC cell migration and invasion *in vitro* and metastasis *in vivo*.**

**a**, MHCC97H, HLE, Huh7 and PLC/PRF/5 cells were treated with various concentrations of cholesterol for 72 h. The effects of cholesterol on cell viability were determined by the MTT assay. **b**,**c**, The effect of cholesterol (10 μM) and the addition of methyl-b-cyclodextrin (MβCD) on migration and invasion function in Huh7 (**b**) and PLC/PRF/5 (**c**) cells was tested by transwell assays. The cells were counted from 6 images. **d**, The effect of cholesterol (10 μM) and the addition of methyl-b-cyclodextrin (MβCD) on invadopodia function in Huh7 and PLC/PRF/5 cells was tested by gelatin degradation assay. Images were obtained by confocal and the degraded areas of at least six fields were quantified using image J software. Scale bar, 25 μm. **e**, The effect of cholesterol (10 μM) and the addition of methyl-b-cyclodextrin (MβCD) on lamellipodia formation in PLC/PRF/5 cells was evaluated through F-actin staining. Representative images were shown and the percentage of cells with lamellipodia formation were counted from at least six regions. Scale bar, 25 μm. **f**,**g**, The effect of RPL6 and simvastatin (2 μM) treatment on migration and invasion function in Huh7 (**f**) and PLC/PRF/5 (**g**) cells was tested by transwell assays. The cells were counted from 6 images. **h**, Illustration of the HCD-fed or MβCD therapeutic study. Two weeks after Huh7 cells implantation, then mice were treated with ND or HCD, or MβCD treatment (10 mg/kg of mouse, i.p.) every 2 days for 6 weeks. n=12-14 per group. **i**-**p**, Body wight (**i**), fasting glucose (**j**), glucose tolerance test (**k**), liver weight (**l**), liver-body weight ratios (**m**), liver triglyceride (**n**), total, free and esterified cholesterol levels of liver tissues (**o**) and serum (**p**) in mice fed with ND, HCD and HCD with MβCD treatment. **q**, Statistical analysis of orthotopical injection model for lung metastasis events of these mice. Data are shown as mean ± SD of at least three independent experiments (**a**-**g**). Statistical significance was determined by two-tailed unpaired Student’s t-test (**b**-**g**,**i**,**j,l**-**q**) or one-way analysis of variance (ANOVA) (**k**). **P* <0.05; ***P* <0.01. ns, not significant.

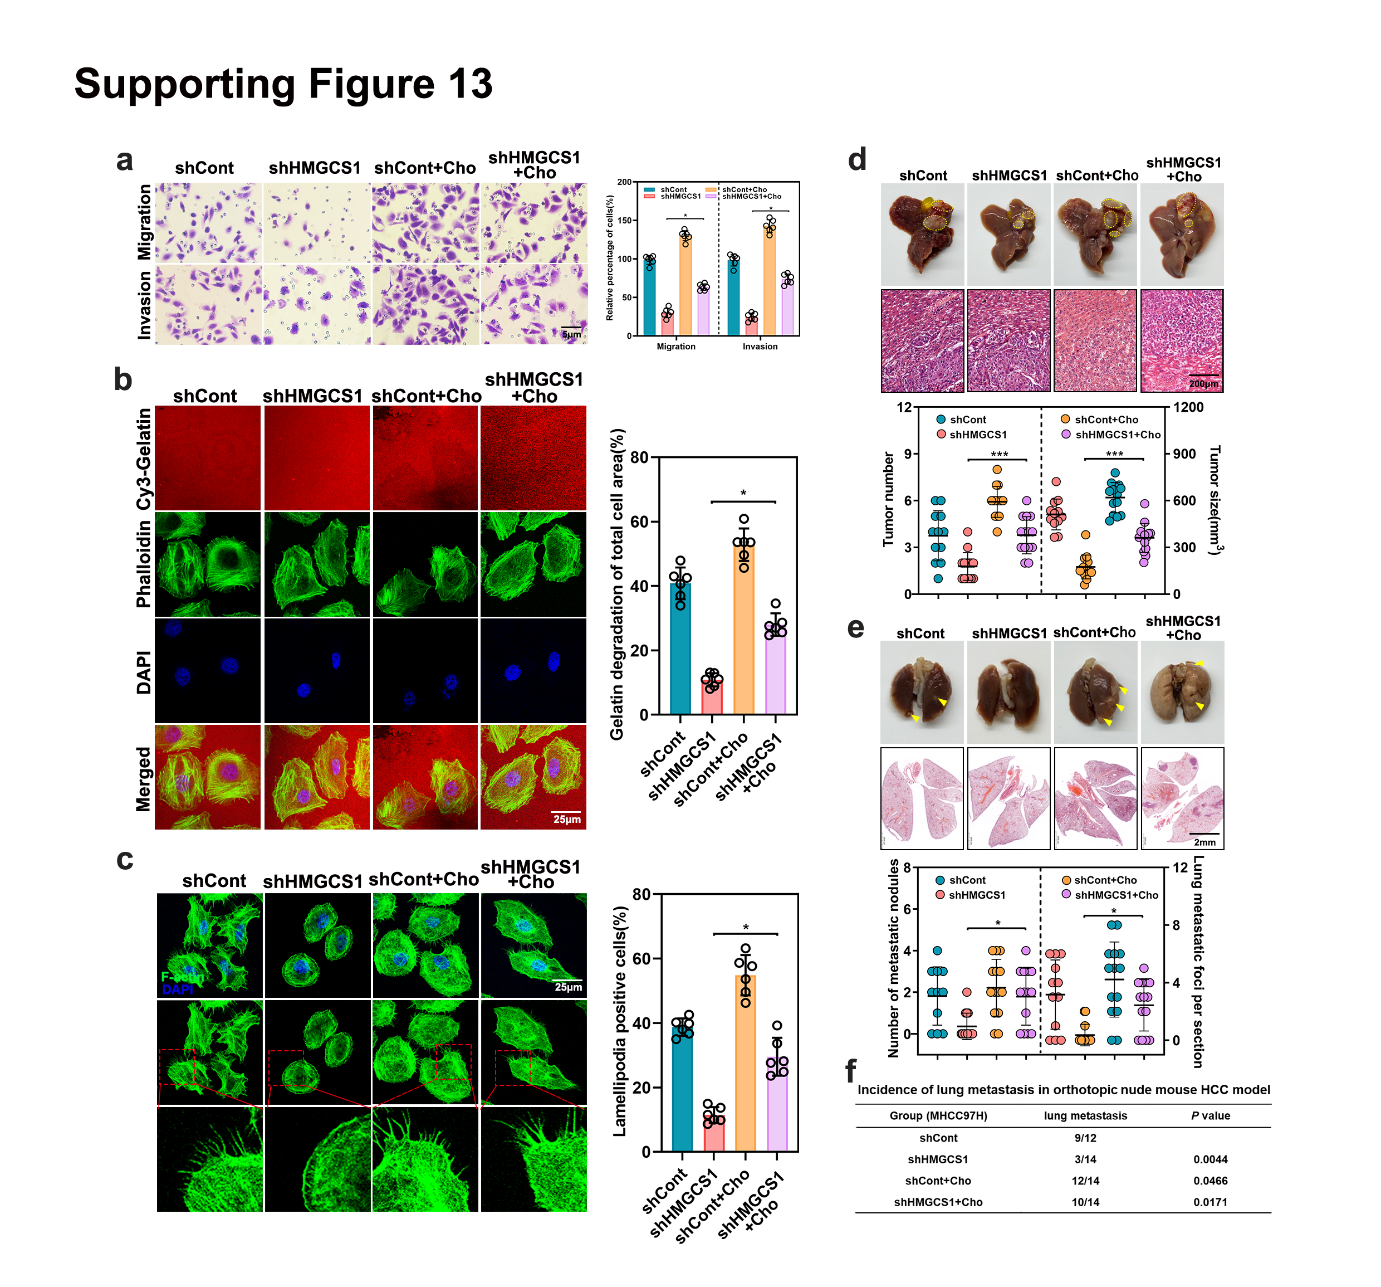

**Supporting Fig. 13 Intracellular cholesterol involves in maintenance of HCC migration and invasion *in vitro* and metastasis *in vivo*.**

**a**, The effect of cholesterol (10 μM) on migration and invasion in HMGCS1 knockdown cells was tested by transwell assays. The cells were counted from 6 images. **b**, The effect of cholesterol (10 μM) on invadopodia function in HMGCS1-knockdown cells was determined by gelatin degradation assay. Representative images were captured by confocal and the degraded areas of at least six fields were quantified using image J software. Scar bar, 25 μm. **c**, The effect of cholesterol (10 μM) on lamellipodia function in HMGCS1-knockdown cells was determined by F-actin staining assay. Representative images were shown and the percentage of cells with lamellipodia formation was counted. Scar bar, 25 μm. **d**-**f**, MHCC97H cells with stable knockdown of HMGCS1 or control cells were orthotopically injected into the left lobe liver of nude mice to establish a lung metastasis model, following the treatments of ND or HCD. Liver and lung tissues collected at 8 weeks post-injection were used for detection. n=12-14 per group. (**d**) Representative macroscopic images and H&E staining of tumor-bearing liver in these mice. The tumor number and tumor size were examined. Scar bar, 200 μm. (**e**) Representative macroscopic images and H&E staining of tumor-metastasis lung from these mice. The number of metastatic nodules and metastatic foci were examined. Scar bar, 2 mm. (**f**) Statistical analysis for lung metastasis events of these mice. Data are shown as mean ± SD of at least three independent experiments (**a**-**c**). Statistical significance was determined by one-way analysis of variance (ANOVA). **P* <0.05; ****P* <0.001.

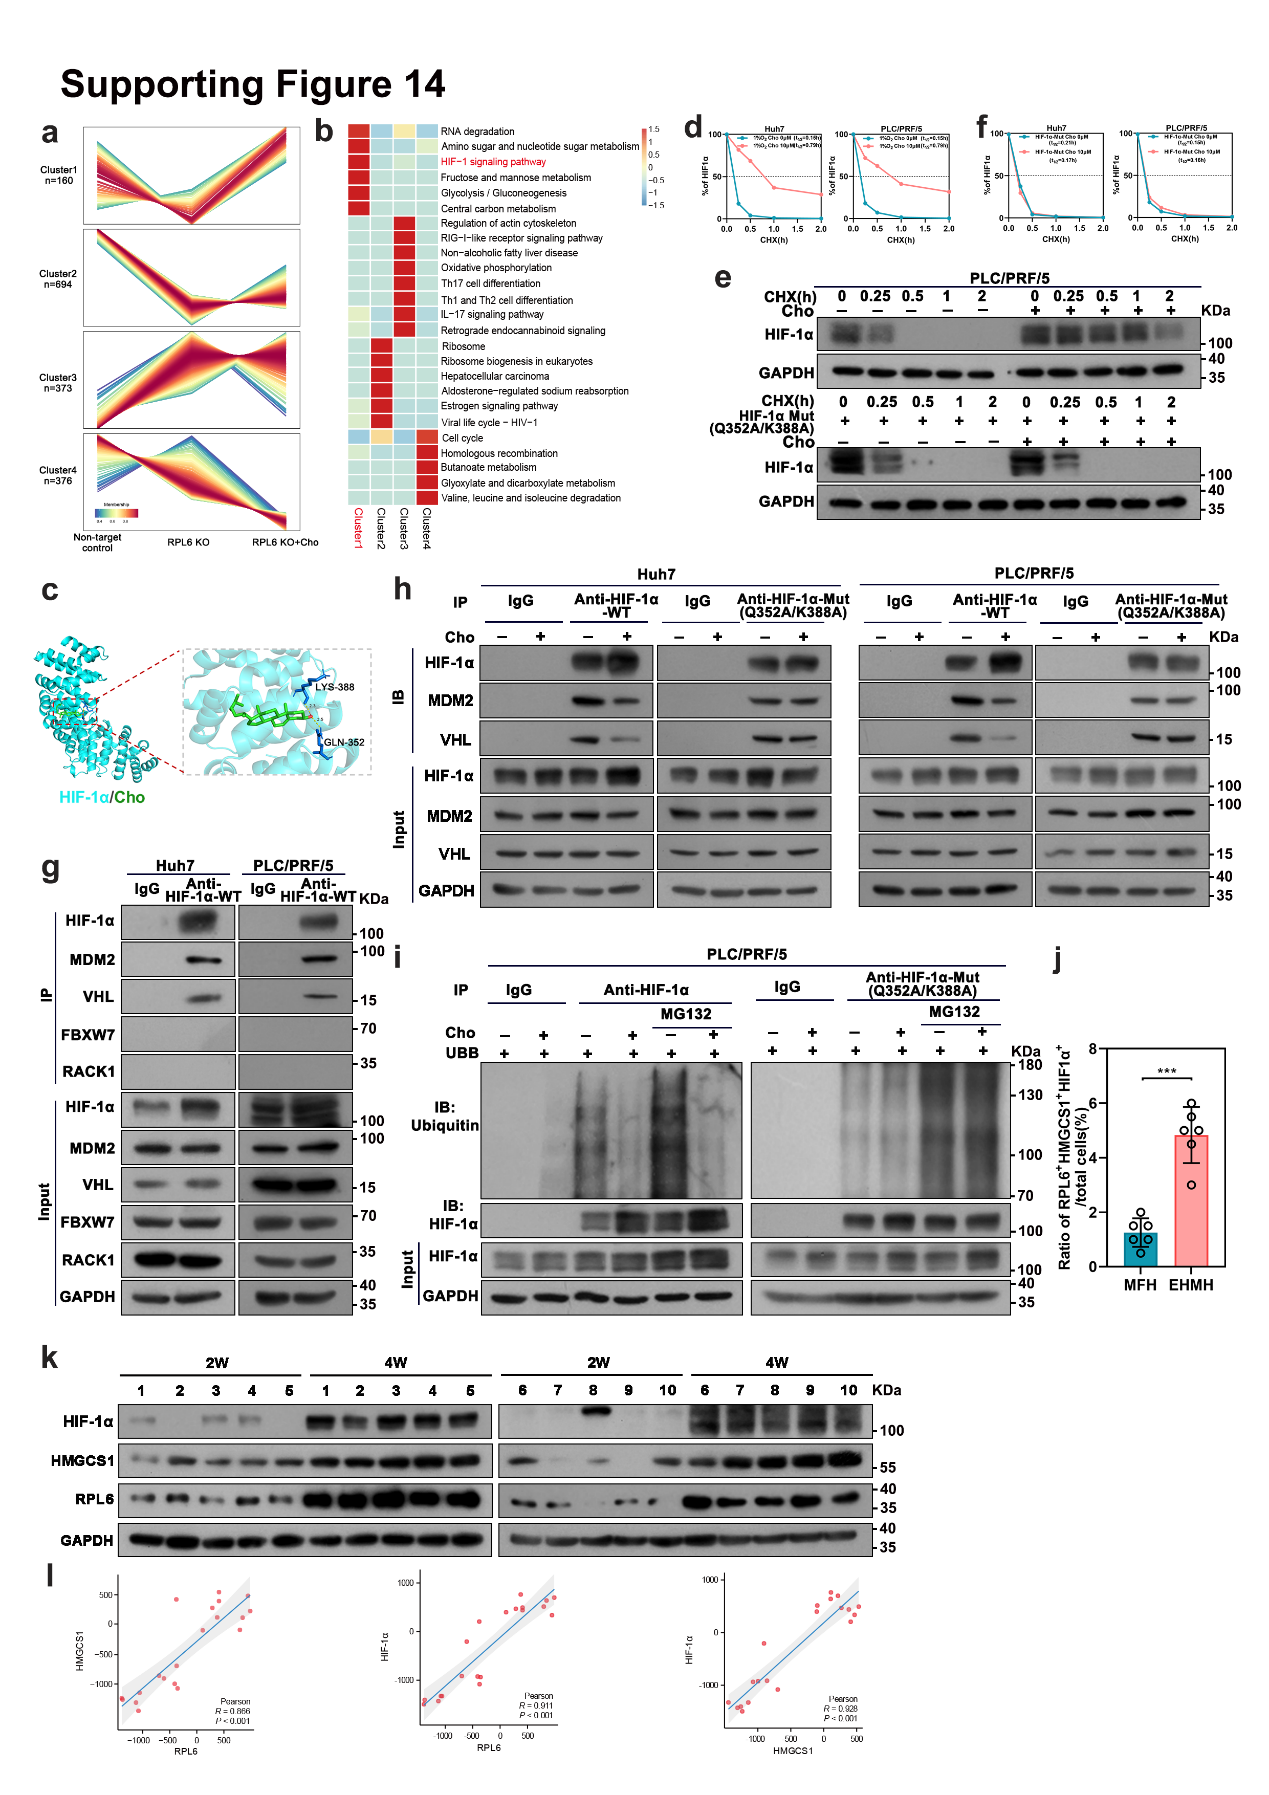

**Supporting Fig. 14 cholesterol stabilizes HIF-1α protein through inhibiting its ubiquitin-dependent degradation**

**a**, Clustering of proteins according to differentially modulated expression patterns. **b**, KEGG analysis of differentially regulated proteins across all 4 clusters as in (**a**). **c**, The interaction structure between cholesterol (green) and HIF-1α (blue) was analyzed through molecular docking. **d**, HIF-1α was examined by western blot and the protein levels were quantified using Image J and normalized to GAPDH intensities in Figure 7f. **e,f**, Cells treated with cholesterol (10 µM) were exposed to hypoxia for 6 h (**e**, upper), or transfected with HIF-1α-MUT plasmid for 24h (**e**, lower) then incubated with 10 μg/mL cycloheximide at the indicated times. HIF-1α was examined by western blot and the protein levels were quantified using Image J and normalized to GAPDH intensities (**f**). **g**, Cells transfected with HIF-1α-WT plasmid for 24h, immunoprecipitated using anti-HIF-1α antibody and immunoblotted by anti-MDM2/VHL/FBXW7/RACK1 antibody. **h**, After transfected with HIF-1α-WT or HIF-1α-MUT plasmids and treated with cholesterol (10μM), cells were immunoprecipitated using anti-HIF-1α antibody and immunoblotted by anti-MDM2/VHL antibody. **i**, PLC/PRF/5 cells transfected with HA-Ub plasmid and treated with cholesterol (10 μM) under hypoxia for 6 h (left) or transfected with HIF-1α-MUT plasmid (right), were then exposed to MG132 (10 μM). Whole-cell extracts were immunoprecipitated with anti-HIF-1α antibody, and ubiquitinated-HIF-1α was detected using an anti-ubiquitin antibody. **j**, Quantification results for RPL6+HMGCS1+HIF-1α+ cells out of the total cells in MFH and EHMH tissues were calculated. **k,l**, The expression of RPL6, HMGCS1, and HIF-1α in the pulmonary metastasis HCC mouse were examined by using immunoblotting (**k**). Correlation analysis of expression level performed using the Pearson test (**l**). Data are shown as mean ± SD of at least three independent experiments. Statistical significance was determined by two-tailed unpaired Student’s t-test (**d**,**f**,**j**). ****P* <0.001.

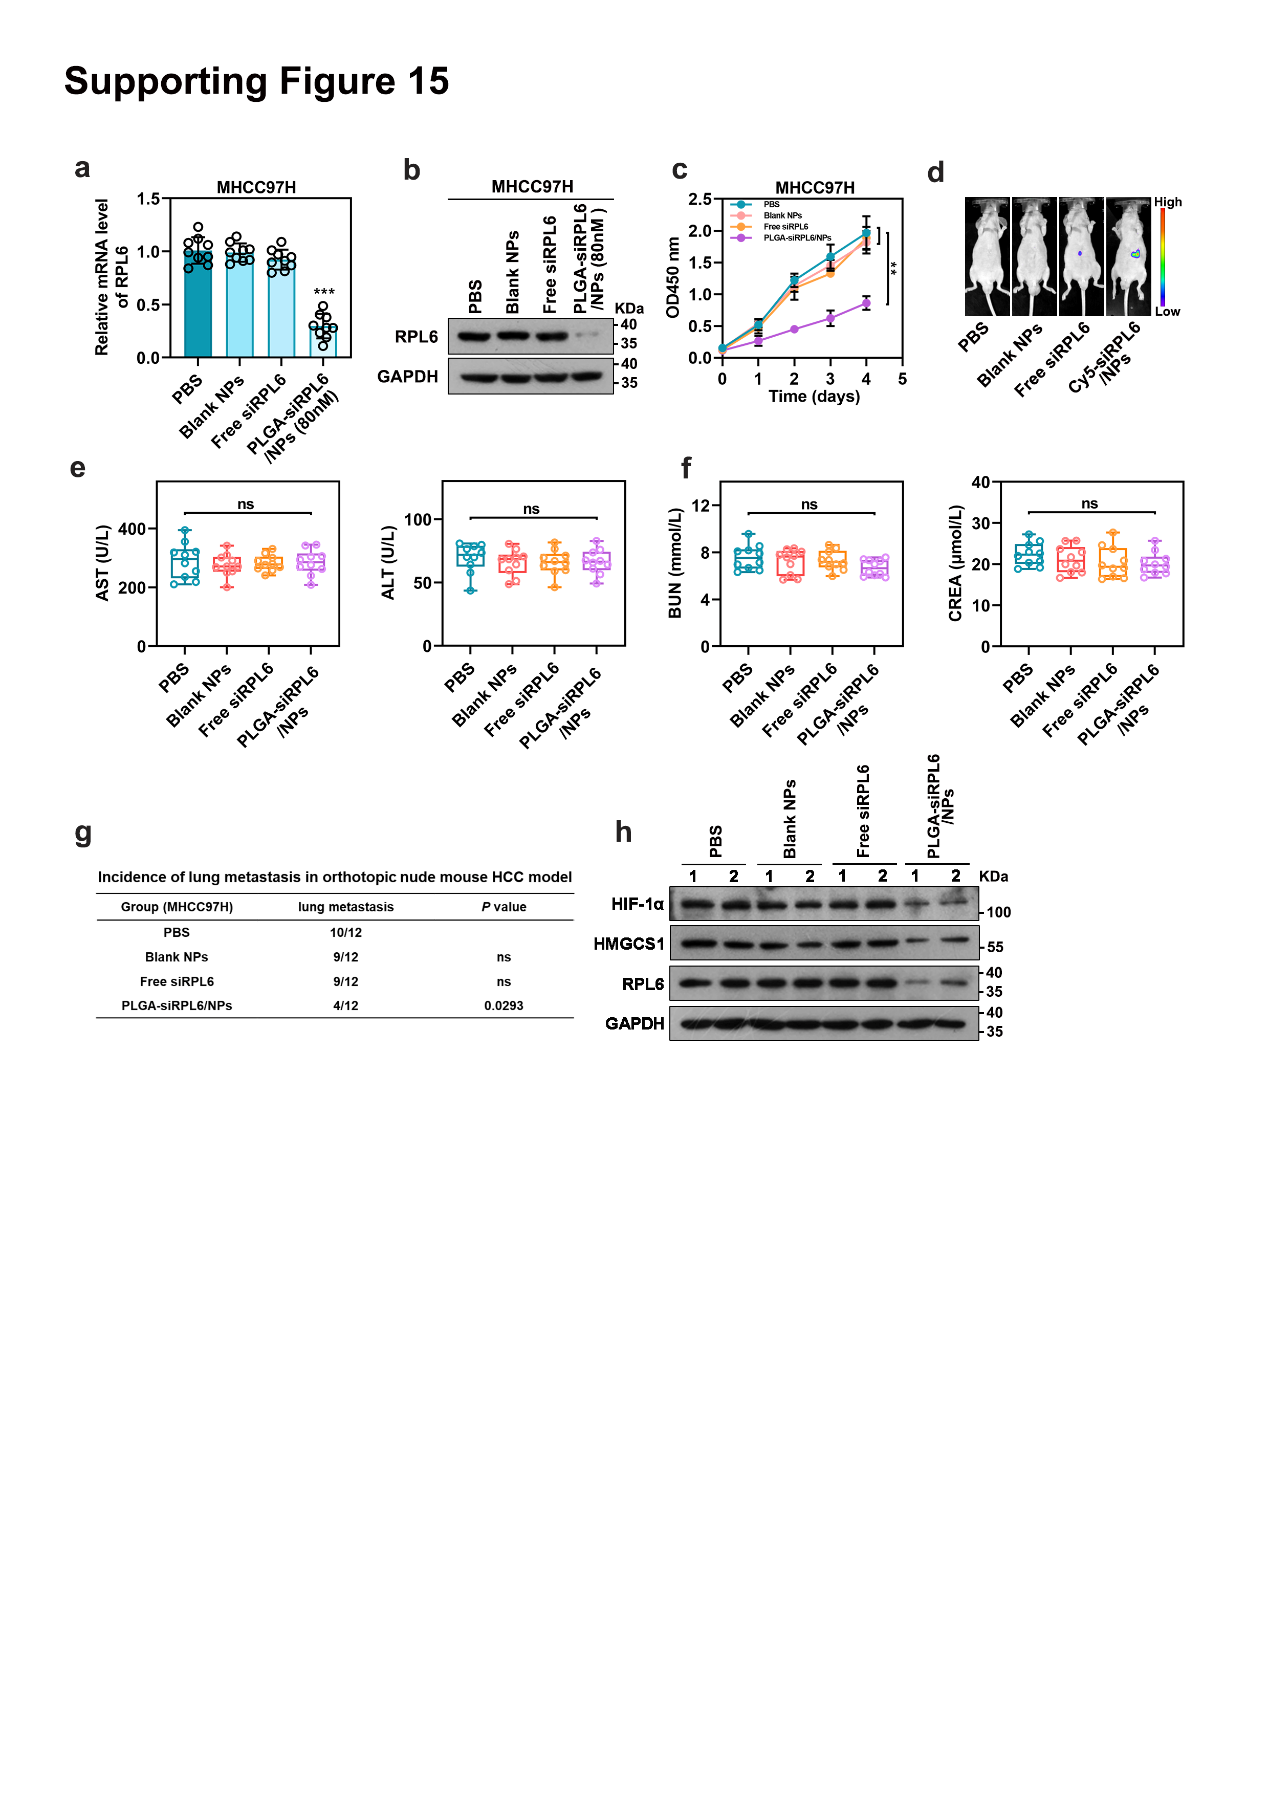

**Supporting Fig. 15 Characterization and therapeutic efficacy of PLGA-siRPL6/NPs in HCC model.**

**a**,**b**, The levels of RPL6 treated with PBS, blank NPs, free siRPL6 or PLGA-siRPL6/NPs were determined by qRT-PCR (**a**) and western blot (**b**). **c**, The effect of PLGA-siRPL6/NPs treatment on the proliferation of MHCC97H cells was tested by CCK-8 assays. **d**, Biodistribution of PLGA-Cy5-siRNA/NPs complex in vivo was studied. **e**, Blood levels of AST and ALT were detected in mice injected with indicated NPs. **f**, Blood levels of BUN and CREA were detected in mice injected with indicated NPs. **g**, Statistical analysis was conducted to evaluate lung metastasis events in mice treated with PLGA-siRPL6/NPs. **h**, Western blot analysis was used to measure the expression levels of HIF-1α, HMGCS1 and RPL6 in the tumor tissues of mice treated with PLGA-siRPL6/NPs. Data are shown as mean ± SD of at least three independent experiments (**a**-**c**). Statistical significance was determined by two-tailed unpaired Student’s t-test (**a**) or one-way analysis of variance (ANOVA) (**c**,**e**-**g**). ***P* <0.01; ****P* <0.001. ns, not significant.

**Supporting Table 1. Correlation between RPL6 expression and clinicopathological characteristics in 48 HCC patients**

| **Features** | **No. of Specimens** | **expression of RPL6** | |  |
| --- | --- | --- | --- | --- |
|  |  | **High(n=37)** | **Low(n=11)** | ***P* Value** |
| Gender |  |  |  |  |
| Males | 39 | 30 | 9 | 0.7003 |
| Females | 9 | 7 | 2 |  |
| Age(years) |  |  |  |  |
| ≤50 | 19 | 17 | 2 | 0.1929 |
| ＞50 | 29 | 20 | 9 |  |
| AFP (ug/L) |  |  |  |  |
| ≤20 | 26 | 21 | 5 | 0.5089 |
| ＞20 | 22 | 16 | 6 |  |
| Liver cirrhosis |  |  |  |  |
| Yes | 34 | 26 | 8 | 0.8256 |
| No | 14 | 11 | 3 |  |
| Tumor size |  |  |  |  |
| ≤3cm | 7 | 5 | 2 | 0.9193 |
| >3cm | 41 | 32 | 9 |  |
| Multiple tumor |  |  |  |  |
| Yes | 4 | 2 | 2 | 0.2213 |
| No | 44 | 35 | 9 |  |
| Tumor encapsulation |  |  |  |  |
| Absent | 30 | 23 | 7 | 0.7902 |
| Present | 18 | 14 | 4 |  |
| PVTT |  |  |  |  |
| Yes | 8 | 6 | 2 | 0.784 |
| No | 40 | 32 | 9 |  |
| Vascular invasion | |  |  |  |
| Yes | 28 | 25 | 3 | **0.0422*** |
| No | 20 | 12 | 8 |  |
| Lung metastasis |  |  |  |  |
| Yes | 17 | 15 | 2 | **0.0308*** |
| No | 31 | 22 | 9 |  |
| TNM stage |  |  |  |  |
| I and II | 29 | 26 | 3 | **0.0105*** |
| III and Ⅳ | 19 | 11 | 8 |  |

*Pearson chi-square test. The bold values mean the clinical variable with statistically significance.

**Supporting Table 2. Mean numbers of blood cells, and parameters for liver and kidney toxicity induced by treatment with MβCD in nude mice.**

|  | MβCD dose | | |
| --- | --- | --- | --- |
|  | 0 mg/kg/ 2 days | 5 mg/kg/2 days | 10 mg/kg/2 days |
| Body weight (g) | 21.52±1.08 | 26.09±0.92 ^ns^ | 23.01±0.85 ^ns^ |
| WBC (×10^3^/μL) | 6.962±1.229 | 5.75±2.004 ^ns^ | 6.046±1.005 ^ns^ |
| RBC (×10^6^/μL) | 9.016±1.989 | 9.706±1.056 ^ns^ | 10.044±0.792 ^ns^ |
| Hemoglobin (g/dL) | 14.96±2.05 | 15.82±2.04 ^ns^ | 15.08±2.33 ^ns^ |
| Platelets (×10^3^/μL) | 714.48±175.23 | 739.46±129.14 ^ns^ | 809.96±147.26 ^ns^ |
| Total protein (g/dL) | 5.29±2.05 | 5.73±1.49 ^ns^ | 6.08±1.19 ^ns^ |
| Albumin (g/dL) | 2.94±0.21 | 2.81±0.31 ^ns^ | 2.72±0.48 ^ns^ |
| ALT (U/L) | 65.3±18.6 | 62.5±20.9 ^ns^ | 58.7±23.5 ^ns^ |
| AST (U/L) | 86±15.6 | 84.7±20.1 ^ns^ | 76.1±11.9 ^ns^ |
| ALP (U/L) | 76.2±11.3 | 79.2±7.0 ^ns^ | 80.4±7.1 ^ns^ |
| GGT (U/L) | 7.3±1.6 | 6.49±1.98 ^ns^ | 7.21±1.29 ^ns^ |
| TBIL (mg/dL) | 1.99±1.81 | 2.37±1.04 ^ns^ | 2.18±1.58 ^ns^ |
| CREA (μmol/L) | 22.12±0.224 | 20.71±2.806 ^ns^ | 21.16±0.301 ^ns^ |
| BUN (mmol/L) | 10.2±2.6 | 9.81±2.49 ^ns^ | 11.2±1.58 ^ns^ |

All values are expressed as the mean ± Standard deviation.

Abbreviations: WBC, white blood cell; RBC, red blood cell; ALT, alanine transaminase; AST, aspartate transaminase; ALP, alkaline phosphatase; GGT, γ-glutamyl transpeptidase; TBIL, total bilirubin; CREA, creatinine; BUN, blood urea nitrogen. ns, no significance (*P* > 0.05) compared to the 0 g/kg/week MβCD group.

**Supporting Table 3. Mean numbers of blood cells, and parameters for liver and kidney toxicity induced by treatment with PLGA-siRPL6/NPs in NSG mice.**

|  | PLGA-siRPL6/NPs dose | | |
| --- | --- | --- | --- |
|  | 0 mg/kg/2 days | 1.25 mg/kg/2 days | 2.5 mg/kg/2 days |
| Body weight (g) | 24.12±1.01 | 24.07±0.97 ^ns^ | 23.48±1.66 ^ns^ |
| WBC (×10^3^/μL) | 7.19±1.34 | 6.69±1.75 ^ns^ | 7.24±0.178 ^ns^ |
| RBC (×10^6^/μL) | 10.271±1.525 | 9.847±1.004 ^ns^ | 9.791±1.068 ^ns^ |
| Hemoglobin (g/dL) | 15.93±1.05 | 15.76±1.15 ^ns^ | 16.08±0.894 ^ns^ |
| Platelets (×10^3^/μL) | 747.25±132.24 | 756.81±130.822 ^ns^ | 805.6±163.205 ^ns^ |
| Total protein (g/dL) | 6.29±2.59 | 5.82±3.07 ^ns^ | 6.12±2.74 ^ns^ |
| Albumin (g/dL) | 2.45±0.14 | 2.52±0.28 ^ns^ | 2.49±0.37 ^ns^ |
| ALT (U/L) | 48.5±11.6 | 39.4±9.4 ^ns^ | 35.8±8.2 ^ns^ |
| AST (U/L) | 51.8±14.4 | 42.6±9.8 ^ns^ | 39.2±7.7 ^ns^ |
| ALP (U/L) | 70.2±18.3 | 77.2±9.14 ^ns^ | 83.4±2.84 ^ns^ |
| GGT (U/L) | 6.8±1.2 | 6.24±1.84 ^ns^ | 7.21±1.59 ^ns^ |
| TBIL (mg/dL) | 1.72±0.81 | 1.94±1.77 ^ns^ | 2.33±1.55 ^ns^ |
| CREA (μmol/L) | 20.82±0.183 | 20.36±0.914 ^ns^ | 19.14±2.09 ^ns^ |
| BUN (mmol/L) | 19.96±1.05 | 17.37±2.48 ^ns^ | 18.84±1.67 ^ns^ |

All values are expressed as the mean ± Standard deviation.

Abbreviations: WBC, white blood cell; RBC, red blood cell; ALT, alanine transaminase; AST, aspartate transaminase; ALP, alkaline phosphatase; GGT, γ-glutamyl transpeptidase; TBIL, total bilirubin; CREA, creatinine; BUN, blood urea nitrogen. ns, no significance (*P* > 0.05) compared to the 0 mg/kg/2 days PLGA-siRPL6/NPs group.

**Supporting Table 4. The cDNA target sequences of shRNAs, primer sequences, and CRISPR gRNA sequences used in this study**

**Supporting Table 5. The source data of isotopologue distribution of cholesterol in RPL6-knockout and overexpressing cells (%) in this study.**

| **Isotopologue distribution in RPL6-knockout cells (%)** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Non-target control | | | | RPL6 KO | | | |
| M+0 | 76.7003 | 72.1522 | 77.3923 | 71.6159 | 91.4984 | 87.3031 | 86.1841 | 90.2090 |
| M+3 | 0.9564 | 1.2447 | 0.9142 | 1.2582 | 0.0000 | 0.0000 | 0.0000 | 0.0000 |
| M+4 | 1.1216 | 1.2703 | 0.9965 | 1.3143 | 0.0082 | 0.0054 | 0.0055 | 0.0208 |
| M+5 | 5.0947 | 5.4021 | 4.8535 | 5.4394 | 5.3568 | 5.2016 | 5.3252 | 4.5706 |
| M+6 | 1.1697 | 1.3687 | 1.2104 | 1.3576 | 0.4247 | 0.3923 | 0.4287 | 0.4114 |
| M+7 | 1.1726 | 1.4924 | 1.4302 | 1.6055 | 0.0296 | 0.0348 | 0.0282 | 0.0384 |
| M+8 | 1.4843 | 1.9584 | 1.5510 | 1.8731 | 0.0102 | 0.0085 | 0.0068 | 0.0092 |
| M+9 | 2.2204 | 2.6208 | 1.9228 | 2.6394 | 0.0098 | 0.0087 | 0.0101 | 0.0156 |
| M+10 | 2.5808 | 2.9057 | 2.0348 | 2.9199 | 0.0124 | 0.0195 | 0.0124 | 0.0283 |
| M+11 | 2.4314 | 2.7560 | 2.2563 | 2.7261 | 0.0138 | 0.0198 | 0.0166 | 0.0252 |
| M+12 | 2.5360 | 2.6347 | 2.1738 | 2.2434 | 0.0226 | 0.0261 | 0.0196 | 0.0317 |
| **Isotopologue distribution in RPL6-** **overexpressing cells (%)** | | | | | | | | |
|  | Vector | | | | RPL6 | | | |
| M+0 | 88.8363 | 88.8991 | 90.0081 | 91.3721 | 78.1017 | 81.5012 | 81.0915 | 80.0111 |
| M+3 | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 1.6982 | 1.7809 | 1.5949 | 2.0714 |
| M+4 | 0.0000 | 0.0000 | 0.0000 | 0.0000 | 2.3196 | 2.3802 | 2.4578 | 2.4080 |
| M+5 | 5.8523 | 5.0283 | 5.3333 | 4.7214 | 4.7859 | 4.7718 | 4.9184 | 4.7219 |
| M+6 | 0.4221 | 0.4309 | 0.4456 | 0.4163 | 0.6176 | 0.6309 | 0.6027 | 0.6053 |
| M+7 | 0.0237 | 0.0265 | 0.0268 | 0.0193 | 0.4161 | 0.4332 | 0.4046 | 0.4287 |
| M+8 | 0.0020 | 0.0010 | 0.0024 | 0.0006 | 0.5732 | 0.5726 | 0.6056 | 0.5207 |
| M+9 | 0.0001 | 0.0000 | 0.0000 | 0.0000 | 0.8886 | 0.9255 | 0.8747 | 0.9488 |
| M+10 | 0.0002 | 0.0001 | 0.0000 | 0.0000 | 1.1801 | 1.4201 | 1.3305 | 1.3116 |
| M+11 | 0.0007 | 0.0001 | 0.0002 | 0.0005 | 1.4343 | 1.5168 | 1.6065 | 1.6930 |
| M+12 | 0.0002 | 0.0006 | 0.0002 | 0.0002 | 1.8643 | 1.7858 | 1.8142 | 2.1250 |

How the deposited data were processed for this re-analysis (not part of the article)

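The data are RNA-seq gene counts of 12 HCC tissues from mice with orthotopic MHCC97H tumors, with 3 tissues at each of 4 time points (W2, W3, W4 and W5, for weeks 2 to 5 after implantation). As deposited by the authors, the values are expected counts per gene that RSEM estimated from reads trimmed with fastp, on the human genome build GRCh38, and they were not normalized. The submitters' notes name the SMARTER mRNA-seq kit and total RNA, and the versions of fastp, RSEM and the annotation are not given in the sources used here. All 12 columns of counts were used. The expected counts were rounded to whole counts. No count was assigned to a mouse gene, and reads from mouse cells that align to human genes cannot be told apart in the table.

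The table lists 62703 genes, of which 33289 had a count and 17240 passed edgeR's filterByExpr by week (minimum count 10, minimum total 15). The tested genes include 13551 protein-coding genes. Libraries held 10876585 to 27701520 counts, and the smallest was at W3. Between libraries of the same week, the squared difference per gene exceeded that of Poisson sampling by 4.46 to 87.0 times. The first principal component held 40.4% of the variance and the second 14.3%.

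Counts were scaled by TMM and fitted with week as a factor in edgeR 4.0.16 (glmQLFit, glmQLFTest) with limma 3.58.1 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes of each comparison. W3, W4 and W5 were each compared with W2, W4 with W3 and W5 with W4, and all 4 weeks together by an F test. CPM and log2 CPM were taken with the TMM library sizes and a prior count of 1. Standard errors of log2 fold changes come from the fitted model. The p-values measure the spread between the 3 tissues of a week, since the sources used here do not say how tissues relate to animals.

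Gene lists, 30 in all, were written from general knowledge of the pathways and cell types. Each was tested in 5 comparisons by camera with a preset correlation of 0.01, adjusted over 150 tests, and its members were also adjusted over the list alone. Camera with an estimated correlation and fry were run beside it. Pathways taken from the annotation in the table were tested at W4 against W2 only and adjusted among themselves, apart from the 150 tests.

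The criticality index uses the formula of the paper with other genes as input, since the paper starts from perturbed genes and here all tested genes were used. Genes in the top 1% by the ratio of their SD in a week to their mean SD in the other weeks were joined at |r| of at least 0.8, grouped by random walk (igraph 2.1.4), and modules of at least 10 genes were scored. BioTIP and TCseq were not installed. Patterns over time came from fuzzy c-means with 4 centers and a fuzzifier of 2 (e1071 1.7.16). On simulated data 1 start placed 62.75% of genes in their planted pattern and 20 starts placed 100%, so 20 starts were used, which was decided before the clustering of the real data was seen. Correlations with RPL6 over 12 tissues were tested by permutation, with 12 relations in the family, and repeated after week means were removed. For these residuals the free permutation was set first, and an exact permutation within weeks was added after its p had been seen. Relations with marker scores of host cells were tested after the levels of those markers had been seen.

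The genes named follow a rule. For W4 against W2 they are the 10 largest rises and 10 largest falls among protein-coding genes with an adjusted p under 0.05, a mean log2 CPM of at least 3 and all 3 tissues of one week on one side of the other week. For the other comparisons they are the 5 largest of each. Every gene that the paper names and up to 4 members of each list with the smallest adjusted p at W4 against W2 were added. Members of the module of the criticality index, 3 in all, were chosen after its members had been seen. Of these genes the text describes those that bear on a statement of the paper, and list results name the others.

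Gene lists, tests, comparisons, the rule for named genes and the alternatives were written before the data were examined. The alternatives were RLE size factors, DESeq2 1.42.0, limma-voom, no filter, a stricter filter (10 counts in every tissue of a week and a mean log2 CPM of 1), replicate number as a block, each tissue left out in turn, only the 2 weeks compared, unadjusted p, a fold change threshold (|log2 fold change| over 1), a smaller prior count, the other set tests, RPL6 counts summed with those of its pseudogenes, k-means, other settings of the criticality index and a correlation threshold of 0.7. Chosen after the data were seen were corrections for GC content and for GC content and length, libraries thinned to 10876585 counts, the removal of 30 abundant genes, protein-coding genes only, the removal of W2 replicate 3 and W3 replicate 2 together, the pathway annotation in the table, the criticality index from changed genes only, 1 start of c-means, and permutation within weeks.

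The code was tested on simulated data of the same size and depth. A planted GC trend gave 2850 calls without a correction and 106 with it, where 200 genes were changed. Of the gene lists, 1 shifted list was called and 0 of 19 unshifted lists were. A module planted in week 4 gave its largest criticality index there. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

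Left out were values in TPM, which the table does not hold, the networks of protein interactions and metastasis genes, whose members the paper's text does not list, and all experiments of the paper on other samples. Some single genes that the rule selects are not reported here.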

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

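The tests with the corrections for GC content and length, the thinned libraries, the libraries without abundant genes and the counts of ALB were chosen after the results they bear on had been seen.

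Noncoding genes, which the paper does not discuss, had a median log2 fold change of 0.93 from W2 to W4 over 2101 tested genes (835 higher, 30 lower), against -0.08 for protein-coding genes, and short genes were higher and long genes lower. A correction for GC content and length took the rank correlation of the fold change with length from -0.30 to -0.01 and left a noncoding median of 0.79 and 6732 genes changed W4/W2, of which 4532 were called in the same direction without it, which argues against GC content and length as the whole cause. Libraries thinned to the same total, in which the share of mitochondrial and other abundant genes still differed, gave 4844 changed genes. This argues against the total depth. Libraries without 30 mitochondrially encoded and other abundant genes gave 5521, which argues against the counts that these genes take up. What lies behind the higher mitochondrial share at W4 was not tested. The biological explanation that the design offers, a change of the tumors with the week, stays open, and a sequencing batch shared by the libraries of a week was not tested, since no label gives one. More immature or nuclear RNA at W4 was not tested either.

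Hepatocyte markers, which the paper does not discuss, had a median log2 fold change of -2.28 from W2 to W4 and of 1.62 from W4 to W5. RNA of human hepatocytes is excluded by ALB, the gene for albumin, whose highest count in any library was 1. With the correction for GC content and length the median was -2.47, which argues against these 2 as the cause. A changed share of host liver in the dissected tissue stays open: 30 further liver genes, listed before they were looked at, followed the hepatocyte score within weeks with a median r of 0.84, where the highest of 1000 random lists reached 0.36. Mouse reads from host liver that align to human genes may therefore lie behind part of the fall, but liver genes of the tumor cells could give the same pattern. CPS1 stood at 706 to 1491 CPM, but its reads cannot be assigned to tumor or host.

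Genes with a GC content over 65% had a median log2 fold change of -1.02 from W4 to W5, a group that the paper does not discuss. Of these 569 genes, 353 were lower and 4 higher. The 284 longest of them had a median of -0.77, which argues against short transcripts as the whole cause. The shorter ones had a median of -1.26, so the fall was larger in shorter genes. Noncoding genes showed the same trend, with a difference in median of -1.07 between those over 65% GC and those of 45 to 55%, so a GC bias of the libraries could explain it. Biological control of GC-rich genes was not tested. Genes of 65 to 70% and of over 70% GC also rose from W2 to W4, with medians of 0.53 and 0.67. From W2 to W5 their medians were -0.46 and -1.52, so part of the fall at W5 follows a rise at W4.

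Mitochondrially encoded genes, which the paper does not discuss, took 9.81% of counts at W4 (SD 0.470, n = 3), against 6.17% (SD 1.45), 5.11% (SD 0.539) and 7.46% (SD 0.571) at W2, W3 and W5.

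Over 100 deals of the 12 libraries to 4 groups of 3, the real one included, the real weeks gave 5732 changed genes and the highest other deal 3022. Only 1 deal, the real one, gave as many, the smallest share that 100 deals can give, so chance alone is an unlikely source of this count. The deals cannot tell the week from a batch or an animal shared by the libraries of a week. For single comparisons, 10 splits are too few for a share under 0.05. The real split and the highest other gave 2 and 0 for W3 against W2, 5526 and 2127 for W4 against W2, 1543 and 1 for W5 against W2, 5608 and 0 for W4 against W3, and 3438 and 0 for W5 against W4.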

How the results depend on the processing

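Chosen after the data were seen were the corrections for GC content (alone and with length), thinned libraries, libraries without abundant genes, protein-coding genes only, the removal of W2 replicate 3 and W3 replicate 2 together, the pathway annotation of the table, the criticality index from changed genes only, 1 start of c-means and permutation within weeks. Where a setting changed a result, the cause was not tested.

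For the results that answer a comparison, 335 values under the alternatives set beforehand kept their direction and side of the threshold or moved little, 31 moved, 20 lost and 8 gained the call. Under those added later, 102 did so, 7 moved, 6 lost and 8 gained the call. For single genes and other lists the numbers were 6139, with 259 lost, 97 gained and 3 reversed, and 1980, with 80 lost, 63 gained and 7 reversed. TPM values could not be run, as the table holds none.

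Counts of genes changed W3/W2 were 45 with DESeq2, 238 without a filter, 1231 at an unadjusted p, and 0 with only the 2 weeks and with either GC correction. For genes changed W5/W2 they were 882 with only the 2 weeks, 3911 unadjusted, 3384 and 3351 with the GC and length and the GC correction, 889 with protein-coding genes only and 2711 without the 2 outlying libraries. For genes changed W5/W4 they were 5720 unadjusted and 5574 without the 2 outlying libraries. At an absolute log2 fold change over 1 the counts were 3256 for genes changed over the 4 weeks, 2653 for W4/W2, 942 for W5/W2, 2411 for W4/W3 and 1362 for W5/W4.

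With each library left out in turn, counts ranged from 3873 to 7973 for all weeks, 0 to 3 for W3/W2, 3952 to 7369 for W4/W2, 710 to 2203 for W5/W2, 3779 to 7496 for W4/W3 and 1979 to 5287 for W5/W4. The log2 fold changes ranged from 0.28 to 0.62 for RPL6 W4/W2, 0.23 to 0.35 for RPL6 W4/W3, -0.60 to -0.51 for RPL6 W5/W4, -1.01 to -0.37 for HMGCS1 W4/W2, -1.18 to -0.65 for HMGCS1 W4/W3 and 0.31 to 0.66 for HMGCS1 W5/W4. List medians at W4/W2 ranged from -0.45 to -0.20 for cholesterol biosynthesis, -0.19 to 0.14 for HIF-1 target genes, -0.54 to -0.39 for ECM-receptor interaction, -0.62 to -0.52 for focal adhesion, -0.49 to -0.28 for the actin cytoskeleton, -0.48 to -0.33 for tight junctions and 0.34 to 0.62 for the large ribosomal subunit. Genes correlated with RPL6 numbered 430 to 1106, and r of RPL6 and HMGCS1 lay between -0.28 and 0.25.

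For RPL6 W4/W2 the change lost its call with only the 2 weeks (0.46) and with the GC and length correction (0.28), and for RPL6 W4/W3 it gained one with the GC correction (0.51) and without the 2 outlying libraries (0.35). HMGCS1 W4/W2 gained a call without a filter (-0.69) and without the 2 outlying libraries (-0.97), HMGCS1 W4/W3 lost it with the GC and length correction (-0.53), and HMGCS1 W5/W4 gained one without a filter (0.51) and without the 2 outlying libraries (0.47). MUC1 W4/W2 reversed with the GC and length (-0.12) and the GC correction (-0.10), as did MRPL23 W4/W2 with the former (-0.00436).

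Camera with an estimated correlation ended the calls of ECM-receptor interaction (-0.40), focal adhesion (-0.56), the actin cytoskeleton (-0.41), tight junctions (-0.33) and the large ribosomal subunit (0.47). Fry asks whether a group changed at all, not whether it differed from other genes, and it did not pass for ECM-receptor interaction (-0.40) and the large ribosomal subunit (0.47). The GC and length correction ended the calls of tight junctions (-0.27) and the large ribosomal subunit (0.11), and turned mitochondrial ribosomal proteins (-0.20) and oxidative phosphorylation (-0.19) to negative medians. Cholesterol biosynthesis passed without a filter (-0.30), with the GC and length correction (-0.38), with the GC correction (-0.27) and with the annotation of the table (-0.39). The pathways of that annotation were adjusted among themselves, over fewer tests than the lists. The HIF-1 signaling pathway of that annotation (-0.26) passed too, but it holds other genes than the list of HIF-1 targets. With protein-coding genes only, tight junctions lost their call (-0.26) and focal adhesion W3/W2 reversed (0.00457). Without the 2 outlying libraries HIF-1 target genes W3/W2 reversed (-0.0432) and ECM-receptor interaction lost its call (-0.33). Endothelial markers W3/W2 reversed without W2 replicate 2 (-0.21) and without W3 replicate 2 (-0.60), the latter also hepatocyte markers W3/W2 (-0.51).

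After week means were removed, 1431 genes were correlated with RPL6 and r of RPL6 and HMGCS1 was 0.72. At an absolute correlation over 0.7 the number of genes was 1439. The peak of the criticality index moved to week 5 without the term for module size.

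With replicate number as a block, W3/W2 gave 0 genes and the other results above kept their calls. The replicate numbers do not pair tissues across weeks: the mean r of residuals over 18 pairs with the same number was -0.0137, and the own number was the best match in 8 of 36 cases. With libraries thinned to 10876585 counts, genes changed W4/W2 numbered 4844 and genes changed W4/W3 numbered 5098, against 5526 and 5608 at full depth. Genes under the filter were not tested.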

Differences from the paper's values

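The largest of the paper's 4 expression patterns holds about 5000 genes in Fig. 1c, read by eye, and here it holds 2222. Of the alternatives set before the data were examined, none comes within 1.5 times of the paper's value, with 3134 genes at an unadjusted p under 0.05 and 2223 with k-means. The paper does not say which threshold, adjusted or not, gave the genes that it clusters. Its largest pattern is lowest at W4, as is the center of the largest one here.

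The paper counts more perturbed genes over the time course than were found here. The number of genes changed over the 4 weeks was 5732 here, and over the settings tried it lay between 3256 and 7973, so none reaches the paper's count. The paper counts from a larger number of genes, and its share of perturbed genes lies within 1.5 times of the 33.2% found here. The paper's count and total, divided, give a somewhat lower share than it prints, and which of these numbers is in error is not known. The share here was 21.5% without a filter on low counts, 22.6% without W4 replicate 1, 21.8% without W4 replicate 3, 25.2% without W5 replicate 2 and 18.9% at an absolute log2 fold change over 1, each further than 1.5 times from the share that the paper prints, though 25.2% is within 1.5 times of the share from its count and total.

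The paper gives W4 as the tipping point. The criticality index here was highest at W3 (24.9, against 9.97 at W4), also with the top 5% of genes by SD ratio and with edges at a correlation of at least 0.9, and highest at W5 without the term for module size. The paper starts from perturbed genes and the index here from all tested genes. With only the genes changed over the 4 weeks, a setting chosen after the values had been seen, it was again highest at W3 (11.7, against 4.50 at W4). No setting tried placed it at W4, and the gene list of the paper was not used. With libraries dealt to weeks at random, 46 of 100 draws gave a largest index at least as high (permutation p = 0.465, one-sided). The peak at W3 is thus not set apart from chance and does not decide against W4.

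The paper ranks RPL6 first by its number of correlated metastasis genes and pathways. Over all genes, RPL6 was correlated with 476, fewer than HMCES (478), NDE1 (630), DNAJC7 (1639) and MEF2C (1933) and more than CD2BP2-DT (433), CXXC5 (346), VDAC1 (112) and SPATA12 (30). The paper's metastasis genes and pathways are not listed in its text, so the counts rest on another set of genes.

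In the paper's Figure 1e, RPL6, MEF2C, VDAC1 and CXXC5 are highest at W4. By weekly means, RPL6 was highest at W4 here, whereas MEF2C was lowest there (1.20 CPM, against 5.56 at W2), and VDAC1 and CXXC5 were highest at W2 (474 and 86.6 CPM) and lowest at W5 (386 and 41.7 CPM). The figure shows SPATA12, NDE1, DNAJC7, ZNF850 and CD2BP2-DT lowest at W4. Here NDE1 and DNAJC7 were lowest at W4 (44.6 and 122 CPM), SPATA12 and CD2BP2-DT were highest there (0.449 and 2.56 CPM), and ZNF850 did not pass the filter. The figure shows HMCES rising to W5, and here it was lowest at W5 (74.8 CPM). Over the 4 weeks RPL6, MEF2C and CXXC5 passed the test, whereas VDAC1, SPATA12, NDE1, DNAJC7, CD2BP2-DT and HMCES did not (adjusted p = 0.234, 0.459, 0.329, 0.0987, 0.346 and 0.354), so no order of the 4 weeks is shown for these 6 genes. DNAJC7 alone of the 6 passed a comparison with W4, from W3 (log2 fold change -0.44, adjusted p = 0.0259).

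The paper describes cholesterol biosynthesis as raised with RPL6 through HMGCS1. In these tissues the mean of HMGCS1 was lowest at W4. Its log2 fold change from W3 was -0.99 (adjusted p = 0.0273), while -0.65 from W2 and 0.47 from W4 to W5 did not pass the test (adjusted p = 0.125 and 0.321). HMGCS1 W4/W3 lost its call without W3 replicate 2 (-0.65, adjusted p = 0.142), without W4 replicate 1 (-1.02, adjusted p = 0.0634), without W4 replicate 3 (-0.82, adjusted p = 0.107) and with the correction for GC content and length (-0.53, adjusted p = 0.0752), in a range from 1.21e-07 to 0.142. HMGCS1 W4/W2 gained one without W2 replicate 3 (-1.01, adjusted p = 0.00854), in a range from 0.000632 to 0.428. The cholesterol biosynthesis genes had a median of -0.26 from W2 to W4 (camera, adjusted p = 0.0712). RPL6 and HMGCS1 had r = 0.03 over the 12 tissues. After week means were removed r was 0.72, with a permutation p of 0.00811 when all values were permuted, and of 0.0826 within weeks, a test chosen after seeing the values. The paper reports a positive correlation of RPL6 and HMGCS1, and both highest at week 4, in this mouse model. It also reports their proteins as positively correlated there, whereas the values here are mRNA. Its case that RPL6 raises HMGCS1 rests further on RPL6 knockout, mRNA decay and RNA binding in cells, which these tissues do not test. Serum cholesterol and lipidomics were not analysed here.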

Other observations

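Some genes of inflammation rose at W4, and about as many did not pass the test. CXCL2 and CXCL1, chemokines that attract neutrophils, and CXCL3, a close relative of both, were higher than at W2, while NFKB1, which encodes a subunit of NF-kB, was lower. RPS20, a protein of the small ribosomal subunit, and MT-ND4, a subunit of complex I encoded in mitochondrial DNA, rose, whereas NDUFS1, a subunit of complex I encoded in the nucleus, fell. HSPA5, the chaperone BiP of the endoplasmic reticulum, RRM1, a subunit of ribonucleotide reductase, and OAS3, an interferon-induced antiviral enzyme, were lower as well.

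CXCL2 went from 4.72 ± 1.09 to 19.2 ± 5.64 CPM (SD, n = 3 each), a log2 fold change of 2.03 (standard error 0.31, adjusted p = 0.000343 from edgeR's quasi-likelihood test). CXCL1 changed by 1.78 (standard error 0.30, adjusted p = 0.000674), CXCL3 by 1.81 (standard error 0.27, adjusted p = 0.000297) and NFKB1 by -0.92 (standard error 0.13, adjusted p = 0.000193). Of 18 NF-kB and inflammatory genes, 8 rose and 1 fell (8 and 1 when adjusted over the list alone), with a median of 0.67 (camera, adjusted p = 0.0123, and adjusted p = 0.568 with an estimated correlation). With the correction for GC content and length the adjusted p of NF-kB and inflammatory genes W4/W2 was 0.0731.

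RPS20 went from 488 ± 39.1 to 836 ± 110 CPM (SD, n = 3 each), a log2 fold change of 0.78 (standard error 0.15, adjusted p = 0.00175 from edgeR). Of 32 small ribosomal subunit proteins 16 rose (17 when adjusted over the list alone), with a median of 0.49 (camera, adjusted p = 0.000659, and adjusted p = 0.668 with an estimated correlation). The median of small ribosomal subunit proteins W4/W2 was 0.08 (adjusted p = 0.115) with the correction for GC content and length. MT-ND4 changed by 0.69 (standard error 0.16, adjusted p = 0.00602), and MT-ND4 W4/W2 had an adjusted p of 0.0552 with only the 2 weeks. Of 13 mitochondrially encoded genes 8 rose (8 when adjusted over the list alone), with a median of 0.61 (camera, adjusted p = 0.00516, and adjusted p = 0.661 with an estimated correlation). NDUFS1 changed by -0.98 (standard error 0.13, adjusted p = 0.000129), and of 43 genes of oxidative phosphorylation 3 rose and 4 fell (2 and 4 when adjusted over the list alone), with a median of 0.08 (camera, adjusted p = 0.921). From W4 to W5 that group had a median of -0.35, with 4 higher and 17 lower (camera, adjusted p = 0.000423, and adjusted p = 0.628 with an estimated correlation). Of 43 mitochondrial ribosomal proteins 3 rose and 1 fell (none when adjusted over the list alone), with a median of 0.06 (camera, adjusted p = 0.684).

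HSPA5 went from 1359 ± 137 to 739 ± 26.1 CPM (SD, n = 3 each), a log2 fold change of -0.88 (standard error 0.16, adjusted p = 0.00144 from edgeR), and HERPUD1, a protein of endoplasmic reticulum degradation, changed by -0.50 (standard error 0.13, adjusted p = 0.00958). Of 18 genes of the unfolded protein response 8 fell (1 higher and 8 lower when adjusted over the list alone), with a median of -0.42 (camera, adjusted p = 0.0207, and adjusted p = 0.651 with an estimated correlation). Of 16 heat shock and immediate early genes, among them HSPH1 with -1.15 (standard error 0.27, adjusted p = 0.00573), 2 rose and 6 fell (2 and 7 when adjusted over the list alone), with a median of -0.33 (camera, adjusted p = 0.212), and ATF3 belongs to both lists. RRM1 changed by -0.65 (standard error 0.12, adjusted p = 0.0012), and of 30 proliferation genes 1 rose and 12 fell (2 and 13 when adjusted over the list alone), with a median of -0.35 (camera, adjusted p = 0.00385, and adjusted p = 0.54 with an estimated correlation). OAS3 changed by -1.02 (standard error 0.16, adjusted p = 0.000489) and IRF9, a transcription factor of the interferon response, by 1.09 (standard error 0.21, adjusted p = 0.00158). Of 17 interferon response genes 2 rose and 4 fell (3 and 4 when adjusted over the list alone), with a median of -0.34 (camera, adjusted p = 0.331).

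Of 8 genes of cholesterol efflux and esterification, among them SOAT2, an enzyme that esterifies cholesterol, with -3.95 (standard error 0.99, adjusted p = 0.0084 from edgeR), 4 fell (4 when adjusted over the list alone), with a median of -0.44 (camera, adjusted p = 0.0183, and adjusted p = 0.509 with an estimated correlation). Without W2 replicate 3 the median of cholesterol efflux and esterification W4/W2 was -0.17 (adjusted p = 0.199), and without W4 replicate 2 it was -0.30 (adjusted p = 0.056). Of 20 mesenchymal markers, among them ZEB2, a transcription factor of mesenchymal cells, with -2.13 (standard error 0.35, adjusted p = 0.000704), 5 fell (5 when adjusted over the list alone), with a median of -0.34 (camera, adjusted p = 0.0193, and adjusted p = 0.651 with an estimated correlation). The median of mesenchymal markers W4/W2 was -0.12 (adjusted p = 0.207) without W2 replicate 3. Of 13 epithelial markers, among them desmoplakin (DSP) with -0.82 (standard error 0.14, adjusted p = 0.000709), 1 rose and 2 fell (1 and 2 when adjusted over the list alone), with a median of -0.29 (camera, adjusted p = 0.227). Of 19 genes of the TGF-beta response, among them CCN2 with -1.25 (standard error 0.20, adjusted p = 0.000588) and its receptor gene TGFBR2 with -0.98 (standard error 0.15, adjusted p = 0.000424), 2 rose and 3 fell (2 and 3 when adjusted over the list alone), with a median of -0.22 (camera, adjusted p = 0.137).

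Of 18 p53 targets, among them XPC with -0.43 (standard error 0.14, adjusted p = 0.0313 from edgeR), 1 rose and 3 fell (1 and 0 when adjusted over the list alone), with a median of 0.07 (camera, adjusted p = 0.921). Of 8 fetal liver and tumor markers 3 rose and 2 fell (4 and 2 when adjusted over the list alone), with a median of 0.21 (camera, adjusted p = 0.808), and SALL4, a transcription factor of stem cells, rose from 2.32 ± 0.320 to 11.4 ± 3.70 CPM (SD, n = 3 each). AFP, the gene for alpha-fetoprotein, did not exceed 0.183 CPM in any library. Of 10 immune cell markers 1 rose and 2 fell (2 and 2 when adjusted over the list alone), with a median of -0.14 (camera, adjusted p = 0.658). Of 7 cholangiocyte markers 2 rose (3 when adjusted over the list alone), with a median of 0.09 (camera, adjusted p = 0.682), and SOX9 and EPCAM also stand in other lists. None of 3 red blood cell genes passed edgeR's test or was called when adjusted over the list alone, with a median of 0.10 (camera, adjusted p = 0.872).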
